# Mitochondrial fission induces immunoescape in solid tumors through decreasing MHC-I surface expression

**DOI:** 10.1038/s41467-022-31417-x

**Published:** 2022-07-06

**Authors:** Xinyuan Lei, Hsinyu Lin, Jieqi Wang, Zhanpeng Ou, Yi Ruan, Ananthan Sadagopan, Weixiong Chen, Shule Xie, Baisheng Chen, Qunxing Li, Jue Wang, Huayue Lin, Xiaofeng Zhu, Xiaoqing Yuan, Tian Tian, Xiaobin Lv, Sha Fu, Xiaorui Zhu, Jian Zhou, Guokai Pan, Xin Xia, Bakhos A. Tannous, Soldano Ferrone, Song Fan, Jinsong Li

**Keywords:** Cancer metabolism, Immunosurveillance, Energy metabolism

## Abstract

Mitochondrial dynamics can regulate Major Histocompatibility Complex (MHC)-I antigen expression by cancer cells and their immunogenicity in mice and in patients with malignancies. A crucial role in the mitochondrial fragmentation connection with immunogenicity is played by the IRE1α-XBP-1s axis. XBP-1s is a transcription factor for aminopeptidase TPP2, which inhibits MHC-I complex cell surface expression likely by degrading tumor antigen peptides. Mitochondrial fission inhibition with Mdivi-1 upregulates MHC-I expression on cancer cells and enhances the efficacy of adoptive T cell therapy in patient-derived tumor models. Therefore mitochondrial fission inhibition might provide an approach to enhance the efficacy of T cell-based immunotherapy.

## Abstract (web summary)

Cancer cells downregulate surface expression of major histocompatibility complex I (MHC-I) for immune evasion. Here, the authors show that rapid mitochondrial fission activates the ER-stress response leading to reduced MHC-I complex formation and cell surface expression in solid cancer cells; moreover inhibition of mitochondrial fission increases the immune-mediated anticancer response in murine models.

## Introduction

Major histocompatibility complex (MHC)-I antigen processing machinery (APM) component downregulation is frequently associated with malignant transformation of cells. This abnormality results in a defective synthesis and/or expression of MHC-I heavy chain-β_2_-microglobulin (β_2_m)-tumor antigen-derived peptide complexes (MHC-I in all species, HLA-I in humans), negatively impacting the recognition of cancer cells by cognate cytotoxic T lymphocytes (CTLs), and potentially providing them with an immunoescape mechanism^1^. MHC-I defects are reported to occur in >50% of malignancies across all cancer types. Fortunately, the majority of defects arise from dysregulated signaling and/or epigenetic mechanisms, and therefore may be corrected by clinically relevant targeted strategies^2^. Immunotherapy has emerged as an effective treatment for patients with certain advanced cancers. Immune checkpoint inhibitors (ICIs) are at the forefront of the immunotherapy revolution, inducing impressive clinical responses in advanced melanoma and non-small cell lung cancer (NSCLC) patients^3^. However, the failure of most patients to initially respond to therapy and the development of resistance in responders have proved significant challenges related to their application in clinical settings. MHC-I loss has been described as a mechanism of resistance to ICI therapy in lung cancer and melanoma patients^4^. These findings have stimulated interest in identifying the molecular mechanisms underlying MHC-I downregulation in malignant cells with the expectation that this information may contribute to the rational design of strategies to restore MHC-I expression by malignant cells.

The mitochondrion is one of the vital organelles in eukaryotic cells. As a dynamic organelle, it constantly undergoes fission and fusion, and has the unique ability to regulate its morphology in response to various cellular stimuli^5^. Mitochondrial hyper fragmentation has been observed in many cancer types. Notably, inhibition of mitochondrial fission leads to a decrease in cell proliferation and migration in models of thyroid, breast, lung, gastric, and colon cancer^6^. This finding highlights the potential role of a fragmented mitochondrial phenotype in the pathogenesis of many cancer types, though mitochondrial fragmentation has been linked to cancer cell immune escape to a limited extent.

Mitochondria are closely associated with the endoplasmic reticulum (ER), a central organelle with the primary function to process newly synthesized secretory and transmembrane proteins. Rapidly proliferating cancer cells require increased ER activity to facilitate the folding, assembly, and transport of membrane and secretory proteins, and are thereby subject to ER stress^7^. Adaptation to protein folding stress is mediated by the activation of an integrated signal transduction pathway named the unfolded protein response (UPR)^8^, which results in the activation of three ER transmembrane kinases, namely, protein kinase-like endoplasmic reticulum kinase (PERK), inositol requiring 1α (IRE1α), and activating transcription factor 6 (ATF6), which are otherwise maintained in an inactive state by the association of their luminal domains with the chaperone BiP/GRP78^9^.

Mitochondria are a primary source of reactive oxygen species (ROS) in cells. ROS are small molecules that are highly reactive due to the presence of unpaired electrons. Excessive mitochondrial fission may lead to changes in the structural organization and arrangement of electron transport chain (ETC) components within the mitochondrial membrane. These changes may perturb ETC activity, causing ROS overproduction^10^. The latter may mediate inflammation, and recent findings have linked ER stress to the generation and accumulation of intracellular ROS, a state commonly referred to as oxidative stress. Indeed, accumulation of misfolded proteins in the ER causes calcium leakage, which contributes to the depolarization of the inner mitochondrial membrane, disrupting the ETC, and leading to additional ROS generation^11^. ER stress has also been reported to increase mitochondrial fission^12^. Through this positive feedback loop, ROS exacerbates ER stress and enhances mitochondrial ROS generation^13^. Inhibition of mitochondrial fission effectively reduces mitochondrial ROS production and thus terminates the aforementioned cycle, also attenuating ER stress^14^.

Our present work shows that mitochondrial fission plays a key role in regulating MHC-I expression by cancer cells, as well as their immunogenicity by activating the IRE1α axis of the UPR pathway in vitro and in vivo. The current study proposes a model whereby mitochondrial fission contributes to cancer cell immunoescape, providing attractive targets for clinical therapeutics.

## Results

### Association of low pSer616 DRP-1 expression with high MHC-I expression on cancer cells and with improved prognosis in cancer patients

The mitochondrial fission process in mammals is mediated by dynamin-related protein 1 (DRP-1, *DNM1L*), mitochondrial fission 1 protein (FIS1), and mitochondrial fission factor; among them, the major role is played by the highly conserved DRP-1. It belongs to a family of large GTPases that self-assemble to regulate mitochondrial membrane structure^13^. DRP-1 is activated by phosphorylation at serine 616, a process mediated by regulatory kinases. Upon activation, DRP-1 migrates from the cytosol to the mitochondrion where it assembles in multimers that constrict and divide the organelle^15^. Conversely, phosphorylation of DRP-1 at serine 637 inhibits fission^16^. Tumor samples were obtained from 127 patients with head and neck squamous cell carcinoma (HNSCC), 62 patients with NSCLC and 59 patients with malignant melanoma at Sun Yat-Sen Memorial Hospital, Sun Yat-Sen University (Guangzhou, China) between January 2006 and December 2010 were used for MHC-I and phospo-Ser616 DRP-1 staining, Spearman correlation and Kaplan–Meier survival analysis. Both immunofluorescence (IF) and immunohistochemistry (IHC) staining revealed that the expression of MHC-I was much higher in tumor tissues from patients with longer survival (>5 years, post-surgery). In contrast, pSer616 DRP-1 level was significantly higher in patients who did not survive 5 years following surgery (Fig. 1A–C). Association of clinicopathological variables with MHC-I and pSer616 DRP-1 expression levels, as well as univariate and multivariate analysis of variables associated with overall survival (OS) of these cancer patients, is shown in Supplementary Tables 1 and 2. MHC-I and pSer616 DRP-1 expression levels were significantly associated with node metastasis in all the cancer types analyzed, but not consistently with gender or age (Supplementary Table 1). The expression levels were also prognostic markers in HNSCC, NSCLC, and malignant melanoma patients (Supplementary Table 2). Moreover, MHC-I expression level displayed a significant negative correlation with pSer616 DRP-1 expression level (Fig. 1D); high MHC-I expression level and low pSer616 DRP-1 expression level are both markers of significantly longer OS in the cancer patients tested (Fig. 1E). In addition to corroborating the previously reported the clinical significance of MHC-I and pSer616 DRP-1 expression levels^17,18^, our results, namely, the negative correlation between pSer616 DRP-1 and MHC-I expression levels, prompted us to hypothesize that targeting mitochondrial fission may represent a strategy to enhance MHC-I expression by cancer cells.

**Fig. 1:**
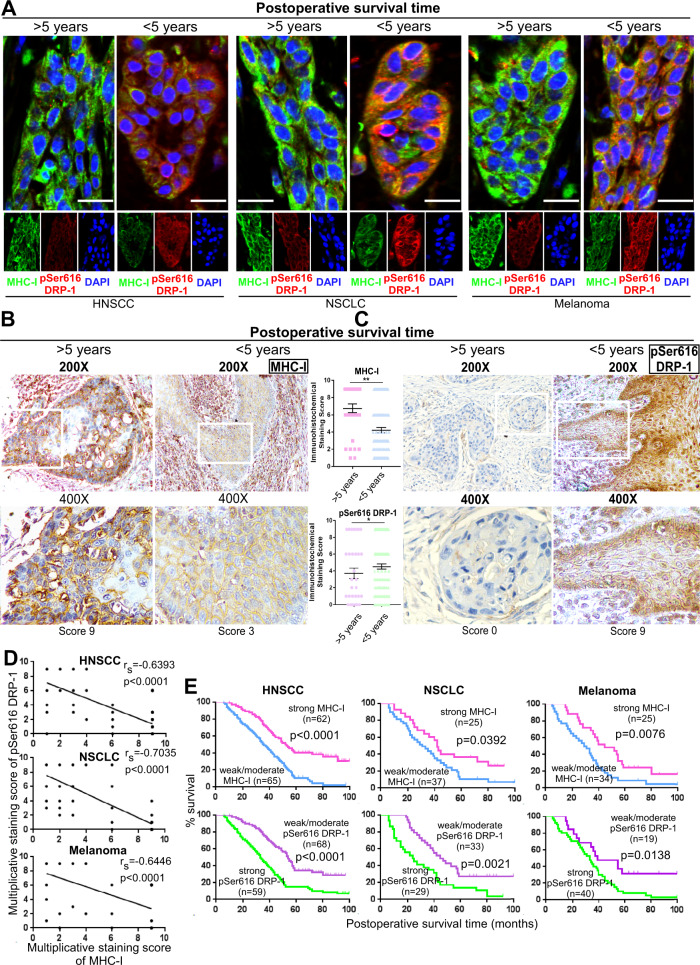
Low pSer616 DRP-1 correlates with high MHC-I and indicates a better prognosis in cancer patients. **A** Representative immunofluorescence images for MHC-I and pSer616 DRP-1 of HNSCC, NSCLC, and melanoma patients with different postoperative survival time (MHC-I: green, pSer616 DRP-1: red). DAPI, nuclear staining. Scale bars, 10 μm. **B**, **C** Representative immunochemistry images and scores for MHC-I and pSer616 DRP-1 of HNSCC patients with different postoperative survival time. Magnification, ×200 and ×400 (mean ± s.e.m; *p* < 0.0001 for MHC-I and *p* = 0.0173 for pSer616 DRP-1; **p < 0.001 by two-tailed *t*-test). **D** Spearman order correlation analysis of MHC-I and pSer616 DRP-1 association in HNSCC, NSCLC, and melanoma based on IHC score (*p* < 0.0001 for HNSCC, NSCLC and Melanoma) **E** Kaplan–Meier survival curves for HNSCC, NSCLC, and melanoma patients are plotted for pSer616 DRP-1 and MHC-I expression. Survival differences were analyzed using log-rank test (*p* < 0.0001 for HNSCC, *p* = 0.0392, *p* = 0.0021 for NSCLC and *p* = 0.0076, *p* = 0.0138 for Melanoma).

### Mdivi-1 enhances MHC-I expression in mouse tumor models

To investigate the role of DRP-1 in the regulation of MHC-I expression and its functional properties, we used mitochondrial division inhibitor 1 (Mdivi-1), a selective cell-permeable inhibitor of DRP-1. It inhibits the self-assembly of DRP-1 by blocking DRP-1’s GTPase activity^19^. By using immunocompetent C57BL/6 mice and B16F10 melanoma cells expressing the model tumor antigen, chicken-derived ovalbumin (OVA), we found that injection of Mdivi-1 via tail vein 3 days after tumor subcutaneous implantation significantly slowed down tumor growth compared to vehicle control (DMSO), as indicated by tumor volume measurement (Fig. 2A) and harvested tumor weight (Fig. 2B, C). Flow cytometric analysis of cancer cells isolated from the harvested tumors and stained with mAbs showed that H-2K^b^ antigen and immunodominant (ID) OVA epitope SIINFEKL^20^ expression was upregulated (Fig. 2D) on cancer cells isolated from tumors with reduced size. These phenotypic changes were associated with an increased number of IFN-γ-producing T cells (Fig. 2E) and intratumoral CTL infiltration (Fig. 2F). These results paralleled those obtained in mice injected with tumor cells via the tail vein. Monitoring the latter model with an IVIS Lumina imaging system showed that Mdivi-1 treatment efficiently prevented metastasis spread (Fig. 2G); furthermore, the survival of tumor-bearing mice was prolonged (Fig. 2H). Lastly, to confirm that the anti-tumor activity of Mdivi-1 depends on the immune system, B16F10 cells were injected into Rag1^-/-^ C57BL/6 mice, which lack T and B cells^21^, and the mice were treated with Mdivi-1 or DMSO. Treatment with Mdivi-1 did not inhibit tumor growth (Supplementary Fig. 1A–C), indicating that the anti-tumor effects of DRP-1 inhibition (Mdivi-1 treatment) are dependent on the presence of lymphocytes. In recent years, Mdivi-1 has emerged as a promising therapeutic agent for stroke, myocardial infarction, neurodegenerative diseases, and cancers^21^. Our results suggest that Mdivi-1’s anticancer activity may be mediated at least partially by MHC-I antigen upregulation on cancer cells, which contributes to their improved recognition and elimination by cognate CTLs. For confirming the effect of Mdivi-1 treatment of mice on the various immune cell populations within tumors. we then harvested tumors and performed IHC with monoclonal antibodies to identify the type of infiltrating immune cells (Supplementary Fig. 1D). We did not find a significant difference in the characteristics of the infiltrating immune cells in tumors isolated from Mdivi-1 and DMSO-treated mice.

**Fig. 2:**
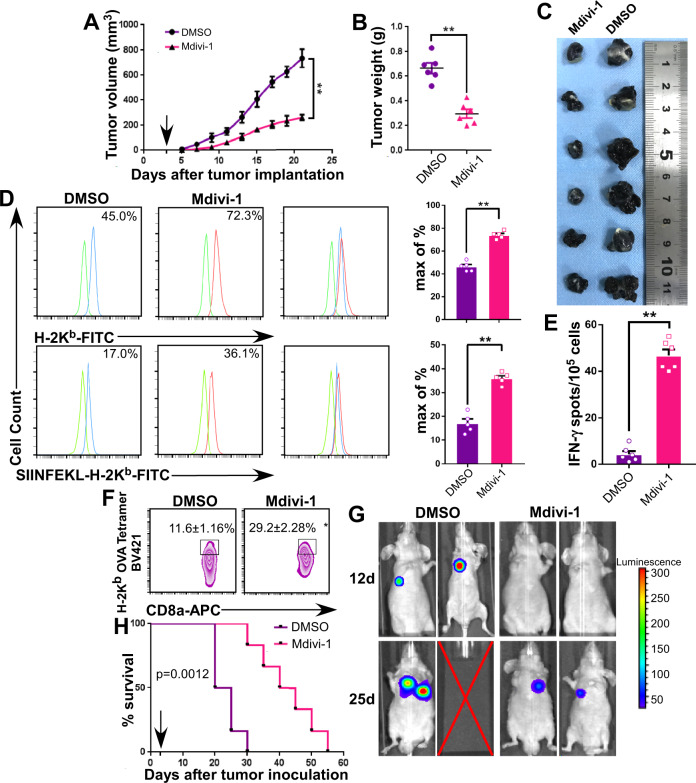
Mdivi-1 mediates MHC-I expression in syngeneic tumor models. **A** Tumor volume measurements after subcutaneous implantation, arrow indicates the time of Mdivi-1 or DMSO treatment (mean ± s.e.m; *n* = 6; *p* = 0.0124; **p < 0.001 by two-way ANOVA followed by Dunnett’s tests for multiple comparisons). **B** Weights of harvested tumors (*n* = 6; *p* < 0.001; **p < 0.001 by two-tailed *t*-test). **C** Photograph of harvested tumors. **D** Membrane expression of H-2K^b^ and SIINFEKL-H-2K^b^ complex of isolated primary cancer cells from harvested tumors by flow cytometry (mean ± s.e.m; *n* = 5; *p* < 0.0001 for H-2K^b^ and SIINFEKL-H-2K^b^ complex; **p < 0.001 by two-tailed *t*-test). **E** IFN-γ-producing CTLs as quantified by ELISpot (mean ± s.e.m; *n* = 6; *p* < 0.0001; **p < 0.001 by two-tailed *t*-test). **F** The isolated tumor-infiltrated CD8^+^ T cells were stained with anti-OVA-H-2K^b^ tetramer and anti-CD8a, and the percentages of infiltrated OVA-specific CTLs were quantified by flow cytometry (mean ± s.e.m; *n* = 3; *p* = 0.0012; *p < 0.01 by two-tailed *t*-test). **G** Biodistribution of cancer cells 12 and 25 days after inoculation (*n* = 6). Color scales represent photon intensities. **H** Kaplan–Meier survival curve was plotted for tail vein tumor inoculation model, and survival difference was analyzed using log-rank test (*n* = 6; *p* = 0.0012).

### Mdivi-1 enhances the efficacy of adoptive T cell therapy (ACT) in PDX tumor models by upregulating MHC-I expression on cancer cells

To further investigate the clinical relevance of our findings, we explored whether Mdivi-1 could arouse the immune dormancy and improve ACT effects in cancer patient-derived xenograft (PDX) model implanted in immunocompromised NOD/SCID mice (Fig. 3A). Successful PDX engraftments were established in 11 out of 63 (17.4%) primary HNSCC samples and 6 out of 32 (18.9%) primary NSCLC samples. Similarly, Mdivi-1 treatment effectively inhibited tumor growth, as evaluated through tumor volume measurements (Fig. 3B) and the harvested PDX tumor weights (Fig. 3C). Double immunostaining in the PDX tissues also showed consistent results as the above, indicating that adoptive transfer with CTLs and Mdivi-1 treatment resulted in massive apoptosis of cancer cells (EpCAM^+^ TUNEL^+^) (Fig. 3D and Supplementary Fig. 2A). We then dissociated the PDX and found that Mdivi-1 treatment significantly upregulated MHC-I membrane expression level irrespective of ACT (Fig. 3E) as in syngeneic models, providing a mechanism that may play a role in the observed synergy. A concomitant increase in both CD8^+^ T cell infiltration within cancer nests (Fig. 3F) and IFN-γ-producing immune cells^22^ (Fig. 3G) was also observed. Moreover, we isolated tumor-infiltrating CTLs and observed that perforin and granzyme B, markers associated with cytolytic activity^23^, were significantly upregulated after Mdivi-1 treatment (Fig. 3H, I and Supplementary Fig. 2B). Overall, these findings indicate that mitochondrial fission inhibition in PDX models can potentially reverse tumor immune evasion by upregulating MHC-I expression on cancer cells and improve the efficacy of ACT.

**Fig. 3:**
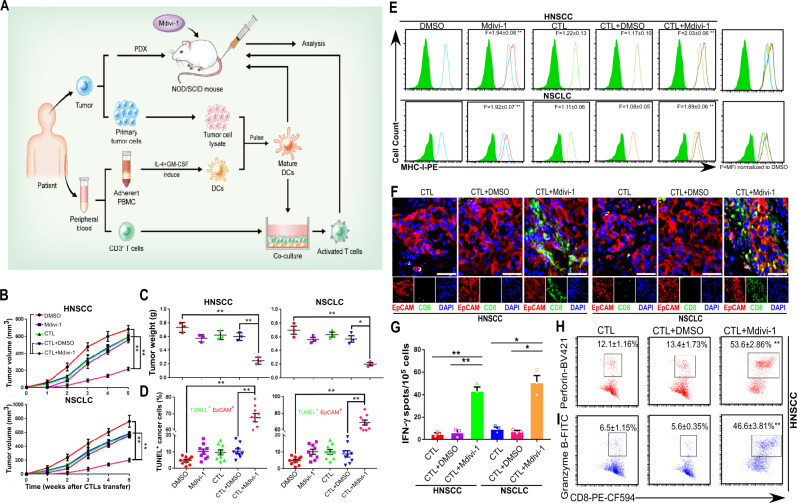
Mdivi-1 improves the adoptive T cell therapy (ACT) in PDX tumor models by upregulating MHC-I. **A** Scheme of ACT therapy through tumor-specific CTLs transferred into NOD/SCID mice transplanted with autologous HNSCC or NSCLC PDXs. **B** Tumor volume measurements were monitored weekly after ACT for five consecutive weeks (mean ± s.e.m; *n* = 3 per PDX group; *p* < 0.0001 for both HNSCC and NSCLC; **p < 0.001 by two-way ANOVA followed by Dunnett’s tests for multiple comparisons). **C** Weights of harvested HNSCC or NSCLC PDXs (mean ± s.e.m; *n* = 3 per PDX group; *p* = 0.0003, 0.0006 for HNSCC and 0.0006, 0.0011 for NSCLC; *p < 0.01, **p < 0.001 by one-way ANOVA followed by Dunnett’s tests for multiple comparisons). **D** Apoptosis of cancer cells as determined by EpCAM and TUNEL immunostaining (mean ± s.e.m; *n* = 9, 3 sections per PDX; *p* < 0.0001 for both HNSCC and NSCLC; **p < 0.001 by one-way ANOVA followed by Dunnett’s tests for multiple comparisons). **E** Flow cytometric analysis of MHC-I membrane expression in isolated HNSCC and NSCLC primary cancer cells. F indicates the fold change of MFI (mean fluorescence intensity) normalized to DMSO group (mean ± s.e.m; *n* = 3 per PDX group; *p* < 0.0001 or = 0.0792, 0.3609, 0.0002 for HNSCC and 0.0002, 0.0792, 0.3855, 0.0008 for NSCLC; **p < 0.001 compared with ACT accompanied by DMSO treatment or DMSO alone by one-way ANOVA followed by Dunnett’s tests for multiple comparisons). **F** Representative immunofluorescence images for EpCAM and CD8 of harvested PDXs (EpCAM: red; CD8: green). DAPI, nuclear staining. Scale bars, 25 μm. **G** Number of IFN-γ-producing CTLs as quantified by ELISpot (mean ± s.e.m; *n* = 3 per PDX group; *p* = 0.0002, 0.0004 for HNSCC and 0.0017, 0.0013 for NSCLC; *p < 0.01, **p < 0.001 by two-tailed *t*-test). **H**, **I** Evaluation of intracellular markers in association with cytotoxic function by flow cytometry (mean ± s.e.m; *n* = 3 per PDX group; *p* = 0.3405 or *p* < 0.0001 for perforin and 0.8773 or *p* < 0.0001 for granzyme B; **p < 0.001 compared with ACT accompanied by DMSO treatment by two-tailed *t*-test).

### Mdivi-1 improves the cytotoxic activity of T cells against autologous cancer cells in vitro

We next assessed the effects of Mdivi-1 on the in vitro cytotoxic activity of T cells (Fig. 4A). T cells were primed by tumor cell-lysate-pulsed dendritic cells (DCs) for 5 days^24^ and co-cultured with autologous cancer cells at different E/T (effector/target) ratios. After 12 h, death of cancer cell (indicated as EpCAM^+^) was examined by PI and Annexin V uptake using flow cytometry (Supplementary Fig. 2C). The production of Th1 cytokines^25^ and residual E/T ratio were quantified using an enzyme-linked immunosorbent assay (ELISA) following a 24-h incubation (Fig. 4B) and flow cytometry following a 3-day incubation (Fig. 4C) based on CD8 and EpCAM expression. The results indicate that DCs (Supplementary Fig. 2D) and CTLs can be generated and the cytotoxic activity of tumor antigen-specific CTLs is enhanced with increasing E/T ratio. To confirm Mdivi-1-mediated MHC-I upregulation was independent of secreted IFN-γ, we treated primary HNSCC and NSCLC cells with Mdivi-1 (25–50 μM, 72 h) and incubated the cells with an IFN-γ neutralizing antibody (10 μg/mL, 24 h)^26^. As we expected, treatment with Mdivi-1 upregulated MHC-I membrane expression level (Fig. 4D), which was only partially inhibited by IFN-γ neutralizing antibodies (Fig. 4D). These findings indicate that Mdivi-1 can enhance MHC-I expression level on cancer cells independent of IFN-γ. Next, in order to determine the optimal concentration and duration for Mdivi-1 in vitro treatment, we performed sequential treatment^27^ using an MTS Assay Kit and flow cytometry on primary HNSCC/NSCLC cells and primed T cells to evaluate cell viability (Fig. 4E). By pretreating cancer cells with Mdivi-1 at the aforementioned dose/duration, the cytotoxic function of primed T cells co-cultured with primary HNSCC or NSCLC cells was dramatically enhanced. This was quantified by significant increases in cancer cell apoptosis (PI/Annexin V uptake) (Fig. 4F), Th1 cytokine production (Fig. 4G), and residual E/T ratio (Fig. 4H) relative to DMSO-treated cells. In addition, preincubation of cancer cells with anti-MHC-I mAb W6/32^28^ abrogated nearly all cytotoxicity against cancer cells (Fig. 4H). Similar results were replicated using the human melanoma cell line FO-1, which does not express MHC-I because of a structural B2M mutation^10^, further confirming the restriction and crucial role of MHC-I in T cell cytotoxic activity (Fig. 4H). Together, the above data suggest that mitochondrial fission inhibition greatly enhances the in vitro cytotoxic activity of T cells.

**Fig. 4:**
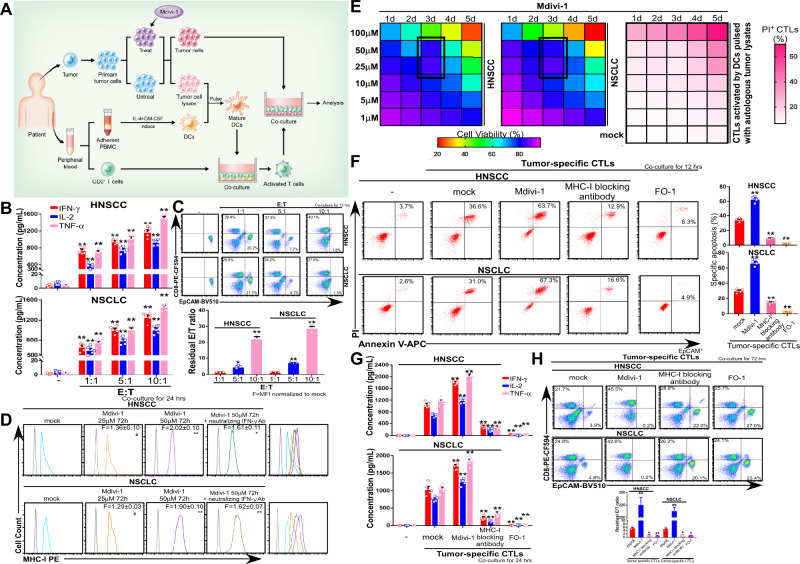
Mdivi-1 improves the cytotoxic function of CTLs targeting autologous cancer cells in vitro. **A** Scheme of tumor-specific CTLs generation and in vitro coculture. **B** Twenty hours later, Th1 cytokines production was quantified by specific ELISAs (mean ± s.e.m; *n* = 5; *p* < 0.0001 for HNSCC and NSCLC; **p < 0.001 compared with non-coculture group by two-tailed *t*-test). **C** Residual E/T ratio was evaluated by flow cytometry after 3 days based on CD8 and EpCAM expression (mean ± s.e.m; *n* = 3; *p* = 0.0015 or *p* < 0.0001 for HNSCC and *p* < 0.0001, *p* < 0.0001 for NSCLC; *p < 0.01, **p < 0.001 compared with E/T ration = 1:1 group by two-tailed *t*-test). **D** Evaluation of MHC-I membrane expression in HNSCC and NSCLC primary cancer cells by flow cytometry. F indicates the fold change of MFI normalized to mock (mean ± s.e.m; *n* = 12; *p* = 0.0484, 0.0001, 0.0005 for HNSCC and 0.0487, 0.0001, 0.0001 for NSCLC ^#^*p* < 0.05, *p < 0.01, **p < 0.001 compared with mock by two-tailed *t*-test). **E** Cell viability of primary cancer cells and PI uptake of tumor-specific CTLs after sequential treatment by MTS and flow cytometry. **F** Twelve hours after coculture, EpCAM^+^ cancer cells were harvested and cell death was examined with flow cytometry based on the uptake of PI and Annexin V. E/T ratio was 5:1 (mean ± s.e.m; *n* = 4; *p* < 0.0001 for HNSCC and *p* < 0.0001 for NSCLC; **p < 0.001 compared with mock by two-tailed *t*-test). **G** Th1 cytokines production was quantified by specific ELISAs after 24 h. E/T ratio was 5:1 (mean ± s.e.m; *n* = 5; *p* < 0.0001 for HNSCC and NSCLC; **p < 0.001 compared with mock by two-tailed *t*-test). **H** Evaluation of residual E/T ratio by flow cytometry based on CD8 and EpCAM expression respectively following 3 days. E/T ratio was 5:1 (mean ± s.e.m; *n* = 3; *p* < 0.0001, *p* = 0.0011, 0.0009 for HNSCC and *p* < 0.0001, *p* = 0.0015, 0.0012 for NSCLC; *p < 0.01, **p < 0.001 compared with mock by two-tailed *t*-test). E indicates effector cells, namely T cells. T indicates targeted cells, namely cancer cells.

### Inhibition of mitochondrial fission restores MHC-I trimolecular complex expression on cancer cells, but does not affect MHC-I subunit expression

We next sought to delineate the mechanism(s) underlying MHC-I upregulation by mitochondrial fission inhibitors. Given that chemical inhibitor may have off-target effects, the results obtained by Mdivi-1 were further confirmed using a DRP-1 siRNA (small interfering RNA)^11^. First, we investigated the effect of DRP-1 siRNA on the tongue squamous cell carcinoma (TSCC) cell line viability; the results showed that there was no significant difference in cell viability and apoptosis as compared to cells treated with Mdivi-1 (Fig. 4E and Supplementary Fig. 3A). Mitochondrial fission inhibition by Mdivi-1 or DRP-1 siRNA upregulated MHC-I membrane expression on TSCC cell lines SCC-9 and CAL-27, on primary HNSCC cancer cells and on melanoma cell line B16F10 (Supplementary Fig. 3B, C). The results obtained with the TSCC cell lines were further verified by IF staining (Supplementary Fig. 3D). We then extended the analysis to additional solid cancer types, including NSCLC, osteosarcoma, melanoma, and mouse melanoma (Supplementary Fig. 3E). As significant MHC-I upregulation was also observed upon DRP-1 siRNA treatment of these cell lines, the role of mitochondrial dynamics in the regulation of MHC-I expression may be broadly applicable to many cancer types. In addition, to verify our hypothesis, we used antioxidants N-acetylcysteine (NAC)^12^ and mitoTEMPO^12^, as well as pro-oxidant BAY-87-2243^14,29^ to treat SCC-9 and CAL-27 cells. Neutralizing ROS by NAC or mitoTEMPO upregulated MHC-I membrane expression on SCC-9 and CAL-27 cells (Supplementary Fig. 3F), a finding consistent with the effects of Mdivi-1. Conversely, activation of ROS by BAY-87-2243 downregulated MHC-I membrane expression (Supplementary Fig. 3F). Surprisingly, despite MHC-I upregulation on the cell surface, no significant change in MHC-I subunit expression was detected both at the protein (Supplementary Fig. 4A, B) and the mRNA level in siDRP-1-treated TSCC cells (Supplementary Fig. 4C, D). Furthermore, DRP-1 overexpression significantly downregulated MHC-I membrane expression on TSCC cells (Supplementary Fig. 4E) without affecting their viability (Supplementary Fig. 4F), whereas no significant change in MHC-I subunit protein and mRNA expression levels was detected (Supplementary Fig. 4G, H). These findings imply that mitochondrial fission regulates MHC-I trimolecular complex cell membrane expression on cancer cells at the post-translational level.

### Mitochondrial fission inhibition alleviates oxidative stress and UPR in cancer cells

SCC-9 and CAL-27’s fragmented mitochondria were found to be distinctly transformed into a filamentous phenotype upon treatment with Mdivi-1 or siDRP-1 (Fig. 5A). This transformation was accompanied by changes in the staining of TSCC cells by dyes 10-N-nonyl acridine orange, which binds specifically to non-oxidized cardiolipin (Fig. 5B)^30^, and JC-1 (Supplementary Fig. 5A)^31^, an indicator of mitochondrial membrane potential. The significant decrease of intracellular ROS further validates the strategy of terminating the “stress cycle” through mitochondrial fission inhibition or antioxidant and pro-oxidant treatments (Fig. 5C, D and Supplementary Fig. 5B). ER stress and UPR were inhibited, as well, as evidenced by the inactivation of the IRE1α-XBP-1s pathway (Fig. 5E). In addition, DRP-1 overexpression significantly increased intracellular ROS levels, as expected (Supplementary Fig. 5C). These results all together indicate that mitochondrial fission inhibition is an effective method to attenuate oxidative stress within cancer cells.

**Fig. 5:**
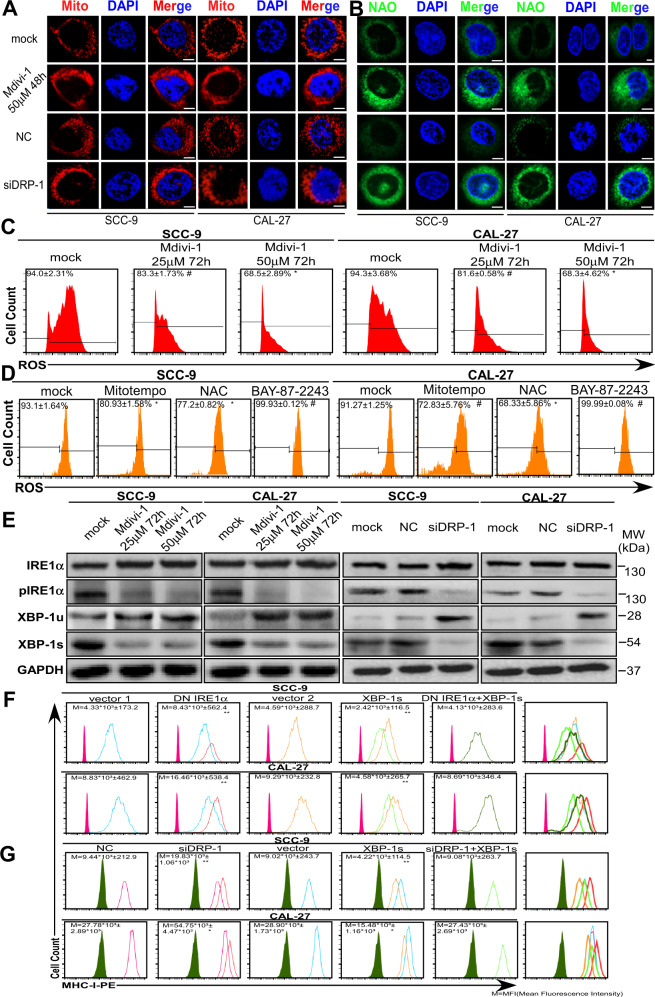
Inhibition of mitochondrial fission alleviates oxidative stress and UPR in cancer cells. **A** Mitochondrial morphology of TSCCs was visualized by fluorescent dye MitoTracker Red CMXRos (Mito: red). **B** Oxidation of cardiolipin in TSCC was assessed by fluorescent dye NAO (NAO: green). DAPI, nuclear staining. Scale bars, 2 μm. **C**, **D** Assessment of intracellular ROS by flow cytometry in TSCCs (mean ± s.e.m; *n* = 9; *p* = 0.0104, 0.0012 for SCC-9 Mdivi-1 treatment group and 0.0136, 0.0059 for CAL-27 Mdivi-1 treatment group; *p* < 0.0001, *p* < 0.0001 and *p* = 0.0004 for SCC-9; *p* = 0.0008, 0.0002 and 0.049 for CAL-27; ^#^*p* < 0.05, *p < 0.01, **p < 0.001). **E** Immunoblotting for associated ER stress markers in TSCCs. MW molecular weight. GAPDH, loading control. **F**, **G** Flow cytometric analysis of MHC-I membrane expression after depicted treatments in TSCCs (mean ± s.e.m; *n* = 4; the upper panel, *p* = 0.0001, 0.0001 and 0.4341 for SCC-9; *p* < 0.0001, <0.0001 and 0.0944 for CAL-27; the lower panel, *p* < 0.0001, *p* < 0.0001 and *p* = 0.8971 for SCC-9; *p* = 0.0004, <0.0001 and 0.6033 for CAL-27; *p < 0.01, **p < 0.001, DN IRE1α compared with vector 1 and IRE1α+XBP-1s, XBP-1s compared with vector 2 and IRE1α+XBP-1s; siDRP-1 compared with NC and siDRP-1+XBP-1s, XBP-1s compared with vector and siDRP-1+XBP-1s). M indicates mean fluorescence intensity. For experiments that were conducted at different time points, the isotype tubes were adjusted to ensure that their fluorescence intensity was at similar levels.

### IRE1α-XBP-1s is the most significant regulator of MHC-I expression in UPR

Growing evidence suggests a connection between ER stress and MHC-I expression: the overexpression of an ER stress-inducing misfolded protein or the constitutive expression of nuclear ATF6 or XBP-1s downregulates MHC-I expression on 293T cells^32^. Similarly, ER stress induced by palmitate or glucose deprivation downregulates MHC-I expression by mouse thymoma cells. We used dominant negative (DN) plasmids and siRNA (GenePharma) to interfere with the three branches of the UPR: IRE1α, PERK, and ATF6. We found that IRE1α, the most conserved arm of the UPR^3^, is the most significant regulator of MHC-I expression by TSCC cells (Supplementary Fig. 6A). Within minutes of unfolded protein accumulation, BiP dissociates from PERK, IRE1α, and ATF6 and preferentially binds to the unfolded proteins, resulting in the activation of PERK and IRE1α via luminal domain homodimerization and autophosphorylation of ATF6 via proteolytic cleavage^9^. Active IRE1α then excises a 26-base intron in X-box binding protein 1 (XBP-1) mRNA. Re-ligation of spliced XBP-1 shifts the open reading frame, and its translation produces the homeostatic transcription factor spliced XBP-1 (XBP-1s). XBP-1s translocates to the nucleus where it binds to UPR elements (UPRE) and activates UPR target genes. On the other hand, unspliced XBP-1 (XBP-1u) gets degraded rapidly^33^. Knockdown of XBP-1s by siRNA (GenePharma) significantly upregulates MHC-I expression to a similar level as TSCC cells transfected with DN IRE1α (Supplementary Fig. 6B). While transfection of XBP-1s alone significantly downregulated MHC-I expression, co-transfection of XBP-1s and DN IRE1α had no impact on MHC-I expression, as expected (Fig. 5F). Despite inducing changes in the expression of MHC-I and ER stress markers GRP78, CHOP^34^, and XBP-1s (Fig. 5E and Supplementary Fig. 6C–F), HLA-A/B/C and B2M protein and mRNA expression levels were not significantly altered upon DN IRE1α transfection, XBP-1s knockdown, or XBP-1s transfection (Supplementary Fig. 6G–I). The results we obtained with TSCC cell lines following DRP-1 knockdown and DRP-1 overexpression were consistent (Fig. 5G).

### TPP2 is a direct target of XBP-1s

Many potential mechanisms have been proposed regarding the regulation of MHC-I cell surface expression by ER stress signaling, including (i) removal or reduced synthesis of some unfolded proteins, possibly MHC-I subunits, to enable folding of essential or misfolded proteins^35^, (ii) ER stress blocking protein synthesis via PERK-mediated eIF2α phosphorylation, contributing to diminished peptide generation^36^, and/or (iii) downregulation of other APM components, such as the transporter associated with antigen presentation (TAP) involved in translocation of peptides from the cytosol to the ER lumen where they are loaded onto HLA class I heavy chain- β_2_m dimers^36,37^. 

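CAL-27 is an established cell line from a squamous cell carcinoma of the human tongue. Total RNA from CAL-27 cells carrying an shRNA against XBP-1s (shXBP-1s, n = 3) and from cells carrying the negative control (shCtrl, n = 3) was hybridised to 1-colour Agilent whole human genome arrays, 1 array per sample, with the Cy3 dye. The sample labels describe a NimbleGen procedure for the Cy3 labelling, whereas the paper and the scanner files give an Agilent array. Each array held 44495 spots, of which 1377 were control spots, and the remaining spots belonged to 34127 probes. The authors deposited the scanner software's output, in which the signal of each spot is an intensity after background subtraction and was not normalized between arrays. Between 82.5% and 83.7% of the spots were well above background on the shCtrl arrays (median 82.7%) and between 82.1% and 84.8% on the shXBP-1s arrays (median 83.3%), and no spot was saturated. The 75th percentile of the signal lay between 687.4 and 761.3 on the shCtrl arrays and between 792.0 and 983.4 on the shXBP-1s arrays. Spots with an outlier flag were left out, the log2 signal was set relative to the 75th percentile of its array, and the spots of a probe were averaged. The 27624 probes well above background on all 3 arrays of at least 1 group were tested with limma, with a trend of the variance on the mean signal. RefSeq accessions gave a gene symbol to 25771 of the 34127 probes, and the other 8356 probes are reported without a gene name. The arrays were scanned on 2 slides, shCtrl replicates 2 and 3 on slide 1 and shCtrl replicate 1 with the 3 shXBP-1s samples on slide 2. With 3 arrays per group, the number of arrays limits the precision of every value. The paper describes stably transduced cells, and whether the samples of a group came from separate transductions is not known here. If they did not, the p-values measure variation between cultures and arrays, not between transductions.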

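At a Benjamini-Hochberg adjusted p below 0.05 from limma and a change of at least 2-fold, 1354 of the tested probes differed between shXBP-1s and shCtrl, 632 higher and 722 lower in shXBP-1s. Over all tested probes the groups did not overlap for 14483, and chance alone gives 10% of probes without overlap for 3 arrays against 3. Without the minimum fold change the count was 11516, the alternative that moved it most. Background correction by normexp, an alternative added after the data were seen, moved it the other way, to 473 probes. It shifted the median log2 fold change of all tested probes to -0.41, and 298 of the 1354 probes changed sign under it, against 0 when quantile normalization followed. Of the 1354 probes, 449 were still called with the same sign under normexp. With quantile normalization after it, 363 probes were called, 351 of them among the 1354 with the same sign. With the slide as a block, 1359 probes passed, 1078 of them among the 1354 with the same sign. In this layout the fold change with that block is the shXBP-1s mean minus shCtrl replicate 1 alone, so what is kept or lost with it rests on 1 control array. Of the 1354 probes, 203 had no gene symbol, and the others belonged to 1079 genes, 467 with higher probes, 610 with lower probes and 2 with probes in both directions. In 128 of the 1354 probes no array of 1 of the groups was well above background, so their fold changes are limited by the background.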

To determine whether any of these proposed mechanisms are involved, we performed a microarray analysis following XBP-1s knockdown in CAL-27 TSCC cells to identify 1276 differentially expressed mRNAs (Fig. 6A–C). Gene set enrichment analysis (GSEA) revealed significant enrichment (*q* < 0.05) of several immune-, metabolism-, post-translational modification- and cancer-related gene sets (Fig. 6C–E). 

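The KEGG, REACTOME and BIOCARTA collections were not used here, and a list of interferon-stimulated genes was tested in place of an immune-related set. Of its 58 genes, 56 were tested, each by its brightest probe. Their mean log2 fold change was -0.35 and their median -0.32, against a mean of -0.04 over all tested genes. The 2-sided camera test in limma with an inter-gene correlation of 0.01 gave p = 5.49e-05 and a Benjamini-Hochberg adjusted p of 2.75e-04 over 5 lists. Of the 56 genes, 45 were lower and 11 higher in shXBP-1s. At an adjusted p below 0.05 and at least 2-fold over all tested probes, 8 genes were lower and 1 was higher. At an adjusted p below 0.05 without a minimum fold change 31 were lower and 5 higher, and adjusted over the list alone 31 were lower and 7 higher. The 5 called members with the smallest p were OASL (-1.54), TRIM22 (-1.53), DDX60 (-1.13), IFITM1 (-1.09) and IFIT1 (-1.61, all log2 fold changes). All 5 lists passed under fry, so fry did not set this list (adjusted p 2.05e-05) apart from the others. The call did not hold with the inter-gene correlation estimated from the arrays, with an adjusted p of 0.0648. Over all alternatives the adjusted p ranged from 9.71e-06 to 0.0648. The lowest value came under normexp, added after the data were seen, where the shift of the list was smaller. Relative to all genes the list mean was -0.077 there, against -0.315 in the main fit, so that p does not reflect a larger change.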

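A list of 57 antigen processing and presentation genes, not the KEGG set itself, had 55 tested genes. Their mean log2 fold change in shXBP-1s was -0.26 and their median -0.19, and 39 of the 55 were lower. The 2-sided camera test in limma gave an adjusted p of 0.0269 with Benjamini-Hochberg adjustment over the 5 lists. The adjusted p was above 0.05 on the authors' deposited log2 values (0.0596), without shCtrl replicate 1 (0.0501) and with the estimated correlation (0.130). It was 0.0156 with the slide as a block and ranged over all alternatives from 2.81e-05 under fry to 0.309 under normexp, which was added after the data were seen. Of the 55 genes, 8 were called lower over all tested probes and none was called higher. Adjusted over the list alone, without a minimum fold change, 28 were lower and 8 higher. The called members with the smallest p were HLA-DMB (-1.76), HSPA5 (-1.05), NFYB (-1.10), CTSB (-1.03) and HLA-DPA1 (-1.57, log2 fold changes). CTSB fell just short of 2-fold without shCtrl replicate 1 (-0.997) or without shXBP-1s replicate 1 (-0.986). Of the 8 called genes, 5 were among the 12 MHC class II genes of the list, whose mean was -0.745. The other 43 genes had a mean of -0.125. Without the class II genes the 2-sided camera p was 0.23, unadjusted, against 0.0108 for the whole list. The class II genes were set apart after some of their values were seen. A separate list of 26 genes of the MHC class I machinery had a mean log2 fold change of -0.16 and a median of -0.14. It shared genes with the antigen processing and presentation list and with the interferon-stimulated list, but was not a subset of either. Its adjusted p of 0.0661 from limma's camera with Benjamini-Hochberg adjustment did not pass the threshold. Over its alternatives the adjusted p ranged from 6.16e-04 under fry to 0.756 under normexp, and it was 0.0433 without shXBP-1s replicate 3. In that list 21 genes were lower and 5 higher. Its 1 called gene, LNPEP, was higher (log2 fold change 1.19). Adjusted over the list alone, 12 of its genes were lower and 2 higher.

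**Figure D1:**
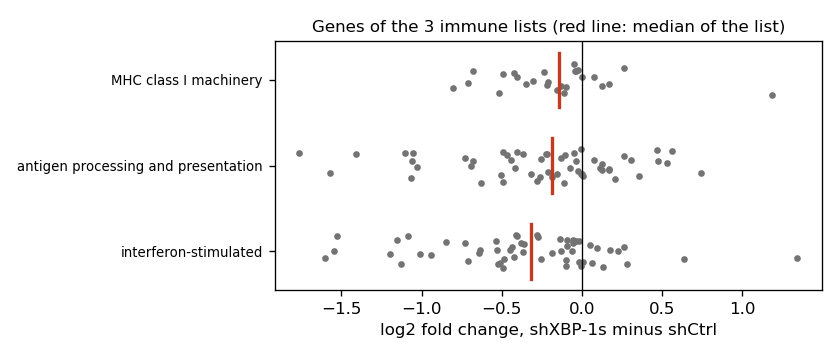
Log2 fold change (shXBP-1s minus shCtrl, horizontal axis) of the genes of 3 lists, each point 1 gene by its brightest probe and each red line the median of a list. The medians lie at -0.14 for the MHC class I machinery, -0.19 for antigen processing and presentation and -0.32 for the interferon-stimulated genes.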

Notably, KEGG antigen processing/presentation genes and REACTOME adaptive immune system genes displayed negative enrichment (Fig. 6E–G). 

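TPP2 was represented by 1 probe with that gene symbol (NM_003291), well above background on all 6 arrays. Its signal before normalization was between 440.8 and 499.9 on the shCtrl arrays and between 895.0 and 1005.2 on the shXBP-1s arrays. On the log2 scale relative to the 75th percentile it was -0.63 ± 0.02 (SD, n = 3) in shCtrl and 0.09 ± 0.07 (SD, n = 3) in shXBP-1s. TPP2 mRNA was thus higher in shXBP-1s, with a log2 fold change of 0.73 (standard error 0.05, adjusted p = 2.48e-05 from limma with Benjamini-Hochberg adjustment). Each of the 3 shXBP-1s arrays lay above each of the 3 shCtrl arrays (2-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The change was below 2-fold, so TPP2 was not among the called probes. The log2 fold change was 0.77 on the authors' deposited log2 values and 0.73 with the slide as a block, which rests on shCtrl replicate 1 alone, and it stayed between 0.68 and 0.76 with each array left out in turn. A further TPP2 probe among the probes without a symbol is not excluded. ERAP1, an aminopeptidase of the endoplasmic reticulum, was lower by both of its probes, by a log2 fold change of -0.35 for the brighter probe and -1.20 for the other.

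**Figure D2:**
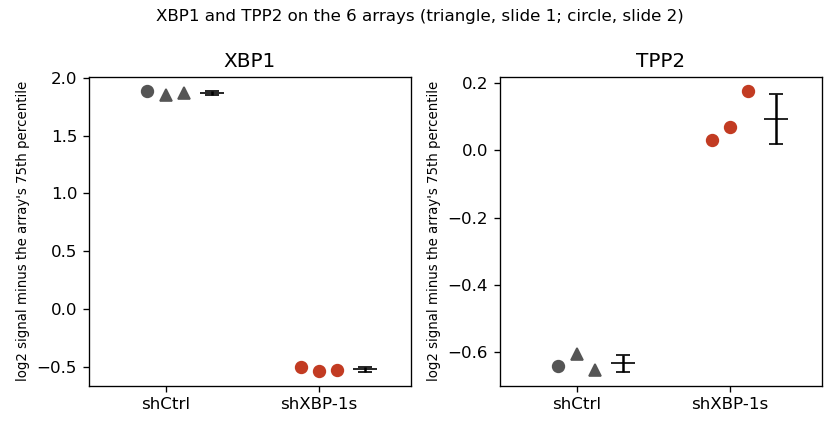
Log2 signal of XBP1 (left) and TPP2 (right) relative to the 75th percentile of each array (vertical axes, on different scales), by group. Points are arrays, triangles for slide 1 and circles for slide 2, and bars are the mean and SD (n = 3). The 3 shXBP-1s arrays lie below the 3 shCtrl arrays for XBP1 and above them for TPP2.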

Among the most negatively enriched genes in the latter set, tripeptidyl peptidase 2 (TPP2), attracted our attention, as it is a well-recognized mammalian aminopeptidase that removes tripeptides from the N-terminus of longer peptides at neutral pH. TPP2 inhibition upregulates MHC-I expression on phytohemagglutinin-treated CD4+ and CD8+ T cells^38^. To determine whether XBP-1s directly binds to the *TPP2* gene, we reviewed the ENCODE chromatin immunoprecipitation-sequencing (ChIP-seq) database and found that the *TPP2* promoter displayed XBP-1 ChIP peaks in the breast cancer cell lines HS578T, MDA-MB-231, and T47D (Fig. 6H). We next performed de novo motif discovery on XBP-1 peaks and observed that the 5’-AGCAGCACGTGATT-3’ (reverse complement: 5’-TCGTCGTGCACTAA-3’) motif was highly enriched (Fig. 6I). ChIP and luciferase reporter assays identified the transcriptional functionality and binding of XBP-1s to the *TPP2* promoter (Fig. 6J–L). 

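The 26 genes that the paper measured by qRT-PCR after XBP-1s knockdown, 6 of them higher and 20 lower by qRT-PCR in Fig. 6 and Supplementary Fig. 7A, were looked up on the arrays. By the brightest probe of each gene, 21 of the 26 changed in the direction of the qRT-PCR. In 15 of them that probe was also called at an adjusted p below 0.05 and at least 2-fold (limma with Benjamini-Hochberg adjustment). Among the genes higher by qRT-PCR, log2 fold changes of the brightest probe were 1.26 for THBS2, 1.18 for TNFRSF21, 1.43 for DCN and 2.03 for TNFRSF9 (4-1BB), all called, and 0.98 for NLRP1, just below 2-fold. TNFRSF21 was not called with the slide as a block (0.96), and DCN, a dim probe, changed sign with the shift of all probes under normexp (-0.32) but not with quantile normalization after it (0.43). The 5 genes whose brightest probe went the other way were IL18RAP (-0.05), VTA1 (0.03), ATG5 (0.49), ATG7 (0.005) and TPP2, and of these only ATG5 and TPP2 differed from 0 by more than their standard error. VTA1 changed sign under normexp with and without quantile normalization, and ATG7 under normexp alone. The first 4 had a dimmer probe called in the direction of the qRT-PCR, so that 23 of the 26 genes had at least 1 such probe. For IL18RAP that probe (1.46) was well above background on 1 of the 3 shCtrl arrays and was not called with the slide as a block. In 8 of the 23 only a dimmer probe was called. The tally was 25 by the mean of the probes of each gene and 24 with the slide as a block. The genes were chosen by the authors from these samples, so the tally is not independent evidence. From the microarray, qRT-PCR and immunoblotting results, the paper proposes that TPP2 is a direct target of XBP-1s. For direct binding it also gives XBP-1 ChIP-seq peaks, a motif, ChIP-qPCR and luciferase reporter assays at the TPP2 promoter. None of these was analysed here, and the arrays do not measure binding.

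**Figure D3:**
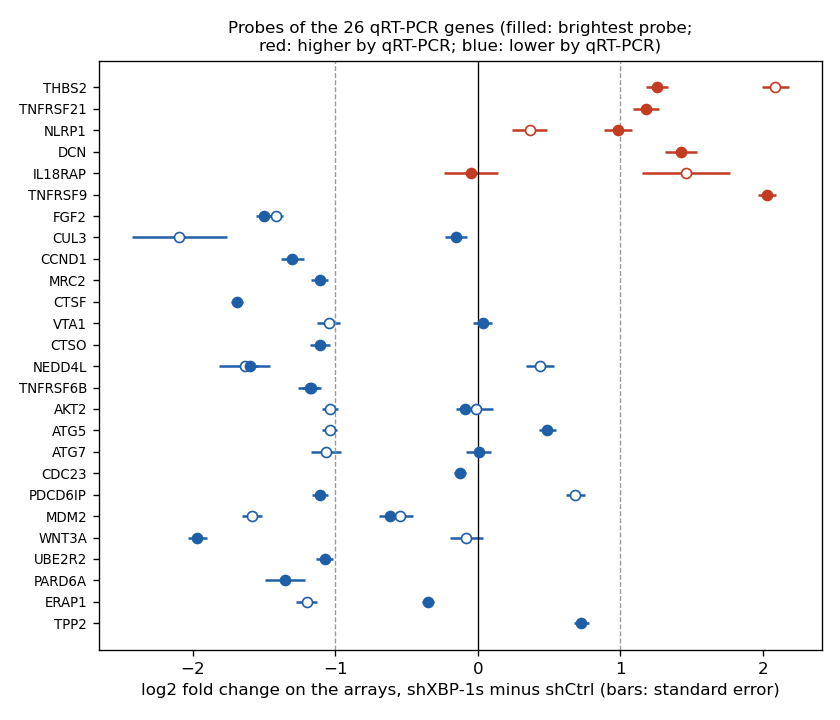
Log2 fold change on the arrays (shXBP-1s minus shCtrl, horizontal axis) of each tested probe of the 26 genes. Filled points are the brightest probe of a gene, open points its other probes, bars the standard error, and dashed lines mark a 2-fold change; red genes were higher and blue genes lower by qRT-PCR. TPP2 and the brightest probe of ATG5 lie on the right, among blue genes.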

The results obtained from the microarray were corroborated by quantitative real-time PCR (qRT-PCR; Fig. 6M and Supplementary Fig. 7A) and immunoblotting (Fig. 6N), suggesting that TPP2 is a direct XBP-1s target. Moreover, a review of The Cancer Genome Atlas datasets showed that high TPP2 expression is associated with a significantly worse prognosis in many solid cancer types (Fig. 6O and Supplementary Fig. 7B).

**Fig. 6:**
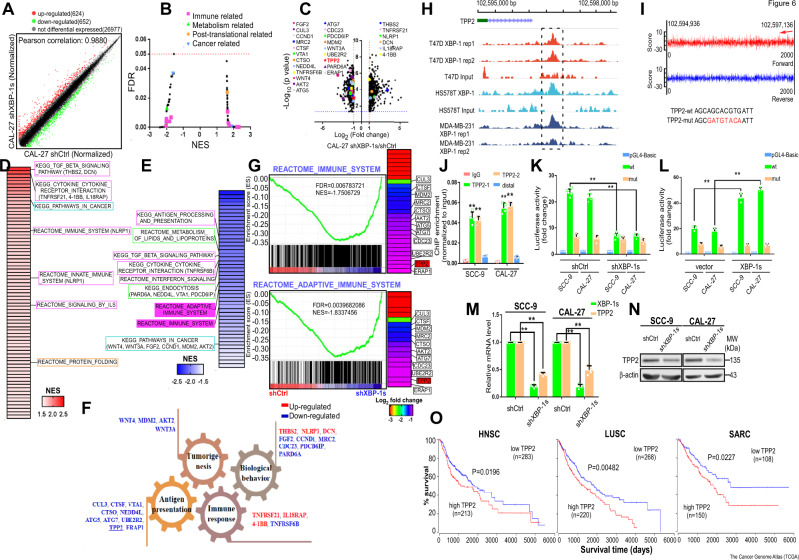
Bioinformatic analysis based on mRNA profile indicated TPP2 as the potential target of XBP-1s. **A** Scatter plot of relative mRNA expression in CAL-27 treated with shXBP-1s compared with negative control. Genes in green and red are differentially expressed at significant levels (*n* = 3 per group). **B** GSEA (KEGG, REACTOME, and BIOCARTA) pathway distribution for shXBP-1s versus negative control of CAL-27. Horizontal line denotes FDR significance cutoff of 0.05. Immune-, metabolism-, post-translation- and cancer-related gene sets were demarcated by dots in indicated colors, respectively. **C** Volcano plot of differentially expressed genes on the basis of fold change and *p* value. Genes to be focused on were labeled. **D** Gene sets upregulated in shXBP-1s CAL-27 compared to the negative control (FDR < 0.05 and NES > 1.5). Color gradation is based on GSEA NES. Gene sets demarcated in panel (**C**) were specified. **E** Gene sets downregulated in shXBP-1s compared to negative control of CAL-27 (FDR < 0.05 and NES < −1.5). Color gradation is based on GSEA NES. Gene sets demarcated in panel (**C**) were specified. Gene sets containing TPP2 were highlighted. NES indicates normalized enrichment score. **F** Diagrammatic drawing of associated genes divided into four groups based on respective functions that are recognized in cancer biology. **G** Downregulated genes from the two gene sets. Color gradation is representative of log2 fold change over negative control. Relevant genes were labeled and TPP2 was labeled in red. shCtrl indicates negative control. **H** Distribution of XBP-1 occupancy frequencies in TPP2 promoter in three different cancer cell lines based on ChIP-seq database, respectively. The most enriched peaks are highlighted. **I** Motif analysis (motif-counter) showed the enriched XBP-1 motif in TPP2 promoter, the arrow indicates that the highest score binding sites consistently located in the forward strand, which was highlighted in panel (**H**). **J** ChIP-qPCR analysis of the XBP-1 genomic occupancy in the TPP2 promoter in SCC-9 and CAL-27 as indicated. Immunoprecipitated DNA was measured by qRT-PCR with primers to amplify the TPP2 promoter region, including the distal site (mean ± s.e.m; *n* = 4; *p* < 0.0001, *p* < 0.0001, *p* = 0.3961 for SCC-9 and *p* < 0.0001, *p* < 0.0001, *p* = 0.408 for CAL-27; **p < 0.001 by one-way ANOVA followed by Dunnett’s tests for multiple comparisons). **K** Luciferase assay demonstrated that knockdown of XBP-1 inhibited TPP2 promoter’s activity in SCC-9 and CAL-27. SCC-9 and CAL-27 cells with stable expression of wild-type (wt) or mutant (mut) TPP2 promoter delivered pGL4.20-Basic vectors were co-transfected with shXBP-1 or shCtrl (mean ± s.e.m; *n* = 5; *p* < 0.0001 for SCC-9 and CAL-27; **p < 0.001 by one-way ANOVA followed by Dunnett’s tests for multiple comparisons). **L** Luciferase reporter assay demonstrated that XBP-1 activated TPP2 promoter (mean ± s.e.m; *n* = 3; *p* < 0.0001 for SCC-9 and CAL-27; **p < 0.001 by one-way ANOVA followed by Dunnett’s tests for multiple comparisons). **M** qRT-PCR verified the downregulation of TPP2 from microarrays in TSCCs after XBP-1s knockdown (mean ± s.e.m; *n* = 4; *p* < 0.0001 for SCC-9 and CAL-27; **p < 0.001 by two-tailed *t*-test). **N** Immunoblotting further verified the downregulation of TPP2 in TSCCs after XBP-1s knockdown. MW molecular weight. β-actin, loading control. **O** Overall survival of cancer patients with different levels of TPP2 using The Cancer Genome Atlas (TCGA) database (*p* = 0.0196, 0.00482 and 0.0227) HNSC head and neck squamous cell carcinoma, LUSC lung squamous cell carcinoma, SARC sarcoma.

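Across the tested probes, the Pearson correlation between the mean log2 signals of shCtrl and shXBP-1s was 0.9866. It is a correlation across probes, which are not independent replicates. Between pairs of shCtrl arrays the correlation ranged from 0.9930 to 0.9967 and between pairs of shXBP-1s arrays from 0.9968 to 0.9977, whereas pairs with 1 array of each group ranged from 0.9810 to 0.9862. The pairs with 1 array of each group that shared slide 2 ranged from 0.9852 to 0.9862.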

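The largest rise among called probes well above background on all 6 arrays was in SERPINB2 (NM_002575), from -3.11 ± 0.37 (SD, n = 3) in shCtrl to 1.97 ± 0.02 (SD, n = 3) in shXBP-1s on the log2 scale relative to the 75th percentile. This was a log2 fold change of 5.08 (standard error 0.16, adjusted p = 1.36e-06 from limma with Benjamini-Hochberg adjustment). CD24, IL24, KRT6A and SPRR2A followed with log2 fold changes of 4.73, 4.36, 4.28 and 4.02. The largest fall was in SLC51A (NM_152672), whose log2 signal fell by 3.15 (standard error 0.25, adjusted p = 3.77e-05 from the same limma fit with Benjamini-Hochberg adjustment). CYP26A1, SLC2A4, LY6D and IL17C followed with log2 fold changes of -3.09, -2.74, -2.74 and -2.65. In each of these 10 genes the 3 shXBP-1s arrays lay on 1 side of the 3 shCtrl arrays. All 10 were also called with the slide as a block, against 1 control array. Under normexp followed by quantile normalization, added after the data were seen, the falls in that order were -1.225, -0.926, -0.770, -2.335 and -2.220. LY6D and IL17C thus fell most there, and the ranking of the falls did not hold. The order of the rises changed too, with KRT6A (3.735) above IL24 (3.212) in that alternative. Under normexp alone, also added after the data were seen, CD24 (4.011) lay above SERPINB2 (3.960).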

### TPP2 inhibits MHC-I trimolecular complex expression by destroying antigenic peptides

Antigen presentation is a multi-step process consisting of: (i) HLA class I heavy chain- β_2_m heterodimer formation, (ii) peptide generation, (iii) shuttling of peptides into the ER, (iv) peptide processing (both before and after shuttling), (v) loading of the peptide onto HLA class I heavy chain-β_2_m heterodimers, (vi) trafficking of the resulting trimolecular complex to the cell surface, and (vii) recognition of the trimolecular complex by cognate CD8^+^ T lymphocytes. During this process, small alterations can lead to the generation of suboptimally bound HLA class I heavy chain-β_2_m-peptide complexes that dissociate prematurely during their migration towards the cell surface^35^. siRNA-mediated TPP2 knockdown significantly upregulated MHC-I expression on TSCC and B16F10 melanoma cells, showing that TPP2 inhibits MHC-I expression (Fig. 7A). To further investigate its specific role in antigen processing and presentation, we used the B16F10 cell line that was stably transfected with either shTpp2 or shCtrl. When these cells were transiently transfected with OVA or SIINFEKL plasmids, Tpp2 knockdown significantly enhances SIINFEKL-H-2K^b^ complex expression (Fig. 7B). Stably transfected cells were then co-cultured with isolated OVA-specific T cells derived from OT-1 transgenic mice (Fig. 7C)^39^. Following Tpp2 knockdown, mouse IFN-γ concentration (Fig. 7D) and specific lysis of cancer cells (Fig. 7E) significantly increased at every E/T ratio tested. These results are consistent with the ability of Tpp2 to cleave antigenic peptides to sizes smaller than those required to bind to a histocompatibility antigen (<8–11 amino acids)^20^. Since TPP2 regulates cancer cell immunogenicity by degrading antigenic peptides, it can be inferred and experimentally verified that mitochondrial fission inhibition would not affect the expression of other immunological-related or unrelated transmembrane proteins (Fig. 7F). Therefore, degradation of antigenic peptides is a possible mechanism by which mitochondrial dynamics regulate cancer cell immunogenicity (Fig. 7G).

**Fig. 7:**
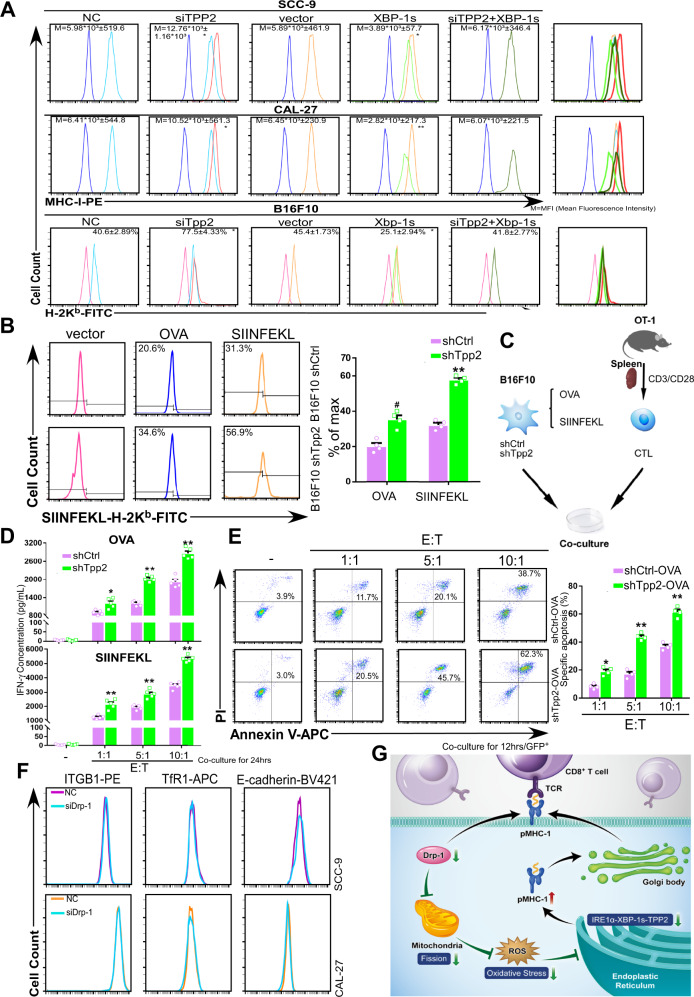
Destruction of antigenic peptides prevents MHC-I from maturation by TPP2. **A** Membrane expression of MHC-I in TSCCs and B16F10 was assessed by flow cytometry with indicated treatments (mean ± s.e.m; *n* = 6; *p* = 0.0029, 0.0063 for SCC-9, 0.0037, 0.0002 for CAL-27, 0.001, 0.002 for B16F10; *p < 0.01, **p < 0.001, siTPP2 compared with NC and siTPP2+XBP-1s, XBP-1s compared with vector and siTPP2+XBP-1s by two-way ANOVA followed by Dunnett’s tests for multiple comparisons). M indicates the mean fluorescence intensity. **B** SIINFEKL-H-2K^b^ complex expression was evaluated by flow cytometry of B16F10 (mean ± s.e.m; *n* = 4; *p* = 0.0113 and *p* < 0.0001; *p < 0.01, **p < 0.001 compared with shCtrl by two-tailed *t*-test). **C** Scheme of in vitro antigen presentation assays. **D** Quantification of mouse IFN-γ production by ELISA after 24 h (mean ± s.e.m; *n* = 5; *p* = 0.001, *p* < 0.0001, *p* < 0.001 for OVA and *p* < 0.0001 for SIINFEKEL; *p < 0.01, **p < 0.001 compared with shCtrl by two-tailed *t*-test). **E** Twelve hours after coculture, GFP^+^ cancer cells were harvested and cell death was examined by flow cytometry based on the uptake of PI and Annexin V (mean ± s.e.m; *n* = 4; *p* = 0.0003, *p* < 0.0001, *p* < 0.0001; *p < 0.01, **p < 0.001 compared with shCtrl by two-tailed *t*-test). E indicates effector cells namely T cells. T indicates targeted cells namely cancer cells. **F** Additional transmembrane molecules expression after DRP-1 knockdown was assessed by flow cytometry (*n* = 3). Both shCtrl and NC indicate negative control. **G** Graphic abstract of this study.

## Discussion

Immune escape of cancer cells is an important mechanism enabling unrestricted proliferation and tumor metastasis. Membrane MHC-I loss or downregulation is an important cause of escape from immunological surveillance^2^. It is found with high frequency in many solid cancer types, including malignant melanoma, breast cancer, stomach cancer, colon cancer, and bladder cancer^1^. In this study, we identified a low MHC-I membrane expression level on cancer cells as a biomarker of poor prognosis in HNSCC, NSCLC, and melanoma patients, corroborating prior findings^1,2,4^. However, only a few studies have attempted to restore MHC-I expression on cancer cells, reversing the immunoescape phenotype and promoting their CTL-mediated elimination.

Mitochondria are the indispensable regulatory centers shared by all eukaryotic cells and have always been a topic of basic research. In recent years, mitochondrial dynamics have received more attention, in addition to mitochondrial metabolism and apoptosis. Mitochondrial fission and fusion are both closely related to important physiological processes. For example, mitochondrial fission produces smaller, fragmented mitochondria, which are important for the mitochondrial movement to regions of high energy demand or to allow for equal mitochondrial distribution in daughter cells following mitosis^5^. Mitochondrial fission is also implicated in the release of cytochrome C into the cytosol to trigger apoptosis, and in the destruction of damaged cellular organelles^40^. More importantly, impaired fusion and enhanced fission have been frequently observed in many solid cancer types^41^. Mitochondrial fission is required to maintain the metastatic potential and high proliferation rate of glioblastoma, thyroid cancer, and breast cancer cells^18^. In addition, cancer cell growth may be blocked by mitochondrial fission inhibition through DRP-1 knockdown^6^. In the present study, we have shown that high pSer616 DRP-1 expression is a marker of poor prognosis in HNSCC, NSCLC, and melanoma patients. We have also shown that mitochondrial fission can be utilized as a promising target to regulate the immunogenicity of cancer cells, which can eventually influence the biological behavior and clinical outcome of several types of cancer. However, it is difficult to attribute the immunological effects of Mdivi-1 solely to MHC-I upregulation; impacts on immune cells cannot be excluded^42,43^.

Interestingly, fusion of mitochondria into linear or tubular networks limits deleterious mutations in mitochondrial DNA, induces the formation of ETC supercomplexes enhancing oxidative phosphorylation activity, promotes ER interactions important for Ca^2+^ flux, and protects mitochondria from autophagic degradation^44^. In addition, mitochondria elongate as a survival mechanism in response to nutrient starvation and stress, linking fusion to cell longevity and persistence^45^. These data indicate that inhibiting mitochondrial fission and promoting fusion in the adjuvant setting (in combination with T cell-based immunotherapy), may dramatically mitigate the deleterious side effects on normal cells that limit the clinical application of traditional anticancer therapies (chemotherapy, radiotherapy) at high doses.

ER stress caused by the abnormal accumulation of unfolded proteins in the ER is a hallmark of secretory cells and many diseases, including diabetes, neurodegeneration, and cancer^8^. The UPR can promote survival under conditions of transient and mild ER stress. For example, ER stress can promote angiogenesis by stimulating VEGF expression and secretion. It can also induce cancer cell dormancy through G1 arrest due to decreased cyclin D1 protein synthesis downstream of PERK activation. The UPR-induced upregulation of GRP78 and other ER chaperones can enhance the ER protein folding capacity and reestablish ER homeostasis, which protects cancer cells from apoptosis and allows for recurrence once favorable growth conditions return^46^. However, if ER stress is prolonged and severe, coupled with failure of compensatory mechanisms, apoptosis will be initiated through activation of the transcription factor CHOP downstream of PERK-eIF2α-ATF4 signaling. Although the molecular mechanisms underlying this switch remain poorly understood, each apical UPR sensor holds a dualistic role in propagating adaptive as well as pro-apoptotic signals^33^. Thus, from a simplistic viewpoint one would like to promote severe ER stress in cancer cells by therapeutics that either block the pro-survival pathways and/or promote the pro-apoptotic signals triggered by UPR, such as proteasome inhibitors^47^ to further increase the protein burden in the already challenged ER, or HSP90 inhibitors that can activate all three UPR branches^48^. The above methods are all aiming to further aggravate ER stress, and although they are cytotoxic to cancer cells, they will also damage normal cells. In recent years, several small-molecule inhibitors targeting the UPR, including the IRE1α-specific inhibitor 4μ8c^3^, ER stress inhibitor TUDCA^36^, and PERK kinase domain inhibitor GSK2606414 have been described^49^. However, their successful application is limited due to off-target effects and pancreatic toxicity^50^. Moreover, the molecular insights on apoptosis/survival decisions during ER stress are still too limited and the risk exists that the anticancer drug in question may block ER stress-mediated apoptosis, thereby promoting tumor progression. It is therefore not surprising that the data in the literature about the impact of PERK or IRE1α inhibition on cancer therapy are conflicting^47^. These drawbacks have provided us with the rationale to design a therapeutic strategy to target mitochondrial fission rather than ER stress.

Restoring MHC-I expression on cancer cells is an attractive strategy to trigger a CTL-mediated immune response against malignant cells. The previously described^32^ linkage between UPR and the MHC-I antigen presentation pathway has been confirmed in the present study. However, the broad impact of UPR on distinct cellular pathways, combined with the complexity of the antigen presentation pathway, makes the establishment of a mechanistic link between ER stress signaling and MHC-I downregulation a difficult task^35^. By using an expression microarray, bioinformatic analysis, ChIP-qPCR, and luciferase reporter assays, TPP2 has emerged as a plausible link between MHC-I expression and the XBP-1s branch of the UPR. Peptides that bind to MHC-I are produced from intracellular proteins as a byproduct of protein catabolism. The major proteins responsible for the initial cleavage of ubiquitinated cellular proteins into oligopeptides are the catalytic proteasome subunits. The majority of peptides produced by proteasomes are rapidly hydrolyzed into amino acids by the concerted action of aminopeptidases and endopeptidases in the cytosol. However, a small fraction of peptides escape destruction and are transported by TAP into ER where those with the right size and amino acid sequence bind to newly assembled HLA class I heavy chain -β_2_m heterodimeric complexes. Proteasomes frequently generate peptides that are too long to bind to MHC-I alleles but can serve as potential antigenic precursors. These long precursors can be converted to peptides that bind to HLA class I alleles by aminopeptidases or may be completely degraded to amino acids by aminopeptidases and endopeptidases^51^. Most aminopeptidases preferentially degrade relatively short peptides. They have little or no activity on peptides that are longer than about 16 amino acids when tested in vitro; in contrast, TPP2 has the ability to degrade longer peptides^52^. The aminopeptidase TPP2 is reported to be involved in the generation of many epitopes recognized by CD8^+^ T lymphocytes; however, it also destroys epitope-containing peptides. Since very few peptides have the correct amino acid sequence and length to bind to HLA class I alleles, the cleavage process does not always increase the number of HLA class I allele-binding peptides^53^. Although the exact effect of TPP2 on MHC class I antigen processing and presentation is still controversial, our data suggest a moderate, yet predominantly destructive role of TPP2.

## Methods

### Patients and tissue samples

HNSCC (127 samples), NSCLC (62 samples), and melanoma (59 samples) collected at Sun Yat-Sen Memorial Hospital, Sun Yat-Sen University (Guangzhou, China) between January 2006 and December 2010 were used for MHC-I, pSer616 DRP-1 staining, Spearman correlation, and Kaplan–Meier survival plotting. The date of death was obtained from patient records or through follow-up telephone calls. Survival time was calculated from the date of surgery to the date of death or to the last follow-up. Each patient has been followed up for at least 60 months. In addition, tumor samples and peripheral blood samples obtained from 109 patients with HNSCC and 60 patients with NSCLC at Sun Yat-Sen Memorial Hospital, Sun Yat-Sen University between April 2015 and October 2018 were used for primary cancer cell and T cell isolation and analysis. Peripheral blood (15–20 mL) was obtained from each patient. The clinical features of these patients are provided in Supplementary Tables 3 and 4. All samples were collected from patients who had provided informed consent. All related procedures were performed with the approval of the internal review and ethics board of Sun Yat-Sen Memorial Hospital and the patients gave full informed consent and signed the informed consent form.

### Cell lines

Human cancer cell lines SCC-9 (TSCC), CAL-27 (TSCC), A549 (NSCLC), Saos-2 (osteosarcoma), and mouse cancer cell line B16F10 (melanoma) were purchased from American Type Culture Collection. Human melanoma cell lines Colo38, FO-1, and M21 were provided by Dr Soldano Ferrone (Massachusetts General Hospital, Harvard Medical School). Cells were cultured in DMEM, DMEM/F12, or RPMI 1640 (Thermo Scientific) supplemented with 10% fetal bovine serum (FBS) (Gibco).

### Syngeneic models

All mouse experiments were reviewed and approved by the ethics boards and the Clinical Research Committee of Sun Yat-Sen Memorial Hospital (No. 2018000285). Female C57BL/6 mice of 5–6 weeks that were purchased from Laboratory Animal Center, Sun Yat-Sen University were used as syngeneic models, with 6 mice per experimental group. B16F10 cells stably expressing OVA were constructed by transfecting with OVA lentiviral (Cat. No. 113030, Addgene). In all, 2 × 10^5^ B16F10-OVA cells were resuspended in 150 μL PBS and then injected subcutaneously into the flanks of the C57BL/6 mice. Three days after tumor implantation, Mdivi-1 (Cat. No. HY-15886, MedChemExpress, 2.5 mg/kg) or the vehicle control (DMSO) was given by tail vein injection for 5 days in a 7-day cycle daily^22^. Tumor growth was monitored and recorded with calipers every 2 days after tumor implantation. The survival endpoint was when the tumor reached a diameter of 15 mm. Tumor volume was calculated using the formula: 0.5 × length × (width)^2^. To further investigate the effect of Mdivi-1 on tumor metastasis, 2 × 10^5^ cells were resuspended in 200 μL PBS and inoculated via tail vein, Mdivi-1 was then given the same way as described above. Male Rag1^-/-^ C57BL/6 mice (Cat. No.T004753) of 5–6 weeks were obtained from GemPharmatech, Jiangsu, China. All animals were housed with a 12-h light/dark cycle (light 6 a.m. to 6 p.m.), temperature nominally 25 °C, and humidity 50%.

### IVIS Lumina imaging

B16F10-OVA cells injected to C57BL/6 mice via tail vein were pre-transfected with lentivirus carrying luciferase reporter gene to monitor the metastatic spread of malignant cells utilizing IVIS Lumina imaging. Mice were given D-Luciferin (150 mg/kg i.p.,15 min before imaging), anesthetized (3% pentobarbital), and imaged with Xenogen IVIS Lumina system (Caliper Life Sciences). Bioluminescent flux (photons/s/cm^2^/steradian) was determined to observe tumor.

### Isolation of primary cells from tumors and peripheral blood of patients with cancer

Tumors were cut into small fragments (approximately 1 mm^3^) and incubated for 30 min with collagenase type I and III (Worthington Biochemical), in RPMI 1640 medium containing 2% FBS (5 mL/g tumor tissue) at 37 °C. The tumor pieces were transferred to a tissue digestion C-tube (Miltenyi Biotec) and further dissociated enzymatically and mechanically on a gentleMACS Dissociator (Miltenyi Biotec) to obtain a single-cell suspension. Primary cancer cells were purified with EpCAM^+^ microbeads (Cat. No. 130-061-101, Miltenyi Biotec)^24^. CD3^+^ T cells were isolated from peripheral blood with EasySep™ Human T Cell Isolation Kit (Cat. No. 17951, Stemcell) according to the manufacturer’s instructions. The isolated cancer cells were discarded after ten passages.

### Preparation of cancer cells lysate

The isolated autologous cancer cells were incubated with 0.01% EDTA-solution for 5 min, carefully detached with a cell scraper, washed twice in PBS, and resuspended at a density of 5 × 10^6^/mL in serum-free medium. The cell suspensions were frozen at −80 °C and disrupted by four freeze-thaw cycles. For the removal of crude debris, the lysate was centrifuged for 10 min at 300 g. The supernatant was collected and passed through a 0.2-μm filter. The protein concentration of the lysate was determined by commercial assay (Cat. No. 5000002, BioRad)^28^.

### Generation of DCs and tumor antigen-specific T cells

DCs were generated as previously described with slight modifications^27,54^. In brief, peripheral blood mononuclear cells were isolated from the peripheral blood of patients with HNSCC or NSCLC by SepMate™ tube for density gradient centrifugation (Cat. No. 86450, Stemcell) and were subsequently allowed to adhere in culture flasks for 1 h. The initial adherent cell fraction was harvested and cultured in DMEM containing 50 ng/mL GM-CSF, 20 ng/mL IL-4 (PeproTech), and 10% heat-inactivated FBS for 6 days. The cultures were replaced with fresh medium and cytokines every 3 days, and cell differentiation was monitored through light microscopy. DCs were matured through incubation with 100 ng/mL LPS (Sigma) and 500 U/mL IFN-γ (PeproTech) for 48 h and then pulsed for 24 h with cancer cell lysates (200 μg protein/ 1 × 10^6^cells/ mL) as prepared above. DC maturation was confirmed to be >90% pure by flow cytometric analysis for specific functional markers CD80, CD83, and CD86 (Supplementary Fig. 2D). To generate tumor-specific CTLs, we incubated the isolated CD3^+^ T cells with antigen-specific DCs (5:1) in RPMI 1640 medium supplemented with 25 U/mL IL-2 (PeproTech) and 10% heat-inactivated FBS for 5 days. The generated CTLs’ ability to kill autologous cancer cells was determined by PI and Annexin V uptake of cancer cells co-cultured, Th1 cytokine production, and residual E/T ratio. For experiments involving the IFN-γ neutralizing antibody (Cat. No. 86450, Thermo Fisher Scientific), cells were incubated for 24 h with 10 μg/mL antibody.

### Patient-derived xenograft (PDX) implantation

Primary specimens were collected from patients with HNSCC and NSCLC who underwent tumor resection at Sun Yat-Sen Memorial Hospital, Sun Yat-Sen University. Four-week-old female NOD/SCID mice purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) and maintained under pathogen-free conditions were used for PDX transplantation, with three mice per experimental group. The PDX procedure was performed as previously described^27^.

Mice were housed with a 12-h light/dark cycle (light 6 a.m. to 6 p.m.), temperature nominally 25 °C, and humidity 50%. Briefly, a small incision was made on the flank of anaesthetized NOD/SCID mice. The primary HNSCC and NSCLC samples were then minced into fragments of 2–3 mm^3^ and implanted into the subcutaneous tissue. The incision was then closed with sutures. The time from patient collection to mouse implantation ranged from 1 to 3 h. Tumor formation was monitored with calipers per week following implantation.

### Adoptive cell therapy (ACT)

CD3^+^ T cells were isolated from peripheral blood of the same patients with HNSCC or NSCLC. Mature DCs were generated and verified as described above, then incubated with autologous CD3^+^ T cells (DC/T cell ratio 1:5) for 5 days. Then, 2.5 × 10^6^ T cells and 0.5 × 10^6^ DCs were intravenously transfused into each PDX-bearing mouse via tail vein after palpable tumor formation. Mdivi-1 (2.5 mg/kg) or the vehicle control (DMSO) was given on the same day as CTL transfer by tail vein injection for 5 days daily in a 7-day cycle. Tumor growth was monitored and recorded with calipers weekly after ACT. The survival endpoint was when tumors reached a diameter of 15 mm. The dissociation of harvested PDXs was the same as primary cell isolation as described above. The tumor-infiltrated T cells (TILs) were purified with CD8 microbeads (Cat. No. 130-045-201, Miltenyi Biotech). Tumor volumes were calculated with the formula: 0.5 × length × (width)^2^.

### EpCAM and TUNEL co-staining

Frozen biopsy samples of harvested PDXs were routinely cut into 4-μm-thick sections. The sections were then mounted on glass slides and fixed with 4% paraformaldehyde for 3 min at room temperature. TUNEL staining was performed with an In Situ Cell Death Detection Kit (Cat. No. 11684817910, Roche) according to the manufacturer’s instructions. The sections were then washed twice with 0.01 mM PBS at pH 7.4, then stained with rabbit anti-human EpCAM (Cat. No. ab213500, Abcam, 1:100) overnight at 4 °C and subsequently by Alexa Fluor 594-conjugated secondary antibody (Cat. No. A-11012, Thermo Fisher Scientific) for 1 h at room temperature. DAPI was then used to counterstain the nuclei, and the images were acquired with upright fluorescence microscope (Axio Imager A2, ZEISS).

### Enzyme-linked immunospot (ELISpot)

To analyze the TILs, single-cell suspensions were generated as previously described from harvested tumors or PDXs and were rested overnight to get rid of living tumor cells via plastic adherence. Viable cells were separated via density gradient centrifugation and added to the ELISpot plate^23^. The number of IFN-γ-producing T cells was determined with IFN-γ ELISpot kit (Cat. No. 2210001 and 211001, Dakewe) according to the manufacturer’s protocol.

### Cytotoxic and coculture assays

Primary specimens were collected as described above. In all, 46 HNSCC and 28 NSCLC samples with autologous peripheral blood were used for coculture analysis. Tumor-specific CTLs, generated by incubation with tumor antigen pulsed DCs as described above, were co-cultured with the autologous cancer cells at indicated E/T ratio. Cancer cells were pretreated with Mdivi-1 at 50 μM for 72 h or left untreated before coculture. After 12 h, EpCAM^+^ cells were harvested and death was assessed by flow cytometry with apoptosis detection kit (Cat. No. 88-8007-74, eBioscience) that stains for Annexin V and PI, according to the manufacturer’s instructions. The percentages of apoptotic cells include the percentages of early (Annexin V^+^ P^–^) and late apoptotic cells (Annexin V^+^ PI^+^). Specific apoptosis was calculated as: percentage of induced apoptosis-percentage of spontaneous apoptosis)/(100%–percentage of spontaneous apoptosis) × 100% as previously described^50^. We mainly focused on late apoptosis. Supernatant was collected 24 h after coculture to measure IFN-γ, IL-2, and TNF-α release using specific ELISAs (Cat. No. ELH-IFNg-1, ELH-IL-2-1, and ELH-TNFa-1, Raybiotech). After 72 h of culture at 37 °C, adherent cancer cells and T cells were collected altogether and residual cancer cells and T cells were assessed by flow cytometric analysis based on EpCAM and CD8 expression, respectively. To determine MHC-I restriction of cancer cells lysis, the target cells were preincubated with MHC-I blocking antibody w6/32 (Cat. No. sc-32235, Santa Cruz, 10 μg/mL) for 2 h at 37 °C before coculture^28^. The result was further verified by using immunodeficient FO-1 melanoma cell line^10^.

### Mitochondrial staining

To visualize the changes in mitochondrial morphology, we planted cells onto coverslips and treated as described. Then, the cells were stained for 30 min with 0.02 μM MitoTracker Red CMXRos (Cat. No. M7512, Thermo Fisher) at 37 °C protected from light. The images were acquired with laser scanning confocal microscopy (LSM 800 with Airyscan, Zeiss).

### Measurements of oxidative stress

To evaluate the oxidative stress within cancer cells, we tested several indicators as follow: oxidation of cardiolipin, intracellular ROS, and mitochondrial membrane potential (ΔΨm)^30^. We assessed cardiolipin oxidation by using fluorescent dye NAO (Cat. No. A1372, Thermo Fisher), which binds to non-oxidized cardiolipin, but not oxidized cardiolipin. We planted cells onto coverslips and treated as described, then incubated cells with 100 nM NAO for 15 min at 37 °C protected from light. The images were acquired with laser scanning confocal microscopy (LSM 800 with Airyscan, Zeiss). Intracellular ROS production was measured by flow cytometry using the oxidation-sensitive dye DCFH-DA (Cat. No. S0033, Beyotime Biotechnology). The cells were seeded in 6-well plates and treated as described. After washing with preheated PBS for three times, the cells were incubated with DCFH-DA at 37 °C for 25 min and detached, suspended to be tested. The green fluorescence was measured using FITC channel. Similarly, mitochondrial membrane potential (ΔΨm) was measured by flow cytometry using MitoScreen (JC-1) Kit (Cat. No. 551302, BD Pharmingen) according to the manufacturer’s protocol. To investigate the effects of antioxidants and pro-oxidants on TSCCs, we used antioxidants NAC and mitoTEMPO as well as pro-oxidant BAY-87-2243 to treat cells. When adherent cells were fully attached in six-well plates, culture media was removed and replaced with assay media containing BAY-87-2243 (Bayer Pharma AG) 10 nM^14,29^; NAC (Cat. No. A7250, Sigma) 5 mM; or mitoTEMPO (Cat. No. SML0737, Sigma)^14^ 10 μM.

### In vitro antigen presentation assays

5-6 weeks old female OT-1 transgenic mice were purchased from Model Animal Research Center, Nanjing University (Nanjing, China). The OVA-specific CD8^+^ T cells were isolated from spleens of OT-1 mice by negative selection using CD8a^+^ T Cell Isolation Kit (Cat. No. 130-104-075, Miltenyi Biotec). The isolated CD8^+^ T cells were cultured in RPMI 1640 medium containing 10% FBS and 100 U/mL IL-2 with activation by anti-CD3/CD28 beads (Cat. No. 11452D, Thermo Fisher)^33^. B16F10 was stably transfected with shTpp2 provided by Genechem (Shanghai, China) and transiently transfected with OVA (Generay) or SIINFEKL (Cat. No. 102944, Addgene) with the same backbone which was GFP labeled. The activated CTLs described above were co-cultured with pretreated B16F10 cells at the indicated E/T ratio. Following a 12-h incubation, GFP^+^ cells were harvested, and cell death was assessed by flow cytometry using an apoptosis detection kit (Cat. No. 88-8007-74, eBioscience) that stains for annexin V and PI, according to the manufacturer’s instructions. Specific cell death was calculated as described above. Supernatant was harvested following a 24-h incubation to measure IFN-γ using an ELISA (Cat. No. ELM-IFNg-1, Raybiotech).

### Bioinformatic analysis

We obtained XBP-1 ChIP-seqs of T47D, HS578T, and MDA-MB-231 cells from ENCODE, then processed them by ENCODE processing pipeline. To predict the potential XBP-1 binding sites at TPP2 promoter region, we used motif-counter (https://bio.tools/motifcounter) to scan TPP2 promoter region from both strands with XBP-1 motif obtained from JASPAR database.

### Chromatin immunoprecipitation assays (ChIP)

ChIP assays were performed as previously described^55^. In short, at room temperature, the 5 × 10^6^ cells were washed with PBS and then incubated with 1% formaldehyde for 10 min. 0.1 M glycine was used to stop cross-linking for 5 min. The cells were washed twice with PBS before lysing in a lysis buffer for 1 h at 4 °C, and then sonicated into chromatin fragments. The average length of the fragments (500–800 bp) was assessed by agarose gel electrophoresis. The samples were precleared with Protein-A agarose (Roche) at 4 °C on a rocking platform for 1 h. 5 µg of specific antibodies were added and the samples were put on a rocking platform 4 °C overnight. According to the manufacturer’s protocol, the QIAquick PCR purification kit (Qiagen) was used to purify immunoprecipitated DNA. The final ChIP DNA was then used as a template in qPCR with the primers in Supplementary Table 3. ChIP-grade anti-XBP-1 antibody (Santa Cruz, sc-8015, 200 µg/0.1 mL) and anti-RNA polymerase II antibody (Abcam, ab5131, 2 µg for 25 µg of chromatin) were used in this study.

### Luciferase reporter assay

A luciferase assay was carried out as previously described with modifications^56^. Briefly, a 2000-bp DNA fragment (from TPP2 transcriptional starting site) was cloned into the pGL4.20-Basic vector upstream of the luciferase reporter gene to construct the pGL4-TPP2-wide type (-wt) or mutant (mut). The pGL4.20 derivated reporter vectors were transfected into cells to establish a stable cell line through puromycin selection for two weeks. The pRL-TK plasmid involving Renilla Luciferase was co-transfected as a control. Dual Luciferase Reporter Assay Kit (Promega) was used to measure the luciferase activities and the target effect was displayed as the luciferase activity of the reporter vector with the target sequence relative to that of the reporter vector without the target sequence.

### Flow cytometry

Cells were stained with H-2Kb-FITC (Cat. No. MHC2163, JPT), SIINFEKL-H-2Kb-FITC (Cat. No. MA5-17999, Invitrogen), anti-Mouse CD8a-APC (Cat. No. 553035, BD Pharmingen), anti-OVA-H-2K^b^ tetramer-BV421 (Cat. No. TB-5001-4, MBL), HLA-ABC-PE (Cat. No. 560168, BD Pharmingen), Perforin-BV421 (Cat. No. 563393, BD Pharmingen), Granzyme B-FITC (Cat. No. 560211, BD Pharmingen), CD8-PE-CF594 (Cat. No. 562282, BD Pharmingen), EpCAM-BV510 (Cat. No. 563181, BD Pharmingen), ITGB1-PE (Cat. No. 555443, BD Pharmingen), TfR1-APC (Cat. No. 561940, BD Pharmingen), E-Cadherin-BV421 (Cat. No. 743712, BD Pharmingen), CD80-PE (Cat. No. 560925, BD Pharmingen), CD83-BV421 (Cat. No. 562630, BD Pharmingen), and CD86-FITC (Cat. No. 560958, BD Pharmingen). For intracellular staining, cells were pretreated with the Intracellular Fixation and Permeabilization Kit (Cat. No. 88-8824, eBioscience) according to the manufacturer’s instructions. For detection of apoptosis, cells were collected and fixed in 500 μL of Annexin V binding buffer containing 5 μL Annexin V-APC and 5 μL 7-AAD (Cat. No.640930, BioLegend). Following a 20-min incubation at room temperature in the dark, 20,000 cells were analyzed using fluorescence-activated cell sorter analysis. The experiments were repeated three times. Cells were subsequently acquired using multicolor flow cytometry (BD, FACSVerse) with BD FACSDiva software (BD Biosciences). For each sample, a minimum of 10,000 events were acquired, and data were analyzed using FlowJo v10.4.0 software.

### Quantitative real-time PCR (qRT-PCR)

qRT-PCR was performed using SYBR Green Real-time PCR Master Mix (ReverTra Ace, Toyobo) and LightCycler 480 (Roche, Basel, Switzerland) according to the manufacturer’s instructions. The sequences of all the involved primers are listed in Supplementary Table 5. The relative expression levels of control were set to 1.

### Immunoblotting

Protein extracts were resolved through 8% SDS–polyacrylamide gel electrophoresis, transferred to polyvinylidene difluoride membranes (BioRad), probed with an antibody directed against MHC-I (Cat. No. sc-32235, Santa Cruz, 1:200), IRE1α (Cat. No. 3294, Cell Signaling Technology, 1:1000, pIRE1α (Cat. No. NB100-2323, Novus Biologicals, 1:1000), XBP-1 (Cat. No. ab37151, Abcam, 1:200), XBP-1s (Cat. No. 619502, BioLegend, 1:500), GRP78 (Cat. No. 3177, Cell Signaling Technology, 1:1000), CHOP (Cat. No. 2895, Cell Signaling Technology, 1:1000), DRP-1 (Cat. No. 14647, Cell Signaling Technology, 1:1000), TPP2 (Cat. No. 66017-1-Ig, Proteintech, 1:1000), GAPDH (Cat. No. 60004-1-Ig, Proteintech, 1:20,000), β-actin (Cat. No.20536-1-AP, Proteintech, 1:2000), then with a peroxidase-conjugated secondary antibody (Cat. No. SA00001-1, SA00001-2, Proteintech,1:1000). and visualized by chemiluminescence (GE).

### Immunofluorescence and immunohistochemistry staining

Antigen retrieval was performed by incubation of the slides in a pressure cooker for 5 min in 0.01 M citrate buffer, pH 6.0, and subsequent treatment with 3% hydrogen peroxide for 5 min. Slides were incubated overnight at 4 °C with antibodies as follow: HC-10+HC-A2 (targeting MHC-I, a generous gift from Dr Koichi Sakakura, Massachusetts General Hospital, Harvard Medical School), pSer616 DRP-1 (Cat. No. bs-12702R-HRP, Bioss, 1:300) and EpCAM (Cat. No. ab213500, Abcam, 1:16,000). Immunohistochemical staining was performed according to the manufacturer’s instructions. In order to simplify the analysis, expression of MHC-I and pSer616 DRP-1 were scored based on both intensity (0–3) and extent of staining (1–3). A multiplicative staining score was calculated by multiplying the intensity and extent scores to yield scores on a 9-point scale from 1 to 9. When dealing with multiple scores per patient, the individual scores were averaged to obtain a final score. Cases were divided based on staining scores into three groups: weak (0–2), moderate (3–5), and strong (6–9)^19^. For confirming the effect of Mdivi-1 treatment of mice on the various immune cell populations within tumors by immunohistochemical. The antibodies as follow: CD4 (Cat. No. 25229s, Cell Signaling Technology, 1:400), NK1.1 (Cat. No. WLH4257, Wanleibio, 1:200), CD25 (Cat. No. AF7675, Affinity, 1:200), CD206 (Cat. No. 60143-1-Ig, Proteintech, 1:400), CD20 (Cat. No.bs-0080R, BIOSS, 1:100). The following analytical components were assessed: percent immune cell stained (membrane) was calculated for each slide assessed. Immune cell staining intensity was scored as negative (0), weak (1), moderate (2), and strong positive (3). The frequency of positive cells was defined as less than 5% (0), 5–25% (1), 26–50% (2), 51–75% (3), >75% (4). The immunohistochemical score is then multiplied by the staining intensity and the staining area. For statistical analysis, scores of 0–7 were considered low expression, and scores of 8–12 were considered high expression. For IF, specimens were incubated with MHC-I (Cat. No. sc-32235, Santa Cruz, 1:200), pSer616 DRP-1 (Cat. No. 4494, Cell Signaling Technology, 1:3200), EpCAM (Cat. No. ab213500, Abcam, 1:100) and CD8 (Cat. No. ab93278, Abcam, 1:500). The accuracy of automated measurements was confirmed through independent evaluation by two pathologists. Cells stained with the indicated antibodies were counted at ×400 magnification at least ten fields per section. The stained slides were imaged using an upright fluorescence microscope (Axio Imager A2, ZEISS).

### mRNA profiles

CAL-27 stably transduced with shRNA targeting XBP-1s for mRNA profiling. 

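XBP1 mRNA was measured by 1 probe (NM_005080), and whether it detects spliced and unspliced transcripts alike is not known here. Its log2 signal relative to the 75th percentile was 1.87 ± 0.02 (SD, n = 3) in shCtrl and -0.52 ± 0.02 (SD, n = 3) in shXBP-1s, a log2 fold change of -2.39 (standard error 0.04, adjusted p = 2.81e-07 from limma with Benjamini-Hochberg adjustment). Before normalization the signal was between 2536.2 and 2766.0 on the shCtrl arrays and between 545.0 and 695.4 on the shXBP-1s arrays, so every array labelled shXBP-1s had less XBP1 signal than every array labelled shCtrl.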

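Of the tested probes, 21696 had a gene symbol, and they represented 16821 genes. Among the genes with at least 2 tested probes, 373 had at least 1 probe called at an adjusted p below 0.05 and at least 2-fold (limma with Benjamini-Hochberg adjustment). All tested probes were called in 51 of the 373 genes (13.7%), and the brightest probe was called in 165 (44.2%). In 112 of the 373 (30.0%) at least 1 other probe changed in the opposite direction, which itself passed an adjusted p below 0.05 in 48 genes.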

The microarray utilized in this study represents a refined version of the Agilent-026652 Whole Human Genome Microarray (4 × 44 K v2).

### Statistics

All data are expressed as the mean ± standard error of mean (s.e.m.). All statistical analyses were performed in SPSS Windows version 13.0. Spearman correlation analysis was used to assess the relationship between MHC-I and pSer616 DRP-1 expression. Kaplan–Meier survival curves were plotted and log-rank tests were performed. All experiments were performed at least in triplicates and the exact numbers of independent experiments with similar results are indicated in the figure legends. All statistical analyses of experiments were performed with two-tailed Student’s *t*-tests unless otherwise stated. *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The mRNA profile data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE135380. The immunoblotting data generated in this study are provided in the Supplementary information file. The statistical raw data are provided in Source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mitochondrial fission induces immunoescape in solid tumors through decreasing MHC-I surface expression
**Source:** Nat Commun. 2022 Jul 6;13:3882. doi: 10.1038/s41467-022-31417-x

**Supplementary Information**  
**for**  
**Lei et al., “Mitochondrial Fission Induces**  
**Immunoescape in Solid Tumors Through**  
**Decreasing MHC-I Surface Expression”**

## Supplementary Table 1

### Correlation among Clinicopathological Status and the Expression of MHC-I or pSer616 DRP-1 in Cancer Patients

**Table S1 HNSCC (n=127, one-way ANOVA)**

| Characteristics        | MHC-I                  |           | <i>P</i> | pSer616 DRP-1          |           | <i>P</i> |
|------------------------|------------------------|-----------|----------|------------------------|-----------|----------|
|                        | (multiplicative score) |           |          | (multiplicative score) |           |          |
|                        | No. of                 | No. of    |          | No. of                 | No. of    |          |
|                        | score <5               | score >5  |          | score <5               | score >5  |          |
| <b>Sex</b>             |                        |           | 0.102    |                        |           | 0.326    |
| Male                   | 36 (45.0)              | 44 (55.0) |          | 46 (57.5)              | 34 (42.5) |          |
| Female                 | 29 (61.7)              | 18 (38.3) |          | 22 (46.8)              | 25 (53.2) |          |
| <b>Age</b>             |                        |           | 0.741    |                        |           | 0.921    |
| <50                    | 27 (54.0)              | 23 (46.0) |          | 26 (52.0)              | 24 (48.0) |          |
| ≥50                    | 38 (49.4)              | 39 (50.6) |          | 42 (54.5)              | 35 (45.5) |          |
| <b>Node metastasis</b> |                        |           | 0.000    |                        |           | 0.030    |
| N0                     | 13 (23.6)              | 42 (76.4) |          | 36 (65.5)              | 19 (34.5) |          |
| N+                     | 52 (72.2)              | 20 (27.8) |          | 32 (44.4)              | 40 (55.6) |          |
| <b>Clinical stage</b>  |                        |           | 0.778    |                        |           | 0.001    |
| III                    | 32 (53.3)              | 28 (46.7) |          | 22 (36.7)              | 38 (63.3) |          |
| IV                     | 33 (49.3)              | 34 (50.7) |          | 46 (68.7)              | 21 (31.3) |          |

**NSCLC (n=62, one-way ANOVA)**

| Characteristics | MHC-I                  |           | <i>P</i> | pSer616 DRP-1          |           | <i>P</i> |
|-----------------|------------------------|-----------|----------|------------------------|-----------|----------|
|                 | (multiplicative score) |           |          | (multiplicative score) |           |          |
|                 | No. of                 | No. of    |          | No. of                 | No. of    |          |
|                 | score <5               | score >5  |          | score <5               | score >5  |          |
| Sex             |                        |           | 0.665    |                        |           | 0.964    |
| Male            | 25 (56.8)              | 19 (43.2) |          | 23 (52.3)              | 21 (47.7) |          |

|                        |           |           |           |           |
|------------------------|-----------|-----------|-----------|-----------|
| Female                 | 12 (66.7) | 6 (33.3)  | 10 (55.6) | 8 (44.4)  |
| <b>Age</b>             |           |           | 0.809     | 0.937     |
| <50                    | 12 (60.0) | 8 (40.0)  | 10 (50.0) | 10 (50.0) |
| ≥50                    | 25 (59.5) | 17 (40.5) | 23 (54.8) | 19 (45.2) |
| <b>Node metastasis</b> |           |           | 0.000     | 0.019     |
| N0                     | 8 (28.6)  | 20 (71.4) | 20 (71.4) | 8 (28.6)  |
| N+                     | 29 (85.3) | 5 (14.7)  | 13 (38.2) | 21 (61.8) |
| <b>Clinical stage</b>  |           |           | 0.834     | 0.021     |
| III                    | 20 (62.5) | 12 (37.5) | 12 (37.5) | 20 (62.5) |
| IV                     | 17 (56.7) | 13 (43.3) | 21 (70.0) | 9 (30.0)  |

**Melanoma (n=59, one-way ANOVA)**

| Characteristics        | MHC-I                  |           | <i>P</i> | pSer616 DRP-1          |           | <i>P</i> |
|------------------------|------------------------|-----------|----------|------------------------|-----------|----------|
|                        | (multiplicative score) |           |          | (multiplicative score) |           |          |
|                        | No. of                 | No. of    |          | No. of                 | No. of    |          |
|                        | score <5               | score >5  |          | score <5               | score >5  |          |
| <b>Sex</b>             |                        |           | 0.243    |                        |           | 0.305    |
| Male                   | 20 (66.7)              | 10 (33.3) |          | 12 (40.0)              | 18 (60.0) |          |
| Female                 | 14 (48.3)              | 15 (51.7) |          | 7 (24.1)               | 22 (75.9) |          |
| <b>Age</b>             |                        |           | 0.152    |                        |           | 0.878    |
| <50                    | 25 (49.1)              | 13 (50.9) |          | 12 (31.6)              | 26 (68.4) |          |
| ≥50                    | 9 (40.0)               | 12 (60.0) |          | 7 (33.3)               | 14 (66.7) |          |
| <b>Node metastasis</b> |                        |           | 0.000    |                        |           | 0.000    |
| N0                     | 15 (38.5)              | 24 (61.5) |          | 6 (15.4)               | 33 (84.6) |          |
| N+                     | 19 (95.0)              | 1 (5.0)   |          | 13 (65.0)              | 7 (35.0)  |          |
| <b>Clinical stage</b>  |                        |           | 0.276    |                        |           | 0.653    |
| III                    | 21 (65.6)              | 11 (34.4) |          | 9 (28.1)               | 23 (71.9) |          |
| IV                     | 13 (48.1)              | 14 (51.9) |          | 10 (37.0)              | 17 (63.0) |          |

## Supplementary Table 2

### Univariate and Multivariate Analysis of Factors Associated with Overall Survival of Cancer Patients

Table S2 HNSCC (n=127, by univariate logistic regression or Cox regression analysis)

| Variables                    | No. of cases | HR (95%CI)               | P      |
|------------------------------|--------------|--------------------------|--------|
| <b>Univariate analysis</b>   |              |                          |        |
| <b>Sex</b>                   |              |                          |        |
| Male vs. Female              | 80/47        | 0.885 (0.593-1.320)      | 0.549  |
| <b>Age (years)</b>           |              |                          |        |
| <50 vs. ≥50                  | 50/77        | 0.916 (0.618-1.360)      | 0.665  |
| <b>Node metastasis</b>       |              |                          |        |
| N0 vs. N+                    | 55/72        | 17.351 (9.112-33.040)    | <0.001 |
| <b>Clinical stage</b>        |              |                          |        |
| III vs. IV                   | 60/67        | 11.817 (6.866-20.338)    | <0.001 |
| <b>MHC-I score</b>           |              |                          |        |
| <5 vs. >5                    | 65/62        | 0.398 (0.265-0.598)      | <0.001 |
| <b>pSer616 DRP-1 score</b>   |              |                          |        |
| <5 vs. >5                    | 68/59        | 1.617 (1.182-2.213)      | 0.016  |
| <b>Multivariate analysis</b> |              |                          |        |
| <b>Node metastasis</b>       |              |                          |        |
| N0 vs. N+                    | 55/72        | 73.271 (22.298-240.769)  | <0.001 |
| <b>Clinical stage</b>        |              |                          |        |
| III vs. IV                   | 60/67        | 115.805 (36.014-372.379) | <0.001 |
| <b>MHC-I score</b>           |              |                          |        |
| <5 vs. >5                    | 65/62        | 0.024 (0.007-0.081)      | <0.001 |
| <b>pSer616 DRP-1 score</b>   |              |                          |        |
| <5 vs. >5                    | 68/59        | 0.055 (0.017-0.179)      | <0.001 |

**NSCLC (n=62, by univariate logistic regression or Cox regression analysis)**

| <b>Variables</b>             | <b>No. of cases</b> | <b>HR (95%CI)</b>       | <b>P</b> |
|------------------------------|---------------------|-------------------------|----------|
| <b>Univariate analysis</b>   |                     |                         |          |
| <b>Sex</b>                   |                     |                         |          |
| Male vs. Female              | 44/18               | 0.767 (0.425-1.385)     | 0.379    |
| <b>Age (years)</b>           |                     |                         |          |
| <50 vs. ≥50                  | 20/42               | 1.401 (0.775-2.534)     | 0.264    |
| <b>Node metastasis</b>       |                     |                         |          |
| N0 vs. N+                    | 28/34               | 8.029 (3.833-16.822)    | <0.001   |
| <b>Clinical stage</b>        |                     |                         |          |
| III vs. IV                   | 32/30               | 14.254 (6.261-32.453)   | <0.001   |
| <b>MHC-I score</b>           |                     |                         |          |
| <5 vs. >5                    | 37/25               | 0.554 (0.311-0.986)     | 0.044    |
| <b>pSer616 DRP-1 score</b>   |                     |                         |          |
| <5 vs. >5                    | 33/29               | 1.420 (1.018-1.982)     | 0.021    |
| <b>Multivariate analysis</b> |                     |                         |          |
| <b>Node metastasis</b>       |                     |                         |          |
| N0 vs. N+                    | 28/34               | 42.813 (11.631-157.592) | <0.001   |
| <b>Clinical stage</b>        |                     |                         |          |
| III vs. IV                   | 32/30               | 51.703 (14.969-178.580) | <0.001   |
| <b>MHC-I score</b>           |                     |                         |          |
| <5 vs. >5                    | 37/25               | 0.057 (0.009-0.361)     | 0.001    |
| <b>pSer616 DRP-1 score</b>   |                     |                         |          |
| <5 vs. >5                    | 33/29               | 0.216 (0.075-0.618)     | 0.004    |

**Melanoma (n=59, by univariate logistic regression or Cox regression analysis)**

| <b>Variables</b>             | <b>No. of cases</b> | <b>HR (95%CI)</b>     | <b>P</b> |
|------------------------------|---------------------|-----------------------|----------|
| <b>Univariate analysis</b>   |                     |                       |          |
| <b>Sex</b>                   |                     |                       |          |
| Male vs. Female              | 30/29               | 0.875 (0.507-1.511)   | 0.632    |
| <b>Age (years)</b>           |                     |                       |          |
| <50 vs. ≥50                  | 38/21               | 0.850 (0.479-1.508)   | 0.578    |
| <b>Node metastasis</b>       |                     |                       |          |
| N0 vs. N+                    | 39/20               | 1.919 (1.019-3.614)   | 0.043    |
| <b>Clinical stage</b>        |                     |                       |          |
| III vs. IV                   | 32/27               | 3.173 (1.807-5.572)   | <0.001   |
| <b>MHC-I score</b>           |                     |                       |          |
| <5 vs. >5                    | 34/25               | 0.472 (0.267-0.833)   | 0.010    |
| <b>pSer616 DRP-1 score</b>   |                     |                       |          |
| <5 vs. >5                    | 19/40               | 2.522 (1.519-4.187)   | 0.026    |
| <b>Multivariate analysis</b> |                     |                       |          |
| <b>Node metastasis</b>       |                     |                       |          |
| N0 vs. N+                    | 39/20               | 14.294 (4.790-42.654) | <0.001   |
| <b>Clinical stage</b>        |                     |                       |          |
| III vs. IV                   | 32/27               | 9.997 (4.354-22.957)  | <0.001   |
| <b>MHC-I score</b>           |                     |                       |          |
| <5 vs. >5                    | 34/25               | 0.025 (0.008-0.078)   | <0.001   |
| <b>pSer616 DRP-1 score</b>   |                     |                       |          |
| <5 vs. >5                    | 19/40               | 4.157 (2.519-6.860)   | 0.008    |

## Supplementary Table 3

### Primers Used in Present Study

| Gene            | Direction | Primer Sequence               |
|-----------------|-----------|-------------------------------|
| <b>HLA-A</b>    | Forward   | 5'-ACCCTCGTCCTGCTACTCTC-3'    |
|                 | Reverse   | 5'-CTGTCTCCTCGTCCCAATACT-3'   |
| <b>HLA-B</b>    | Forward   | 5'-CAGTTCGTGAGGTTTCGACAG-3'   |
|                 | Reverse   | 5'-CAGCCGTACATGCTCTGGA-3'     |
| <b>HLA-C</b>    | Forward   | 5'-CCATGAGGTATTTGTGGACCG-3'   |
|                 | Reverse   | 5'-TCTCGGACTCTCGTCGTCG-3'     |
| <b>B2M</b>      | Forward   | 5'-GAGGCTATCCAGCGTACTCCA-3'   |
|                 | Reverse   | 5'-CGGCAGGCATACTCATCTTTT-3'   |
| <b>XBP-1s</b>   | Forward   | 5'-CTGAGTCCGCAGCAGGTG-3'      |
|                 | Reverse   | 5'-GGCTGGTAAGGAACTGGGTC-3'    |
| <b>DRP-1</b>    | Forward   | 5'-CTGCCTCAAATCGTCGTAGTG-3'   |
|                 | Reverse   | 5'-GAGGTCTCCGGGTGACAATTC-3'   |
| <b>TPP2</b>     | Forward   | 5'-CCGCTACCCGGAGTATGATG-3'    |
|                 | Reverse   | 5'-GCCTGAGGGATTTGTCCAGC-3'    |
| <b>THBS2</b>    | Forward   | 5'-GACACGCTGGATCTCACCTAC-3'   |
|                 | Reverse   | 5'-GAAGCTGTCTATGAGGTCGCA-3'   |
| <b>TNFRSF21</b> | Forward   | 5'-ATTGGCACATACCGCCATGTT-3'   |
|                 | Reverse   | 5'-GGCTTGTGTTGGTACAATGCTC-3'  |
| <b>NLRP1</b>    | Forward   | 5'-GCAGTGCTAATGCCCTGGAT-3'    |
|                 | Reverse   | 5'-GAGCTTGGTAGAGGAGTGAGG-3'   |
| <b>DCN</b>      | Forward   | 5'-ATGAAGGCCACTATCATCCTCC-3'  |
|                 | Reverse   | 5'-GTCGCGGTCATCAGGAAGTT-3'    |
| <b>IL18RAP</b>  | Forward   | 5'-ATGCTCTGTTTGGGCTGGATA-3'   |
|                 | Reverse   | 5'-GTGAGAGTCGATTTCTGTGGC-3'   |
| <b>4-1BB</b>    | Forward   | 5'-AGCTGTTACAACATAGTAGCCAC-3' |
|                 | Reverse   | 5'-GGACAGGGACTGCAAATCTGAT-3'  |
| <b>FGF2</b>     | Forward   | 5'-AGAAGAGCGACCCTCACATCA-3'   |
|                 | Reverse   | 5'-CGGTTAGCACACACTCCTTTG-3'   |
| <b>CUL3</b>     | Forward   | 5'-TGTGGAGAACGTCTACAATTTGG-3' |
|                 | Reverse   | 5'-GCGCCTCTGTCTACGACTT-3'     |
| <b>CCND1</b>    | Forward   | 5'-GCTGCGAAGTGGAACCATC-3'     |
|                 | Reverse   | 5'-CCTCCTTCTGCACACATTTGAA-3'  |
| <b>MRC2</b>     | Forward   | 5'-CCGAAACCGGCTATTCAACCT-3'   |
|                 | Reverse   | 5'-CGGTCACACTCATACATGCC-3'    |
| <b>CTSF</b>     | Forward   | 5'-AGCCCAAGTCAGCCTTCAC-3'     |
|                 | Reverse   | 5'-CGCACCATGTTATTGACAAAGAC-3' |
| <b>VTA1</b>     | Forward   | 5'-CTCCCCGCACAGTTCAAGAG-3'    |
|                 | Reverse   | 5'-AACGACAGTAATAAGCCACCAC-3'  |

|                                    |         |                                    |
|------------------------------------|---------|------------------------------------|
| <b>CTSO</b>                        | Forward | 5'-GCCTTCCGGGAAAGTCTTAATAG-3'      |
|                                    | Reverse | 5'-TCCAGTCAAATCTTAACGGCAAA-3'      |
| <b>NEDD4L</b>                      | Forward | 5'-GACATGGAGCATGGATGGGAA-3'        |
|                                    | Reverse | 5'-GTTTCGGCCTAAATTGTCCACT-3'       |
| <b>TNFRSF6B</b>                    | Forward | 5'-GTACGCGGAGTGGCAGAAA-3'          |
|                                    | Reverse | 5'-CAGAGGACGTTGCAGTAGC-3'          |
| <b>AKT2</b>                        | Forward | 5'-ACCACAGTCATCGAGAGGACC-3'        |
|                                    | Reverse | 5'-GGAGCCACACTTGTAGTCCA-3'         |
| <b>ATG5</b>                        | Forward | 5'-AAAGATGTGCTTCGAGATGTGT-3'       |
|                                    | Reverse | 5'-CACTTTGTCAGTTACCAACGTCA-3'      |
| <b>ATG7</b>                        | Forward | 5'-CAGTTTGCCCCCTTTAGTAGTGC-3'      |
|                                    | Reverse | 5'-CCAGCCGATACTCGTTCAGC-3'         |
| <b>CDC23</b>                       | Forward | 5'-CTGTCCTGTCCATAAACAGCG-3'        |
|                                    | Reverse | 5'-GTAAGGCCCGCAATAAGCAG-3'         |
| <b>PDCD6IP</b>                     | Forward | 5'-ATGGCGACATTCATCTCGGTG-3'        |
|                                    | Reverse | 5'-CGCTTGGGTAAAGTCTGCTGG-3'        |
| <b>MDM2</b>                        | Forward | 5'-GAATCATCGGACTCAGGTACATC-3'      |
|                                    | Reverse | 5'-TCTGTCTCACTAATTGCTCTCCT-3'      |
| <b>WNT3A</b>                       | Forward | 5'-AGCTACCCGATCTGGTGGTC-3'         |
|                                    | Reverse | 5'-CAAACTCGATGTCCTCGCTAC-3'        |
| <b>UBE2R2</b>                      | Forward | 5'-GGACGAGTCCGACCTTACAA-3'         |
|                                    | Reverse | 5'-GGTGGTGAATAGGGGTAGTCAA-3'       |
| <b>PARD6A</b>                      | Forward | 5'-AGCATCGTCGAGGTGAAGAG-3'         |
|                                    | Reverse | 5'-GTATAGCCAAGTAGCACGTCC-3'        |
| <b>ERAP1</b>                       | Forward | 5'-CCCCTCAAATGGTCCCTTGC-3'         |
|                                    | Reverse | 5'-GAGATGCTTCAGTGCTCTGAC-3'        |
| <b>GAPDH</b>                       | Forward | 5'-CGCTGAGTACGTCTGGAGTC-3'         |
|                                    | Reverse | 5'-GCTGATGATCTTGAGGCTGTTGTC-3'     |
| <b>ChIP-qPCR<br/>(TPP2-1)</b>      | Forward | 5'- TTCGAGATCCGAACCCTCCA-3'        |
|                                    | Reverse | 5'- CTAGCAGCGCGAGGACAC-3'          |
| <b>ChIP-qPCR<br/>( TPP2-2)</b>     | Forward | 5'- ATGTCCTCAGACTCCTCCCC-3'        |
|                                    | Reverse | 5'- CAGGATGGAGGACGAGGAAG-3'        |
| <b>ChIP-qPCR<br/>(TPP2 distal)</b> | Forward | 5'-AAAGTACATCTCCCCATCTCTGG-3'      |
|                                    | Reverse | 5'-CCCAAAAGCTATATCGAAGTTGAA-3'     |
|                                    | Reverse | 5'-ATCTCGAGTACTCCGGGTAGCGGCAGA-3'  |

**A**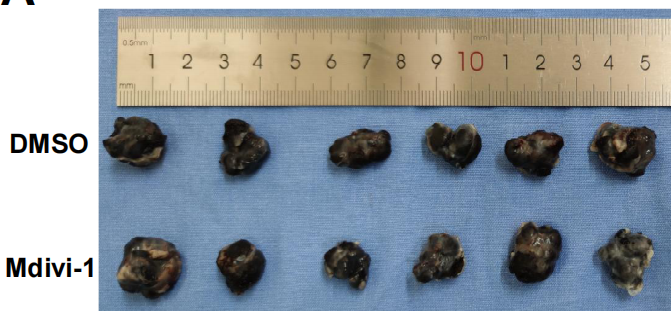**B**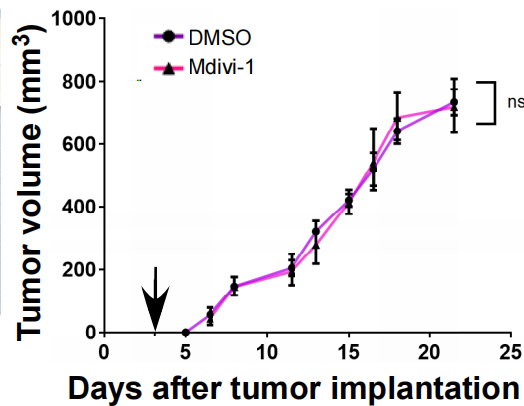**C**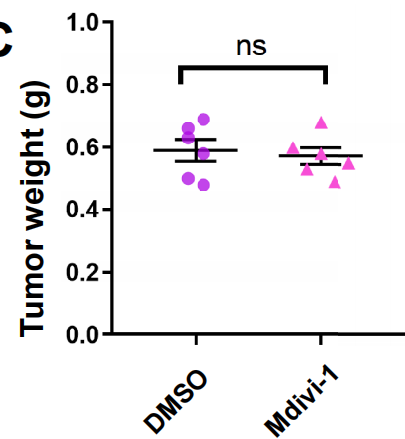**D**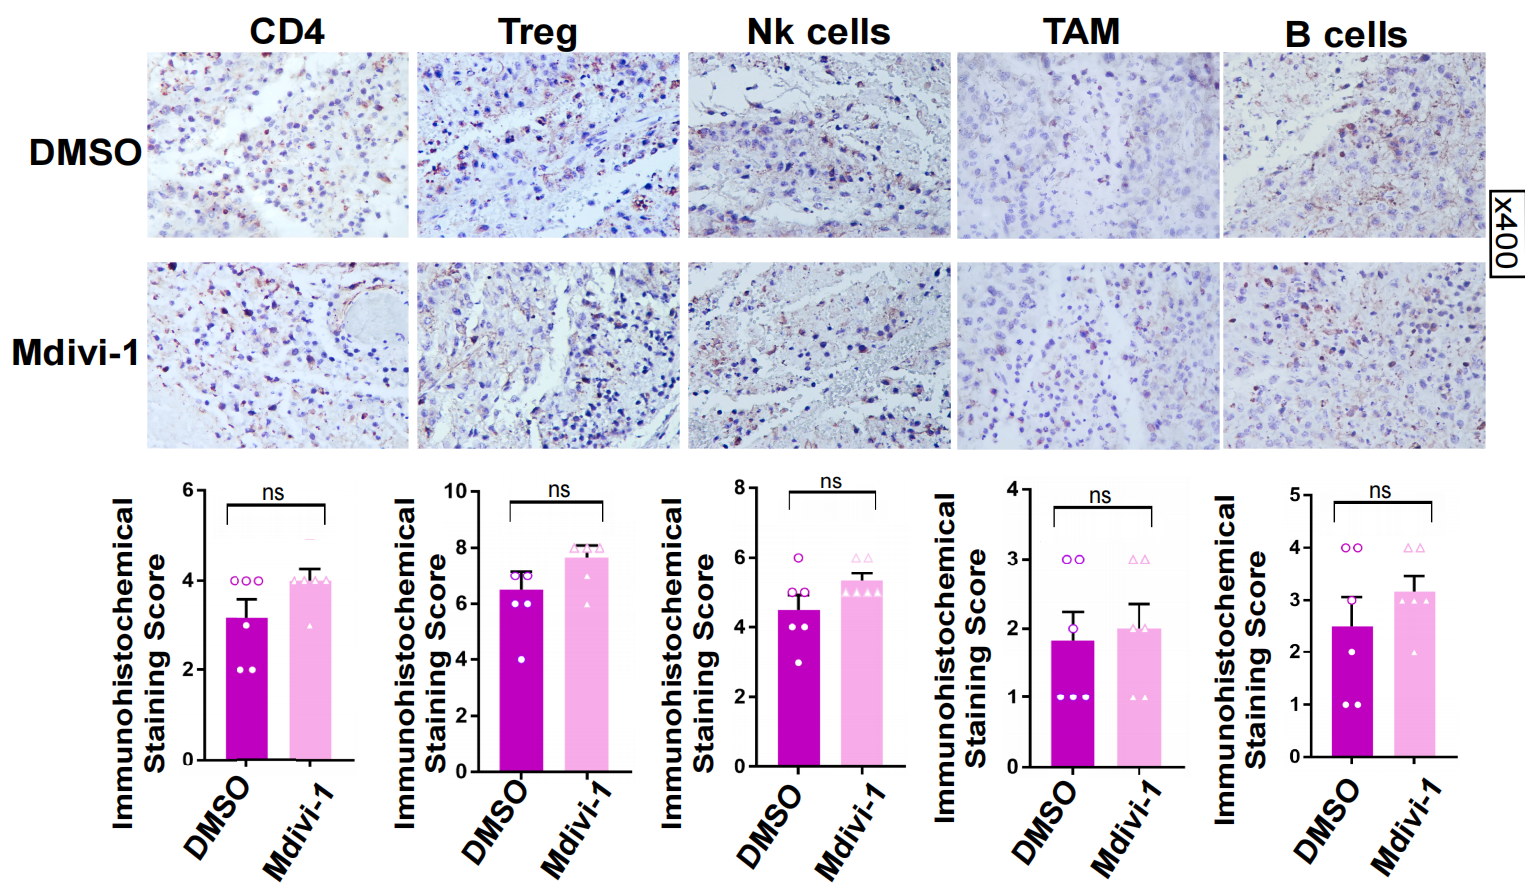

**Supplementary Figure 1** **A.** Photograph of harvested tumors. **B.** Tumor volume measurements after subcutaneous implantation, arrow indicates the time of Mdivi-1 or DMSO treatment (mean  $\pm$  s.e.m;  $n = 6$ , ns,  $p > 0.05$  by two-way ANOVA followed by Dunnett's tests for multiple comparisons). **C.** Weights of harvested tumors ( $n = 6$ , ns,  $p > 0.05$  by two-tailed t test). **D.** Representative immunochemistry images and scores for CD4<sup>+</sup> T cells, Treg cells, TAM, NK cells and B cells. Magnification, 400 $\times$ , ( $n = 6$ , ns,  $p > 0.05$  by two-tailed t test).

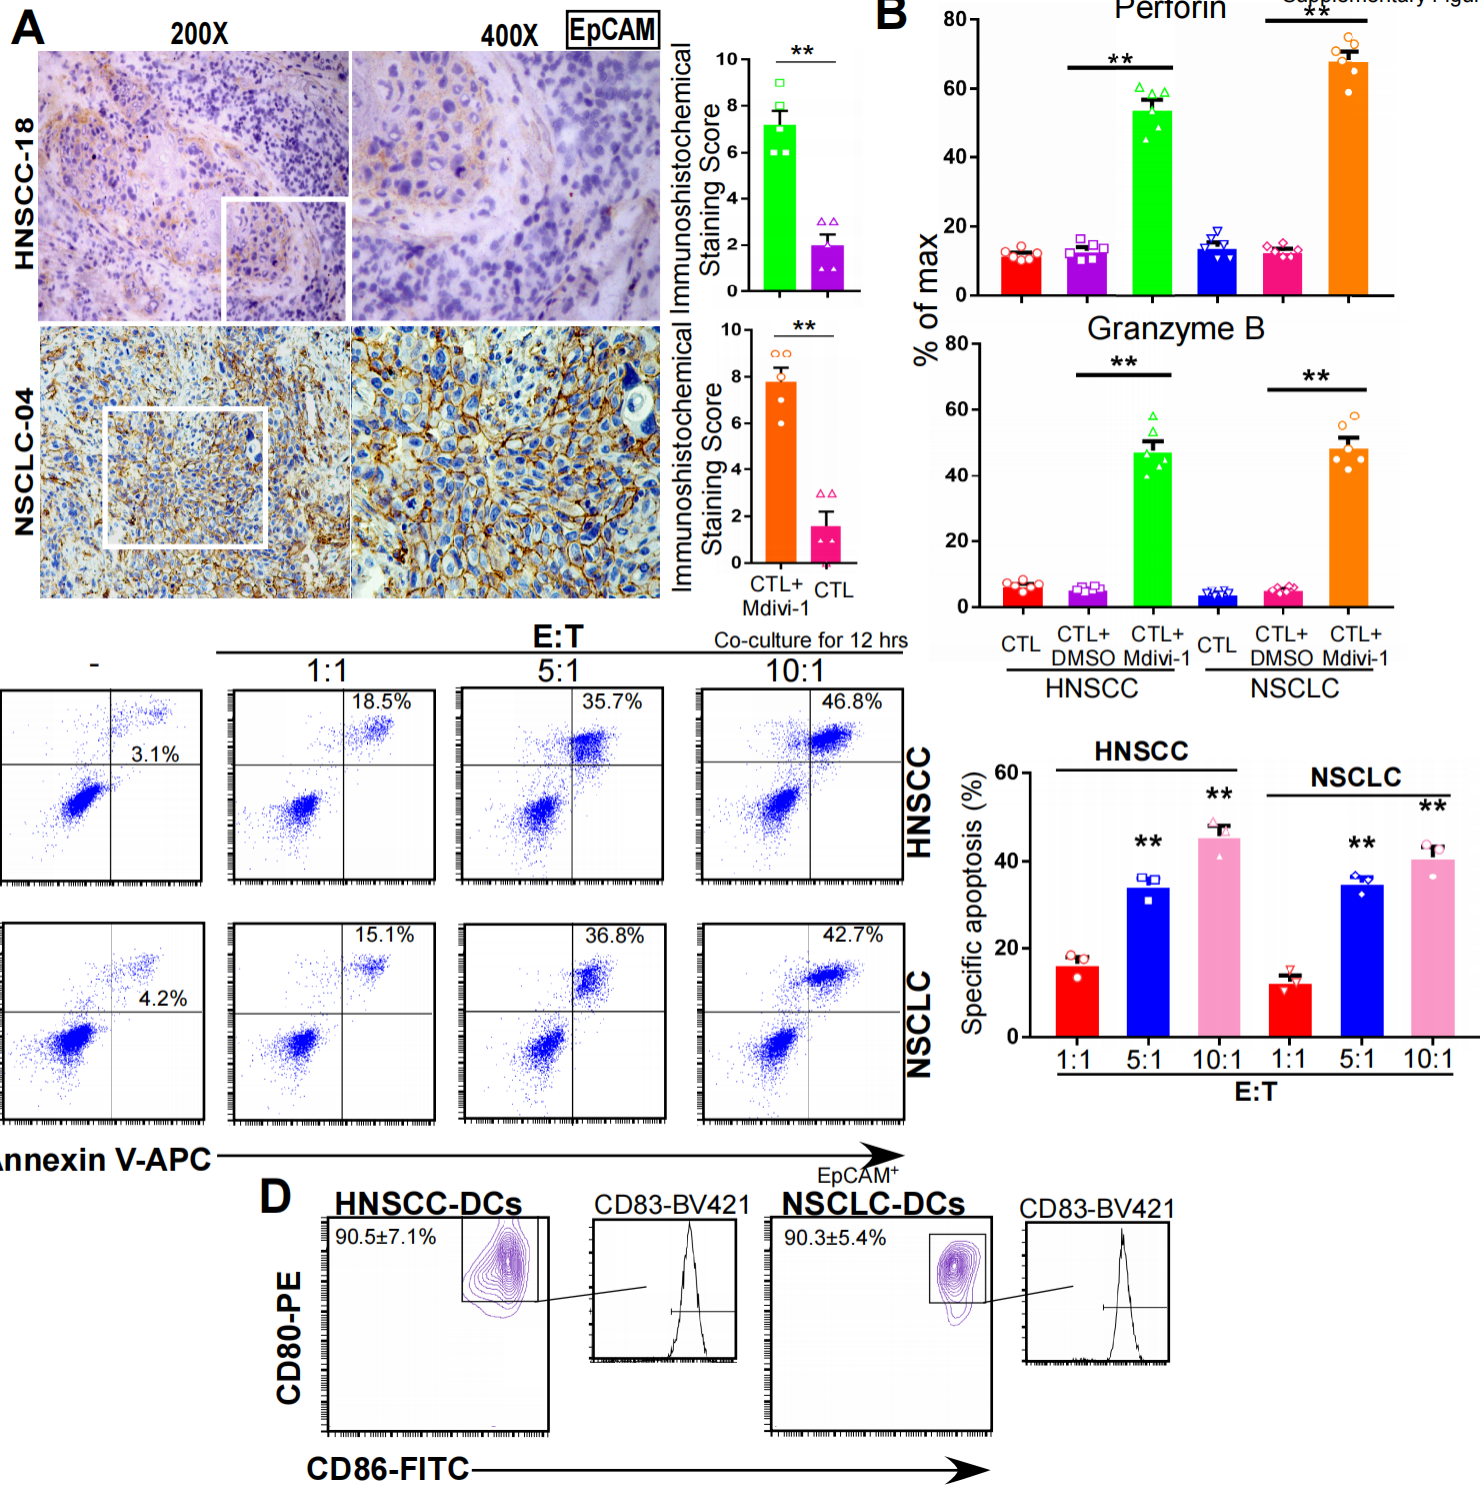

**Supplementary Figure 2 A.** Representative immunochemistry images for EpCAM of HNSCC and NSCLC patients. Magnification, 200× and 400×. ( $n = 5$ ,  $p = 0.0001$  for HNSCC-18,  $p < 0.0001$  for NSCLC-04, \*\*,  $p < 0.001$  by two-tailed t test). **B.** Statistical diagram of Fig 3H and I, intracellular markers staining assessed by flow cytometry (mean  $\pm$  s.e.m;  $n = 6$ ;  $p < 0.0001$  for perforin and  $p < 0.0001$  for granzyme B; \*\*,  $p < 0.001$  by one-way ANOVA followed by Dunnett's tests for multiple comparisons). **C.** Tumor-specific CTLs were co-cultured with autologous HNSCC or NSCLC cancer cells for 12 hours at indicated E/T ratio. Death of EpCAM<sup>+</sup> cells was evaluated based on flow cytometry (mean  $\pm$  s.e.m;  $n = 3$ ;  $p = 0.0007$ ,  $0.0002$ ,  $0.0001$ ,  $0.0004$ ; \*\*,  $p < 0.001$  compared with E/T ration=1:1 group by two-tailed t test). *E* indicates effector cells namely T cells. *T* indicates targeted cells namely cancer cells. **D.** Functional markers of generated DCs assessed by flow cytometry (mean  $\pm$  s.e.m;  $n = 7$ ).

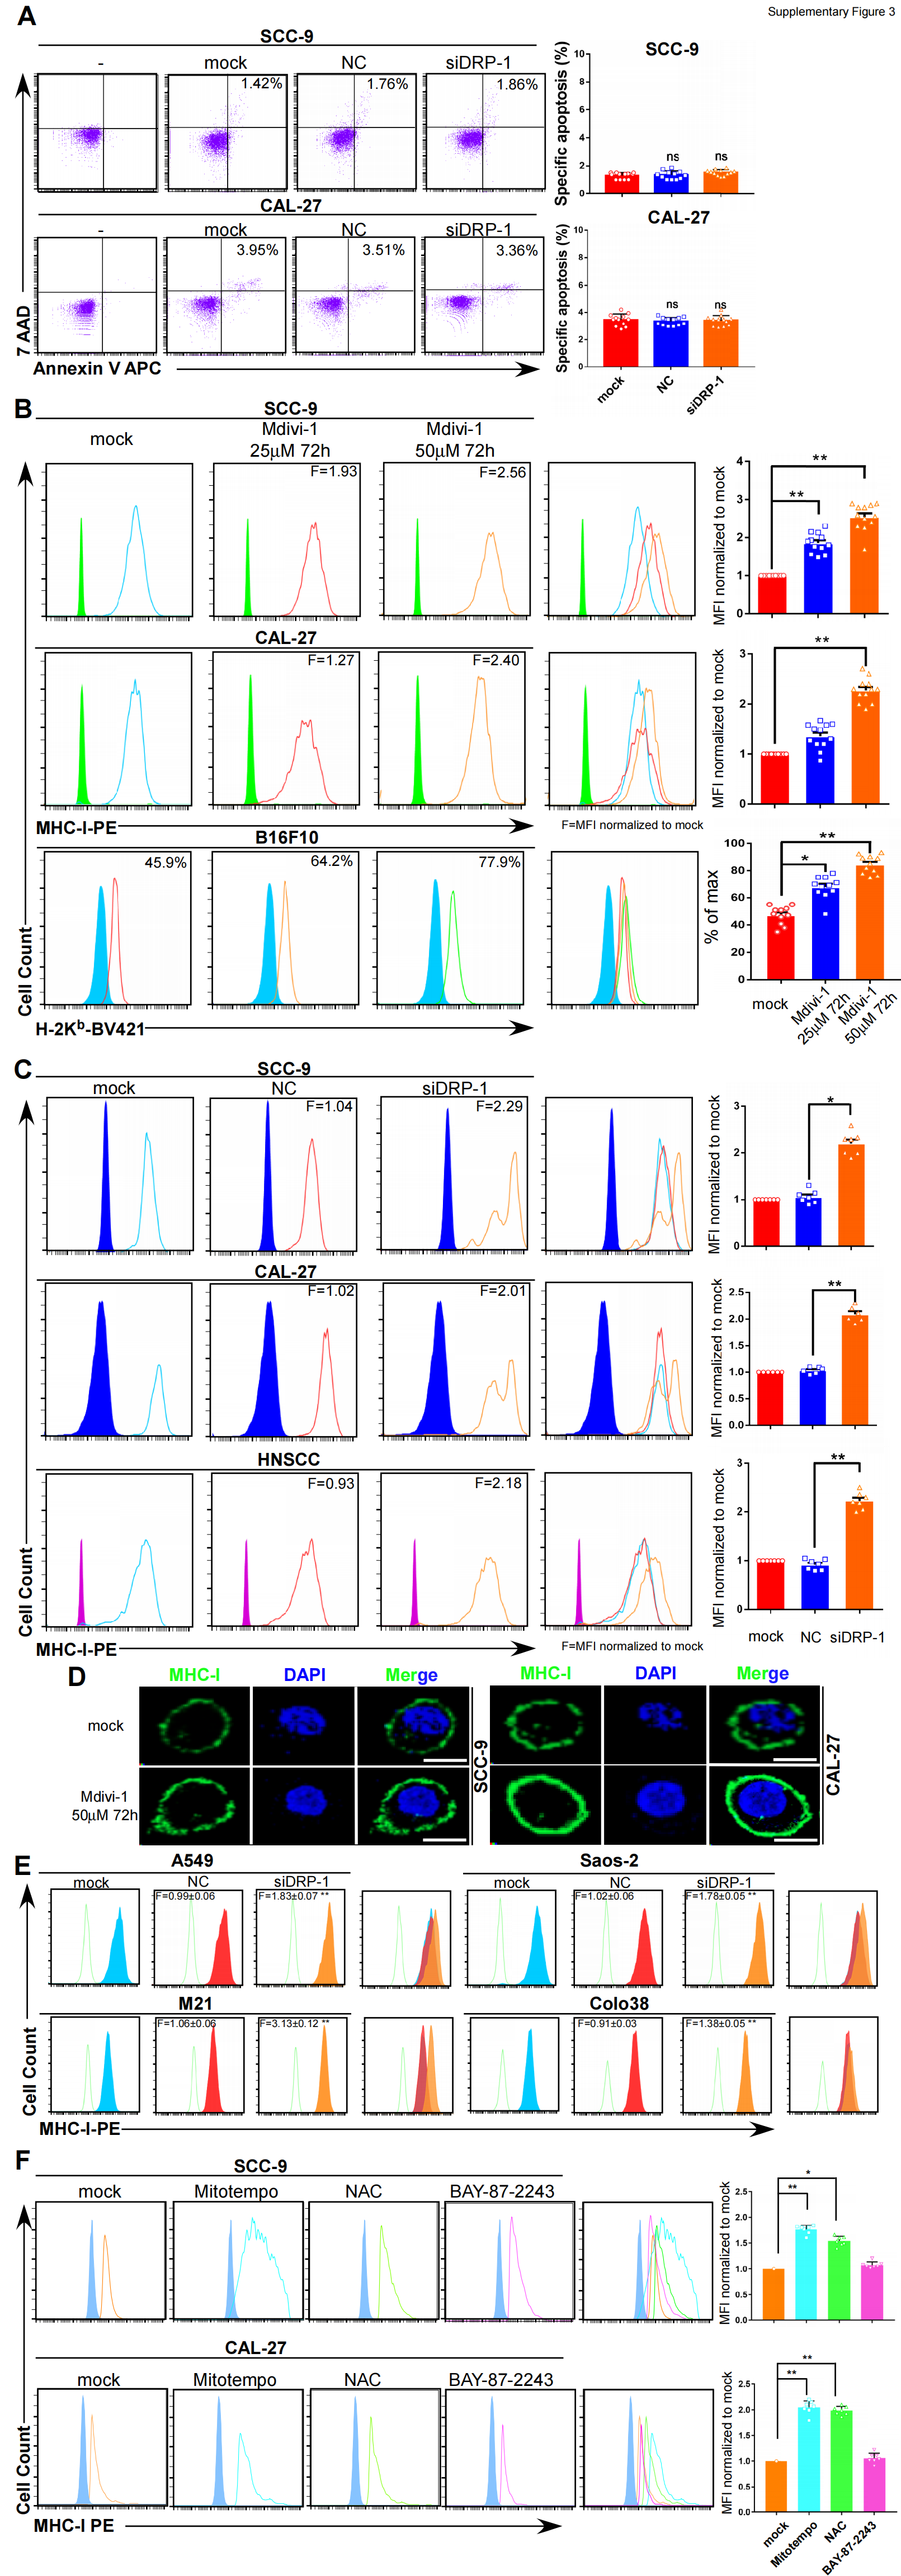

**Supplementary Figure 3 A.** After silencing DRP-1 in TSCCs were harvested , cell viability and apoptosis was examined by flow cytometry based on the uptake of 7-AAD and Annexin V (mean  $\pm$  s.e.m; n = 12;  $p=0.0509$  for SCC-9,  $p=0.9137$  for CAL-27; compared with NC by two-tailed t test). **B.** MHC-I membrane expression in TSCC and mouse melanoma cell lines was significantly upregulated through Mdivi-1 treatment as evaluated by flow cytometry. *F* indicates the fold change of MFI normalized to mock (mean  $\pm$  s.e.m; n = 11;  $p < 0.0001$  for SCC-9, CAL-27 and B16F10; \*\*,  $p < 0.001$ ; \*,  $p < 0.01$ , \*\*,  $p < 0.001$  by two-tailed t test). **C.** MHC-I membrane expression in TSCCs and HNSCC primary cancer cells evaluated by flow cytometry. *F* indicates the fold change of MFI normalized to mock (mean  $\pm$  s.e.m; n = 7;  $p < 0.0001$  for SCC-9, CAL-27 and HNSCC; \*\*,  $p < 0.001$  by two-tailed t test). **D.** Further assessment of MHC-I expression on TSCCs was done through immunofluorescence staining (MHC-I: green). DAPI, nuclear staining. Scale bars, 5  $\mu$ m. **E.** Analysis of MHC-I by flow cytometry was extended by using additional solid tumor cell lines: A549, Saos-2, M21 and Colo38 (mean  $\pm$  s.e.m; n = 4;  $p = 0.7067$ ,  $p < 0.0001$  for A549,  $p = 0.1651$ ,  $p < 0.0001$  for Saos-2,  $p = 0.5322$ ,  $p < 0.0001$  for M21,  $p = 0.1789$ ,  $p < 0.0001$  for Colo38; \*\*,  $p < 0.001$  compared with NC). NC indicates negative control. **F.** MHC-I membrane expression in TSCC cell lines was significantly changed through antioxidant and pro-oxidant treatment as evaluated by flow cytometry. *F* indicates the fold change of MFI normalized to mock (mean  $\pm$  s.e.m; n = 7;  $p = 0.0001$ ,  $0.0001$ ,  $0.7053$  for SCC-9,  $p = 0.0001$ ,  $0.0001$ ,  $0.9395$  for CAL-27; \*,  $p < 0.05$ , \*\*,  $p < 0.001$  by two-tailed t test).

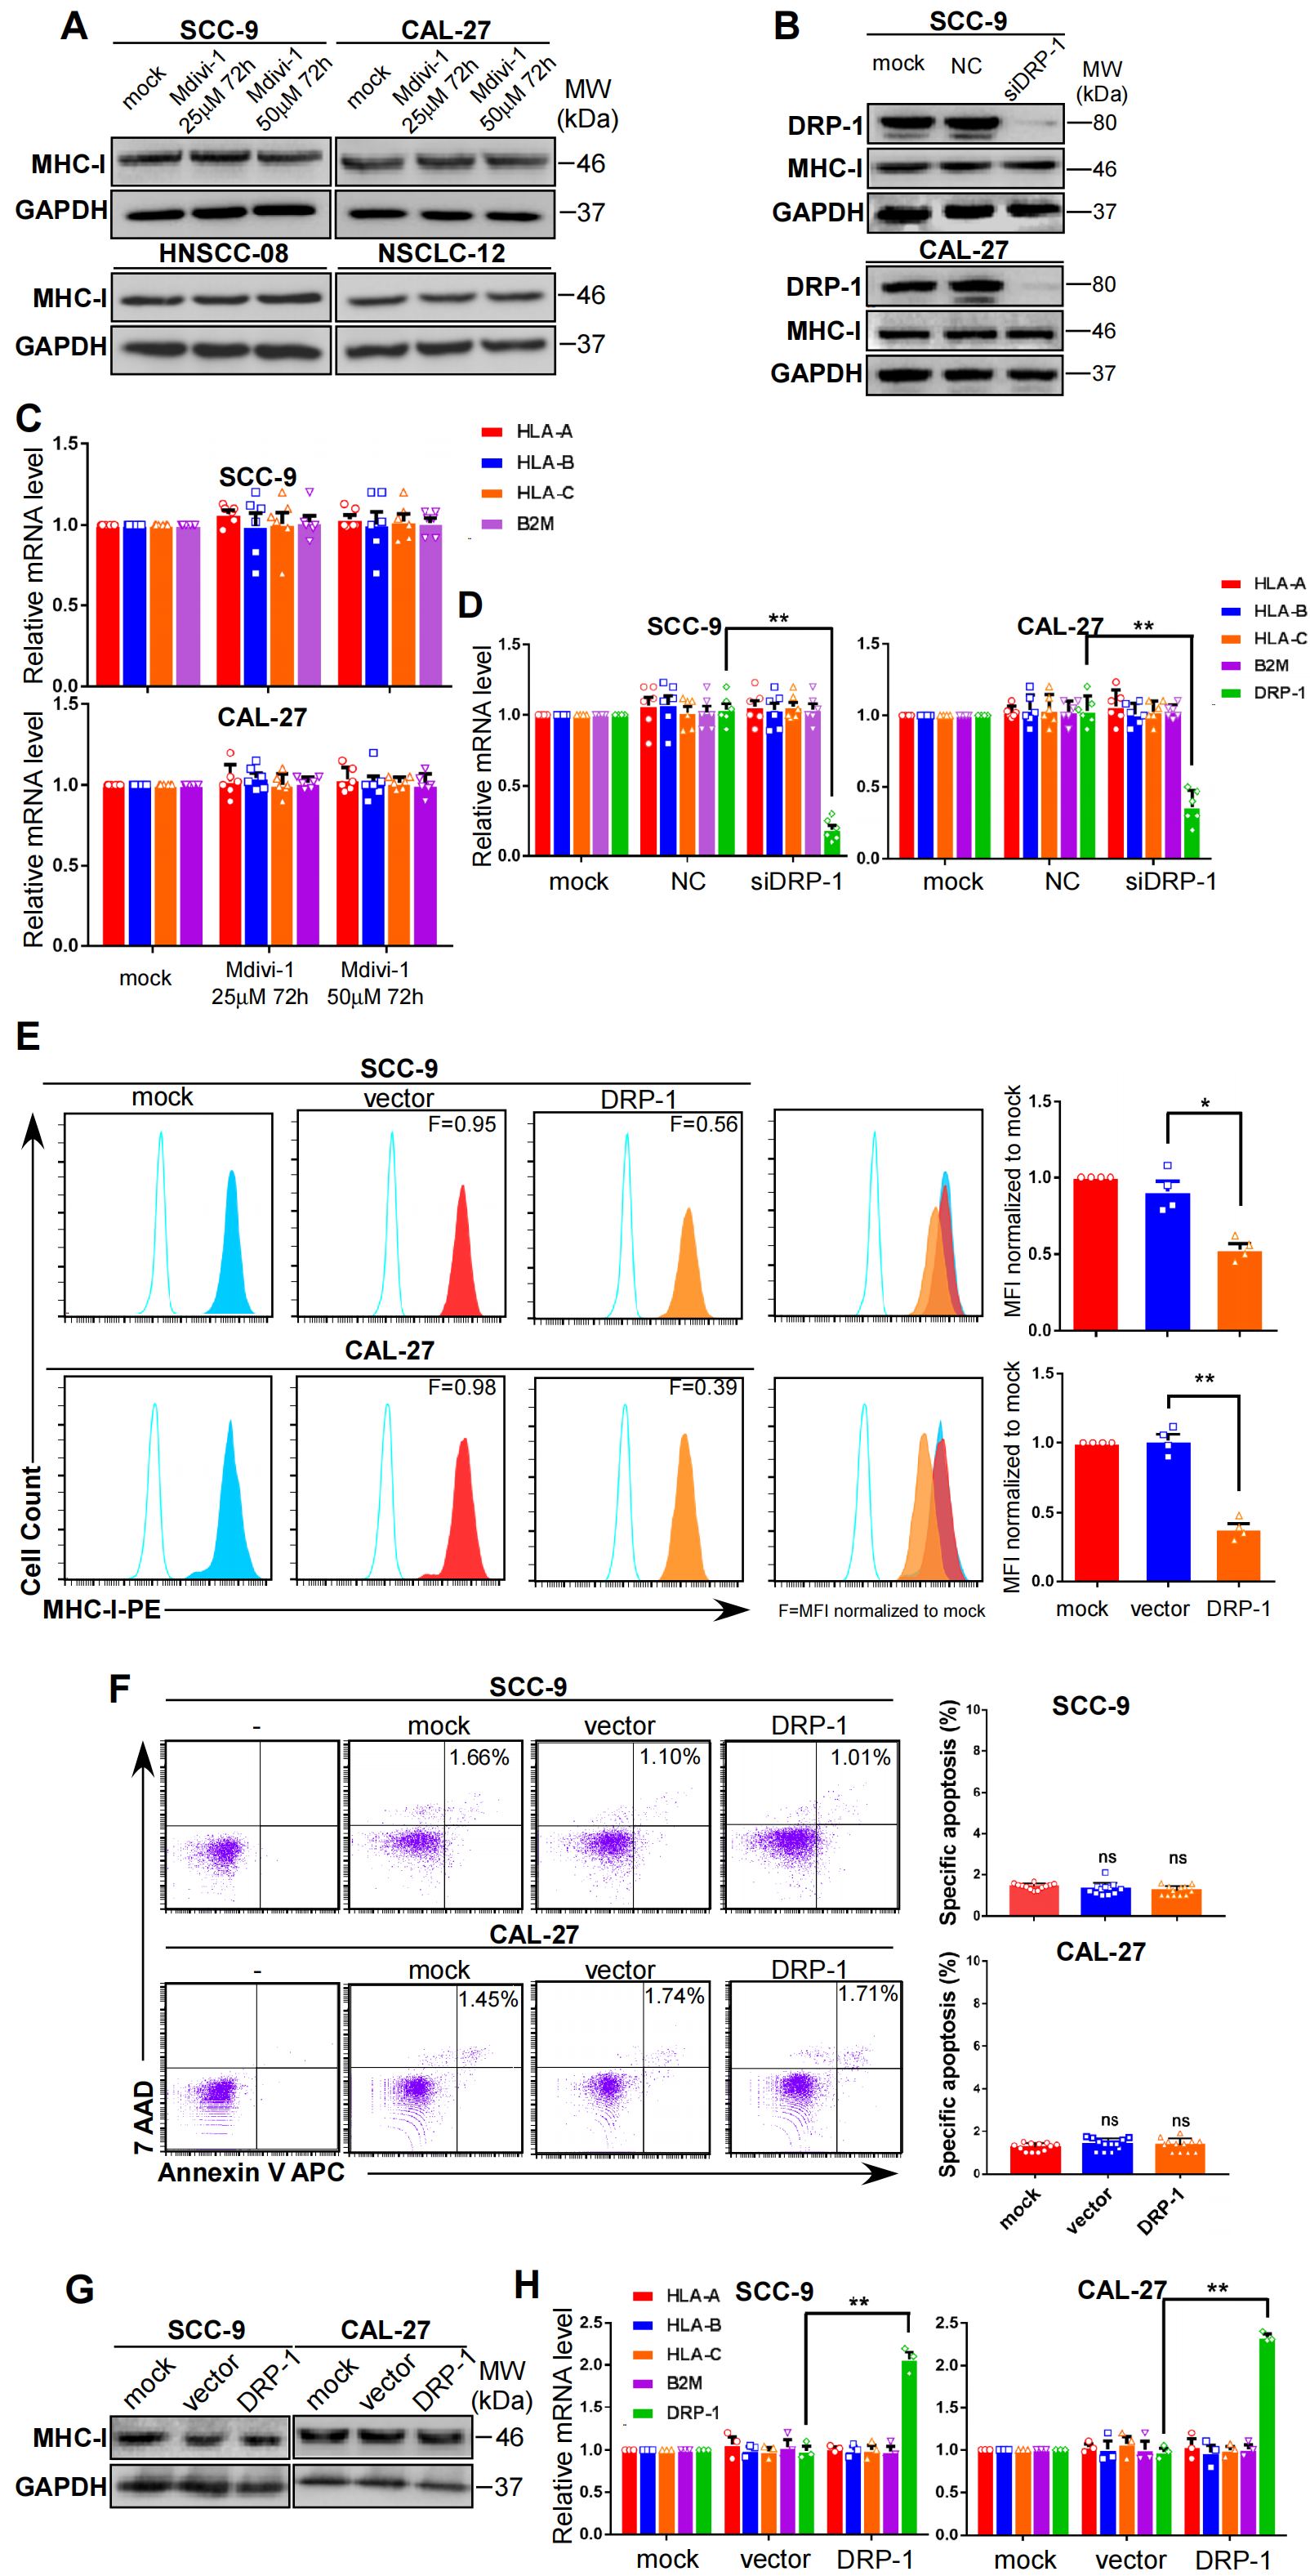

**Supplementary Figure 4 A, B.** Immunoblotting results revealed that Mdivi-1 treatment or DRP-1 knockdown did not affect MHC-I translation in TSCCs, HNSCC and NSCLC primary cancer cells. MW, molecular weight; GAPDH, loading control. **C.** qRT-PCR evaluated the relative mRNA levels of HLA-A/B/C and B2M with Mdivi-1 treatments in TSCCs (mean  $\pm$  s.e.m; n = 6;  $p$  = 0.4291, 0.7805, 0.9954, 0.9979, 0.9872, 0.9041, 0.9498, 0.9676 for SCC-9 and 0.7856, 0.5845, 0.4163, 0.9238, 0.9988, 0.9238, 0.9238, 0.9988 for CAL-27 by two-tailed t test compared with mock). **D.** The relative levels of HLA-A/B/C and B2M mRNA with indicated siDRP-1 treatments in TSCCs are evaluated by qRT-PCR (mean  $\pm$  s.e.m; n = 6;  $p$  <0.0001 for SCC-9 and  $p$  <0.0001 for CAL-27; \*,  $p$ <0.01, \*\*,  $p$ <0.001 by two-tailed t test compared with mock). **E.** Flow cytometry of membrane MHC-I with overexpression of MHC-I in TSCCs. *F* indicates MFI normalized to mock (mean  $\pm$  s.e.m; n = 4;  $p$  = 0.0013 for SCC-9 and  $p$  <0.0001 for CAL-27; \*,  $p$ <0.01, \*\*,  $p$ <0.001 by two-tailed t test compared with mock). **F.** After overexpression of DRP-1 in TSCCs were harvested cell viability and apoptosis was examined by flow cytometry based on the uptake of 7-AAD and Annexin V (mean  $\pm$  s.e.m; n = 12;  $p$  = 0.2505, 0.4749 for SCC-9 and 0.5201, 0.7437 for CAL-27 compared with vector by two-tailed t test compared with mock). **G.** Immunoblotting results revealed that overexpression of DRP-1 didn't affect MHC-I translation in TSCCs. MW indicates molecular weight. GAPDH, loading control. **H** qRT-PCR evaluated the relative mRNA levels of HLA-A/B/C and B2M with indicated treatments in TSCCs (mean  $\pm$  s.e.m; n = 3;  $p$  <0.0001 for SCC-9 and CAL-27; \*\*,  $p$ <0.001 by two-tailed t test compared with mock).

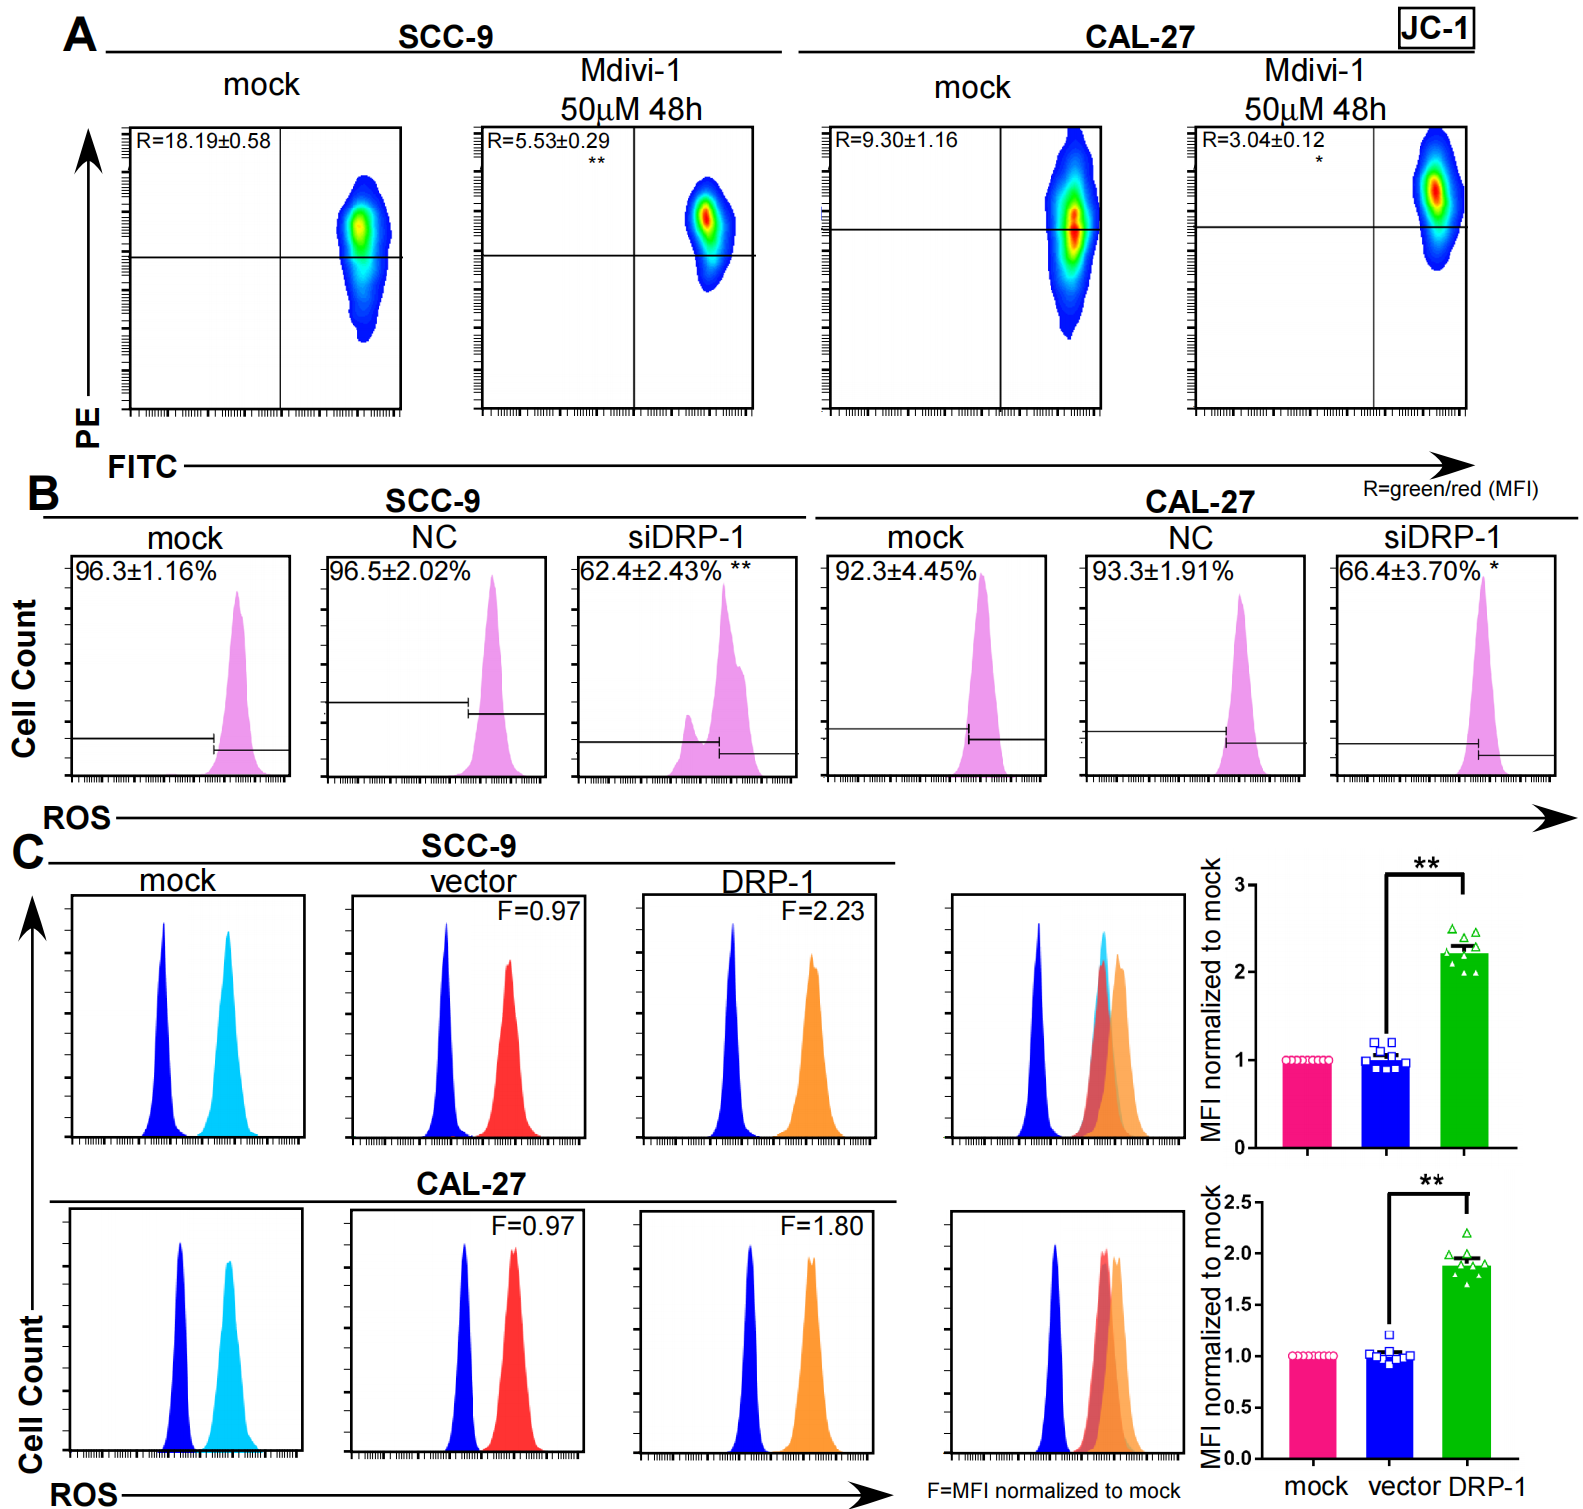

**Supplementary Figure 5 A.** Mitochondrial membrane potential ( $\Delta\Psi_m$ ) was assessed by flow cytometry using JC-1 dye in TSCCs. R was calculated as: FITC MFI/PE MFI (mean  $\pm$  s.e.m; n = 5;  $p < 0.0001$  for SCC-9 and  $p = 0.0029$  for CAL-27; \*,  $p < 0.01$ , \*\*,  $p < 0.001$ ). **B-C.** Intracellular ROS measured by flow cytometry with indicated treatments in TSCCs (mean  $\pm$  s.e.m; n = 9 ; the upper panel,  $p = 0.0002$  for SCC-9, 0.0015 for CAL-27, the lower panel  $p < 0.0001$  for SCC-9 and CAL-27 ; \*,  $p < 0.01$ , \*\*,  $p < 0.001$  compared with NC or vector). F indicates MFI normalized to mock. NC indicates negative control.

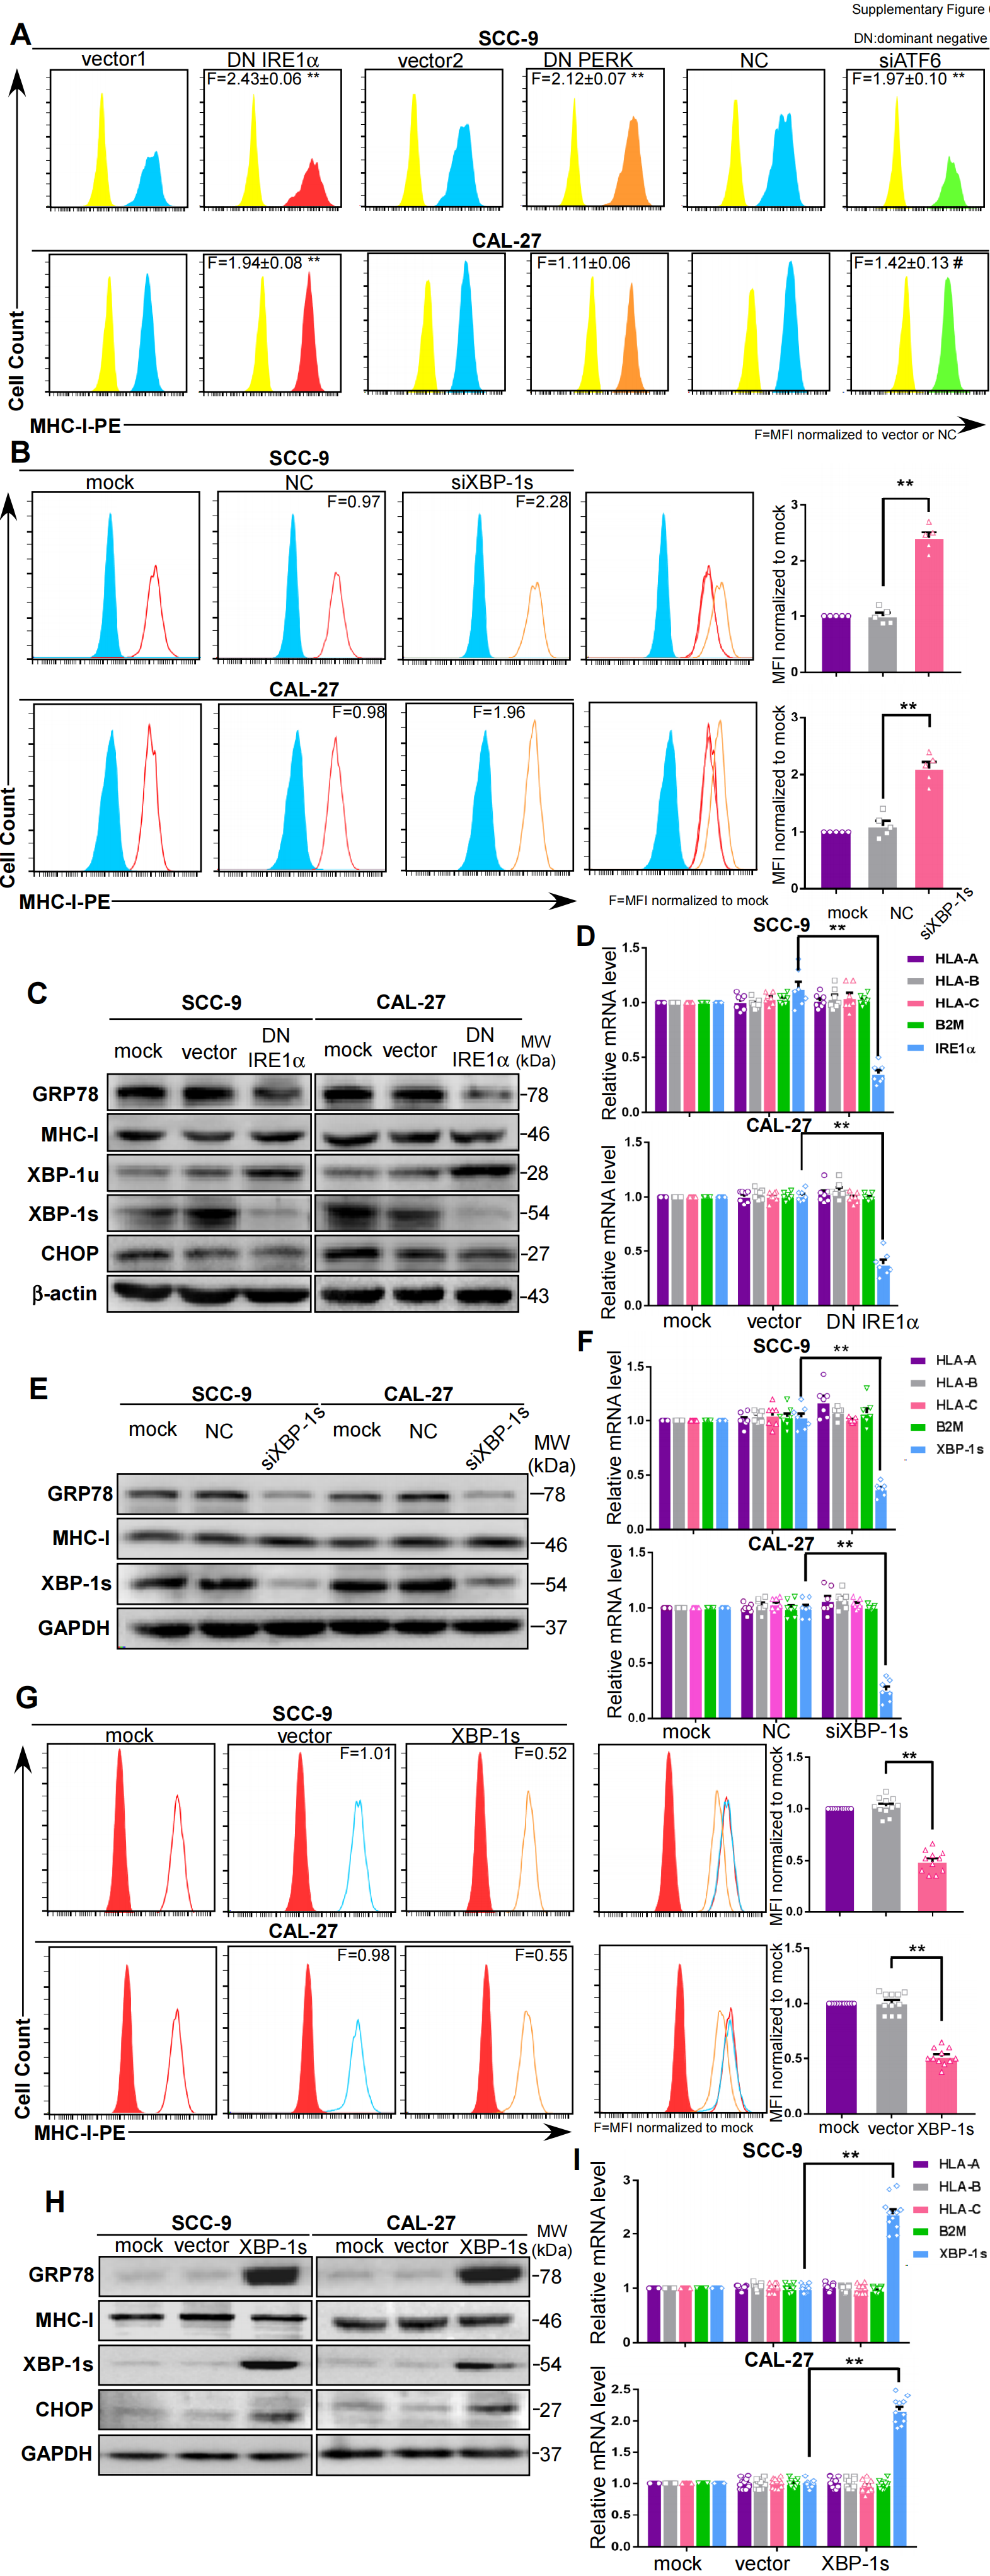

**Supplementary Figure 6 A.** Assessment of MHC-I membrane expression by flow cytometry in TSCCs with indicated treatments (mean  $\pm$  s.e.m;  $n = 3$ ;  $p < 0.0001$ ,  $p < 0.0001$ ,  $0.0006$  for SCC-9 and  $p = 0.0002$ ,  $0.1583$ ,  $0.0297$  for CAL-27; #,  $p < 0.05$ , \*\*,  $p < 0.001$  compared with corresponding vector or NC). F indicates MFI normalized to vector or NC. NC indicates negative control. **B.** Assessment of MHC-I membrane expression in TSCCs by flow cytometry after XBP-1s knockdown. F indicates the fold change of MFI normalized to mock (mean  $\pm$  s.e.m;  $n = 5$ ;  $p < 0.0001$  for SCC-9 and CAL-27; \*\*,  $p < 0.001$  by two-tailed t test compared with mock). **C.** Immunoblotting results revealed that ER stress was attenuated while MHC-I translation was unaffected when TSCCs were transfected with DN IRE1 $\alpha$ . MW indicates molecular weight.  $\beta$ -actin, loading control. **D.** qRT-PCR showed unaffected HLA-A/B/C and B2M transcription in TSCCs with DN IRE1 $\alpha$  (mean  $\pm$  s.e.m;  $n = 7$ ;  $p < 0.0001$  for SCC-9 and CAL-27; \*\*,  $p < 0.001$  by two-tailed t test compared with mock). **E.** Immunoblotting showed that the knockdown of XBP-1s attenuated ER Stress in TSCCs as indicated by associated makers GRP78 and XBP-1s, whereas MHC-I was not affected. MW indicates molecular weight. GAPDH, loading control. **F.** qRT-PCR demonstrated that the transcription of HLA-A/B/C and B2M were not affected by the knockdown of XBP-1s in TSCCs (mean  $\pm$  s.e.m;  $n = 7$ ;  $p < 0.0001$  for SCC-9 and CAL-27; \*\*,  $p < 0.001$  by two-tailed t test compared with mock). **G.** Assessment of MHC-I membrane expression by flow cytometry in TSCCs when XBP-1s was overexpressed (mean  $\pm$  s.e.m;  $n = 11$ ;  $p < 0.0001$  for SCC-9 and  $p = 0.005$  for CAL-27 \*,  $p < 0.01$ , \*\*,  $p < 0.001$  by two-tailed t test compared with mock). F indicates MFI normalized to mock. **H.** Immunoblotting results showed that ER stress was exacerbated while MHC-I translation remained unaffected when XBP-1s was overexpressed in TSCCs. MW indicates molecular weight. GAPDH, loading control. **I.** qRT-PCR revealed that HLA-A/B/C and B2M transcription were unaffected in TSCCs with indicated treatment (mean  $\pm$  s.e.m;  $n = 11$ ;  $p < 0.0001$  for SCC-9 and CAL-27; \*\*,  $p < 0.001$  by two-tailed t test compared with mock).

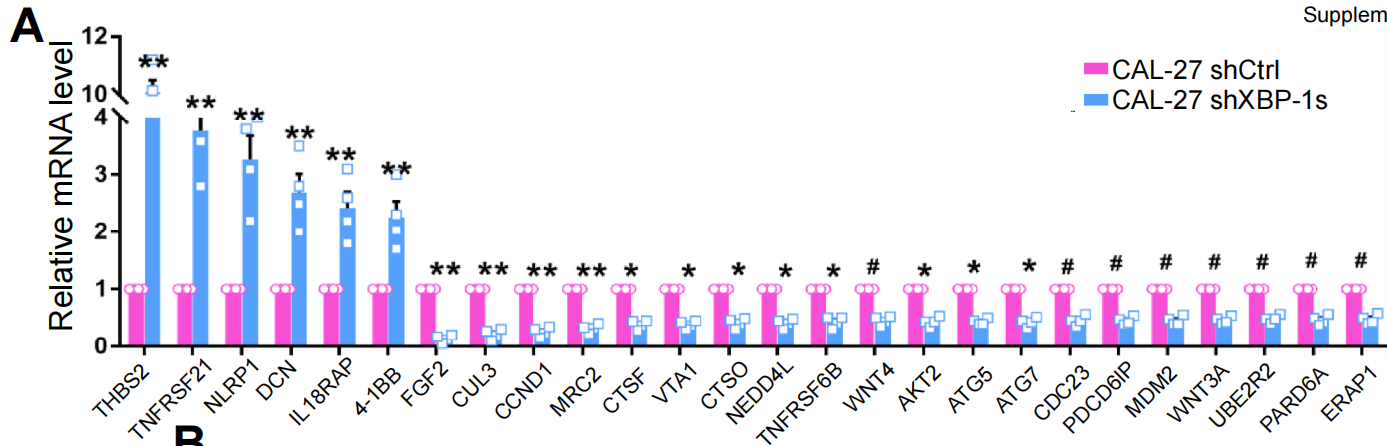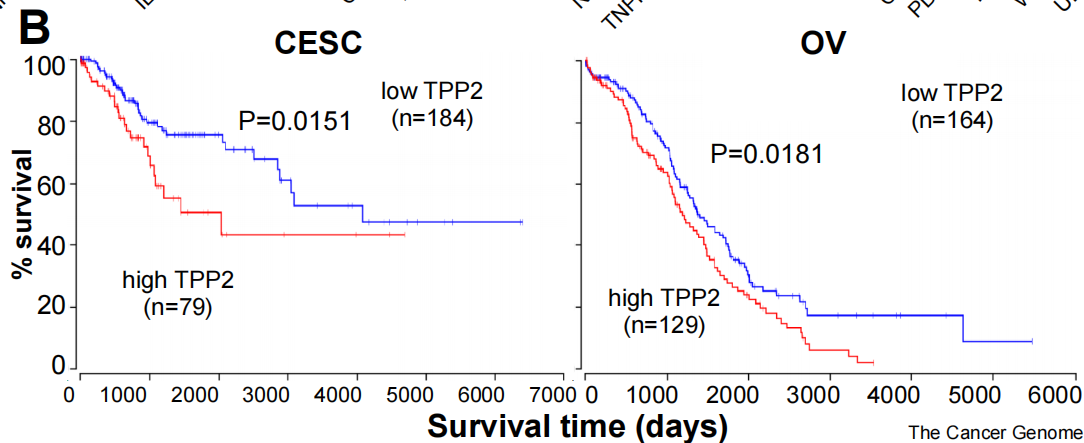

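On the arrays, FGF2 fell by both of its probes, by log2 fold changes of -1.50 and -1.42, and TNFRSF6B by -1.17 and -1.18. CTSF, with 1 probe, fell from 2.94 ± 0.04 (SD, n = 3) to 1.25 ± 0.02 (SD, n = 3) on the log2 scale, a log2 fold change of -1.69 (standard error 0.04, adjusted p = 7.84e-07 from limma with Benjamini-Hochberg adjustment). PARD6A (-1.36), CCND1 (-1.30), MRC2 (-1.11), CTSO (-1.11) and UBE2R2 (-1.08), each with 1 probe, were also called lower, MRC2 not with the slide as a block. In other genes the probes disagreed. For CUL3 the brighter probe changed by -0.15 (adjusted p = 0.144, limma with Benjamini-Hochberg adjustment) and the dimmer by -2.10, the latter well above background on 2 of the 3 shXBP-1s arrays. The brighter and the dimmer probe gave -1.11 and 0.68 for PDCD6IP and -1.97 and -0.08 for WNT3A. The dimmer probes of VTA1 (-1.05), ATG5 (-1.04) and ATG7 (-1.07) were called lower, that of ATG5 not with the slide as a block. Without shXBP-1s replicate 3 those of VTA1 (-0.985) and ATG7 (-0.990) fell just short of 2-fold, and without shCtrl replicate 1 so did that of VTA1 (-0.992). For AKT2, 1 of 3 probes was called (-1.04) and the others changed by -0.09 and -0.01, the brightest with a sign that flipped under normexp with quantile normalization. MDM2 was lower by all 3 probes (-0.61, -1.59 and -0.55) and NEDD4L by 2 of 3 (-1.60 and -1.64, against 0.44). The 1 probe of CDC23 changed by -0.13 (adjusted p = 0.0541, limma with Benjamini-Hochberg adjustment).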

**Supplementary Figure 7 A.** qRT-PCR verified the downregulation of genes from microarrays in CAL-27 after XBP-1s knockdown (mean  $\pm$  s.e.m; n = 4;  $p < 0.0001$ ,  $p = 0.0001$ , 0.0006, 0.0028, 0.0028, 0.0051, 0.0047, 0.0073, 0.0121, 0.0081, 0.0085, 0.0072, 0.0133, 0.0125, 0.0128, 0.0154, 0.024, 0.0159, 0.0211; #,  $p < 0.05$ , \*,  $p < 0.01$ , \*\*,  $p < 0.001$  by two-tailed t test compared with shCtrl). **B.** Overall survival of cancer patients with different levels of TPP2 using The Cancer Genome Atlas (TCGA) database, in addition to the cancer types that were experimented in this project. *CESC*: Cervical squamous cell carcinoma and endocervical adenocarcinoma. *OV*: Ovarian serous cystadenocarcinoma.

# Raw Data Related to Figure 5E

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-IRE1a

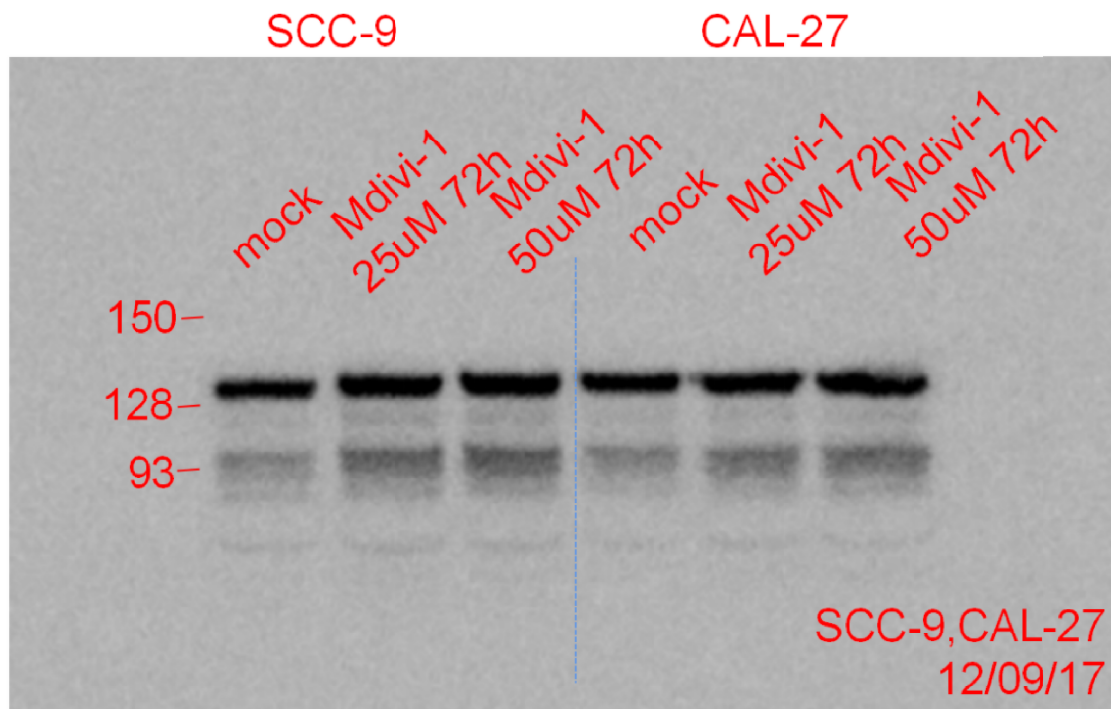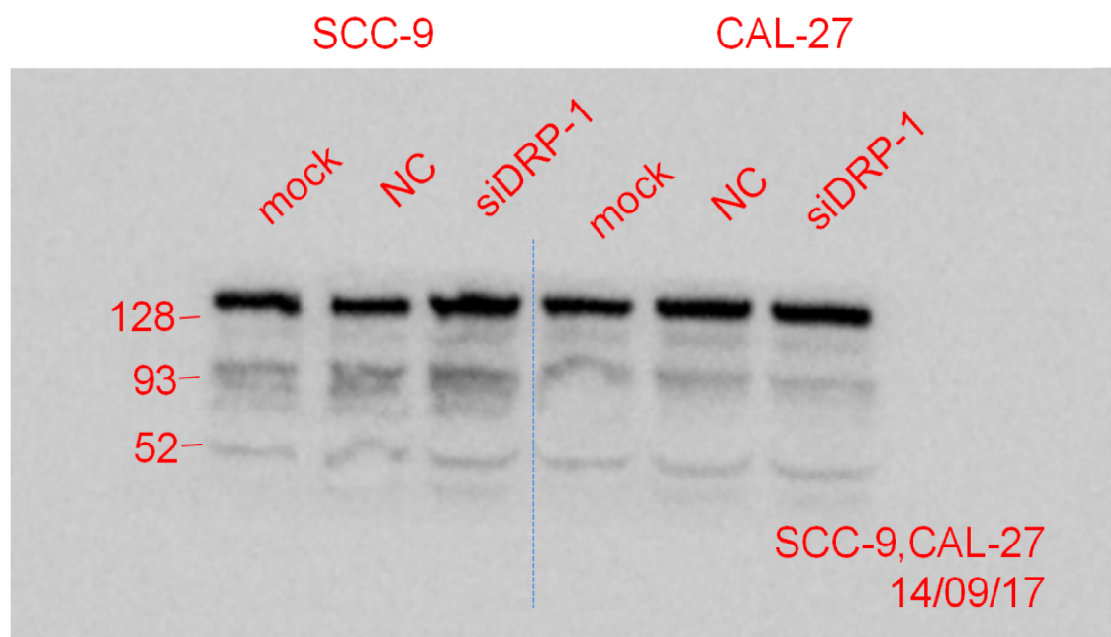

# Raw Data Related to Figure 5E

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-pIRE1a

SCC-9

mock Mdivi-1  
25uM 72h Mdivi-1  
50uM 72h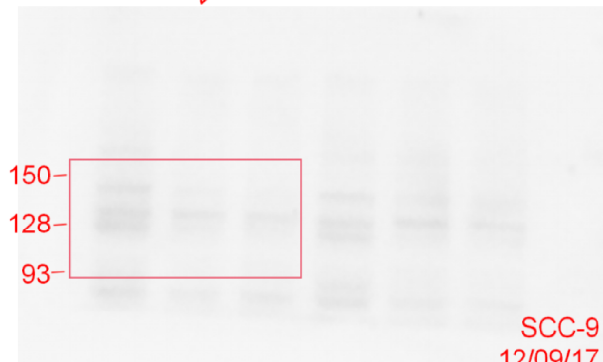

CAL-27

mock Mdivi-1  
25uM 72h Mdivi-1  
50uM 72h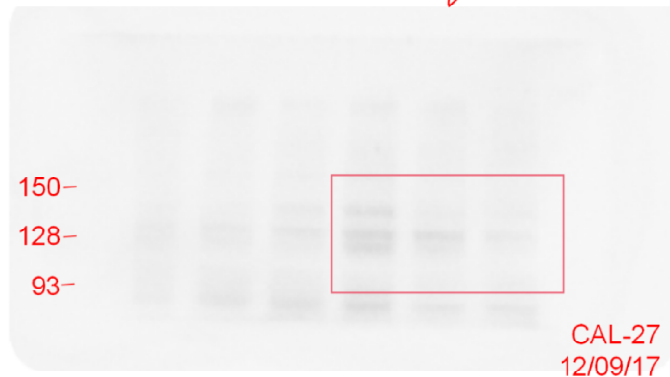

SCC-9

mock NC siDRP-1

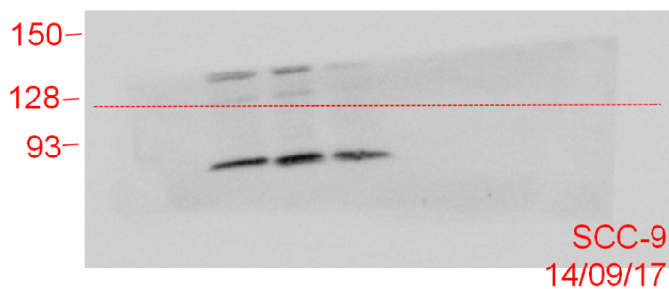

CAL-27

mock NC siDRP-1

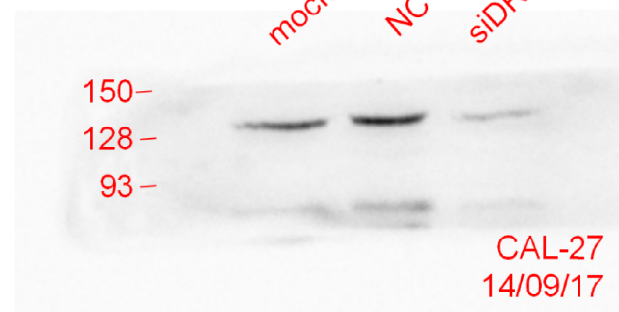

# Raw Data Related to Figure 5E

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-XBP-1u

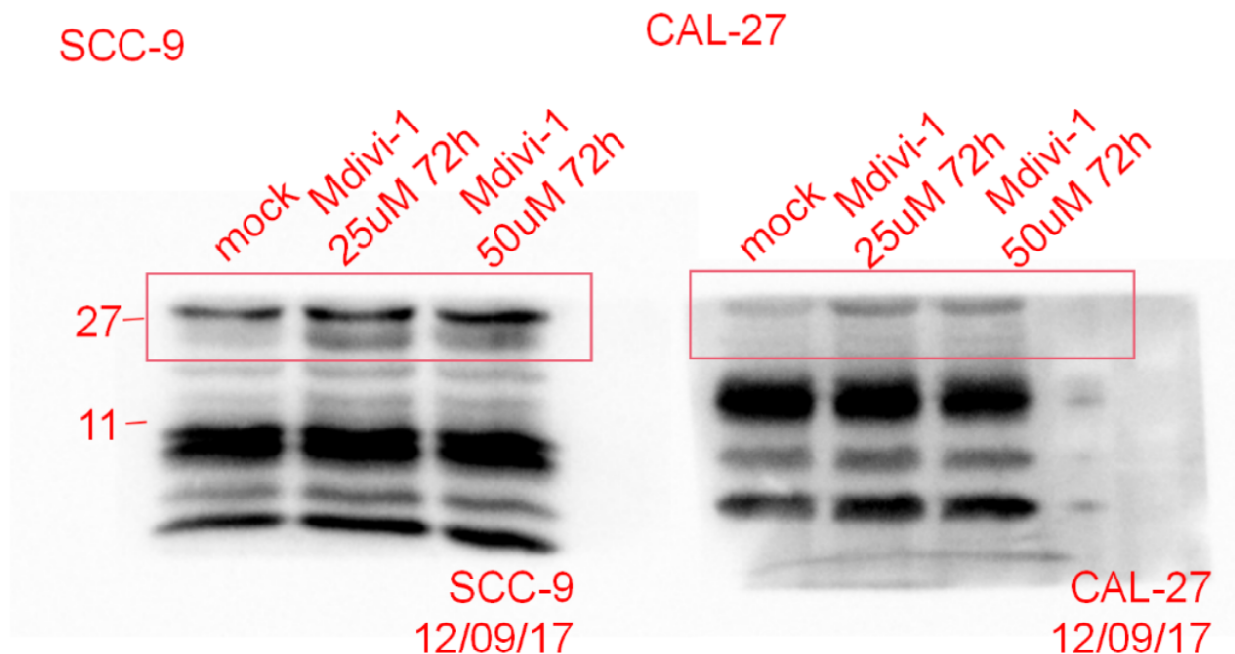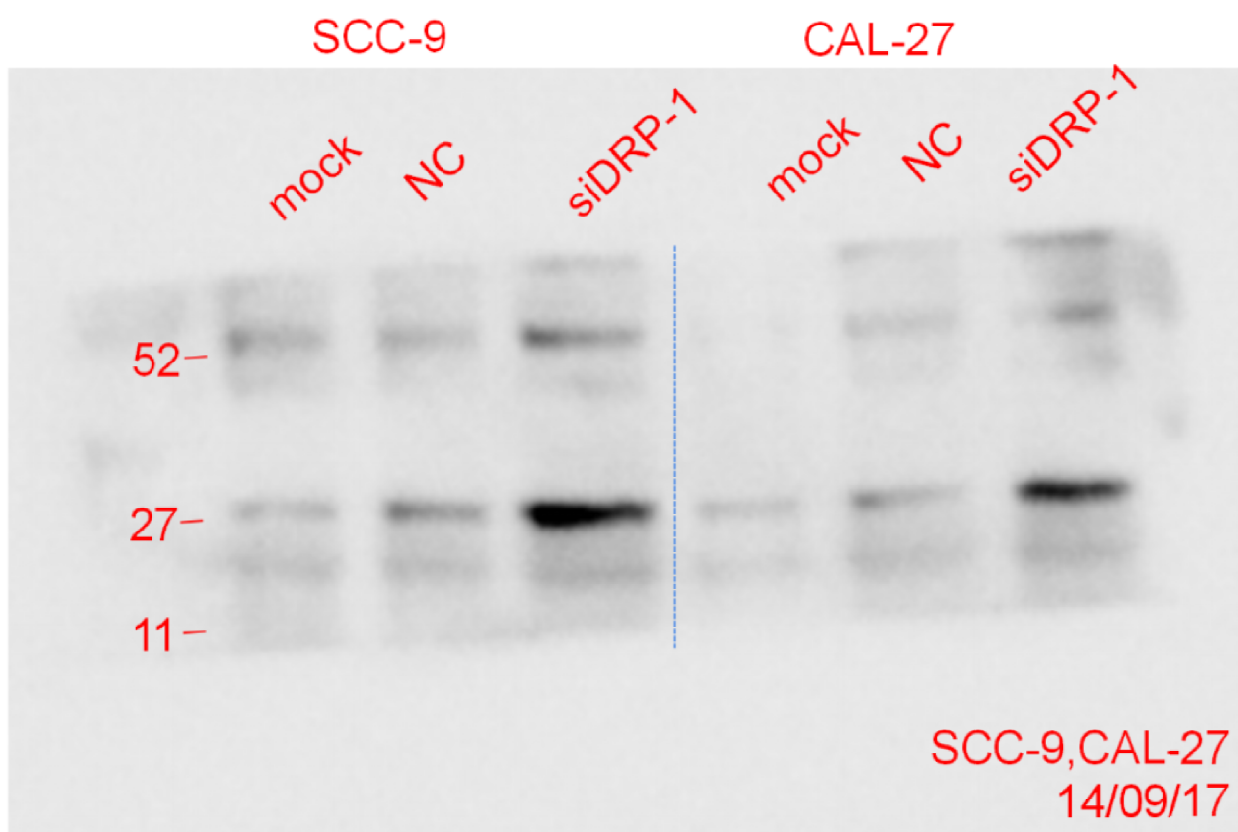

# Raw Data Related to Figure 5E

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-XBP-1s

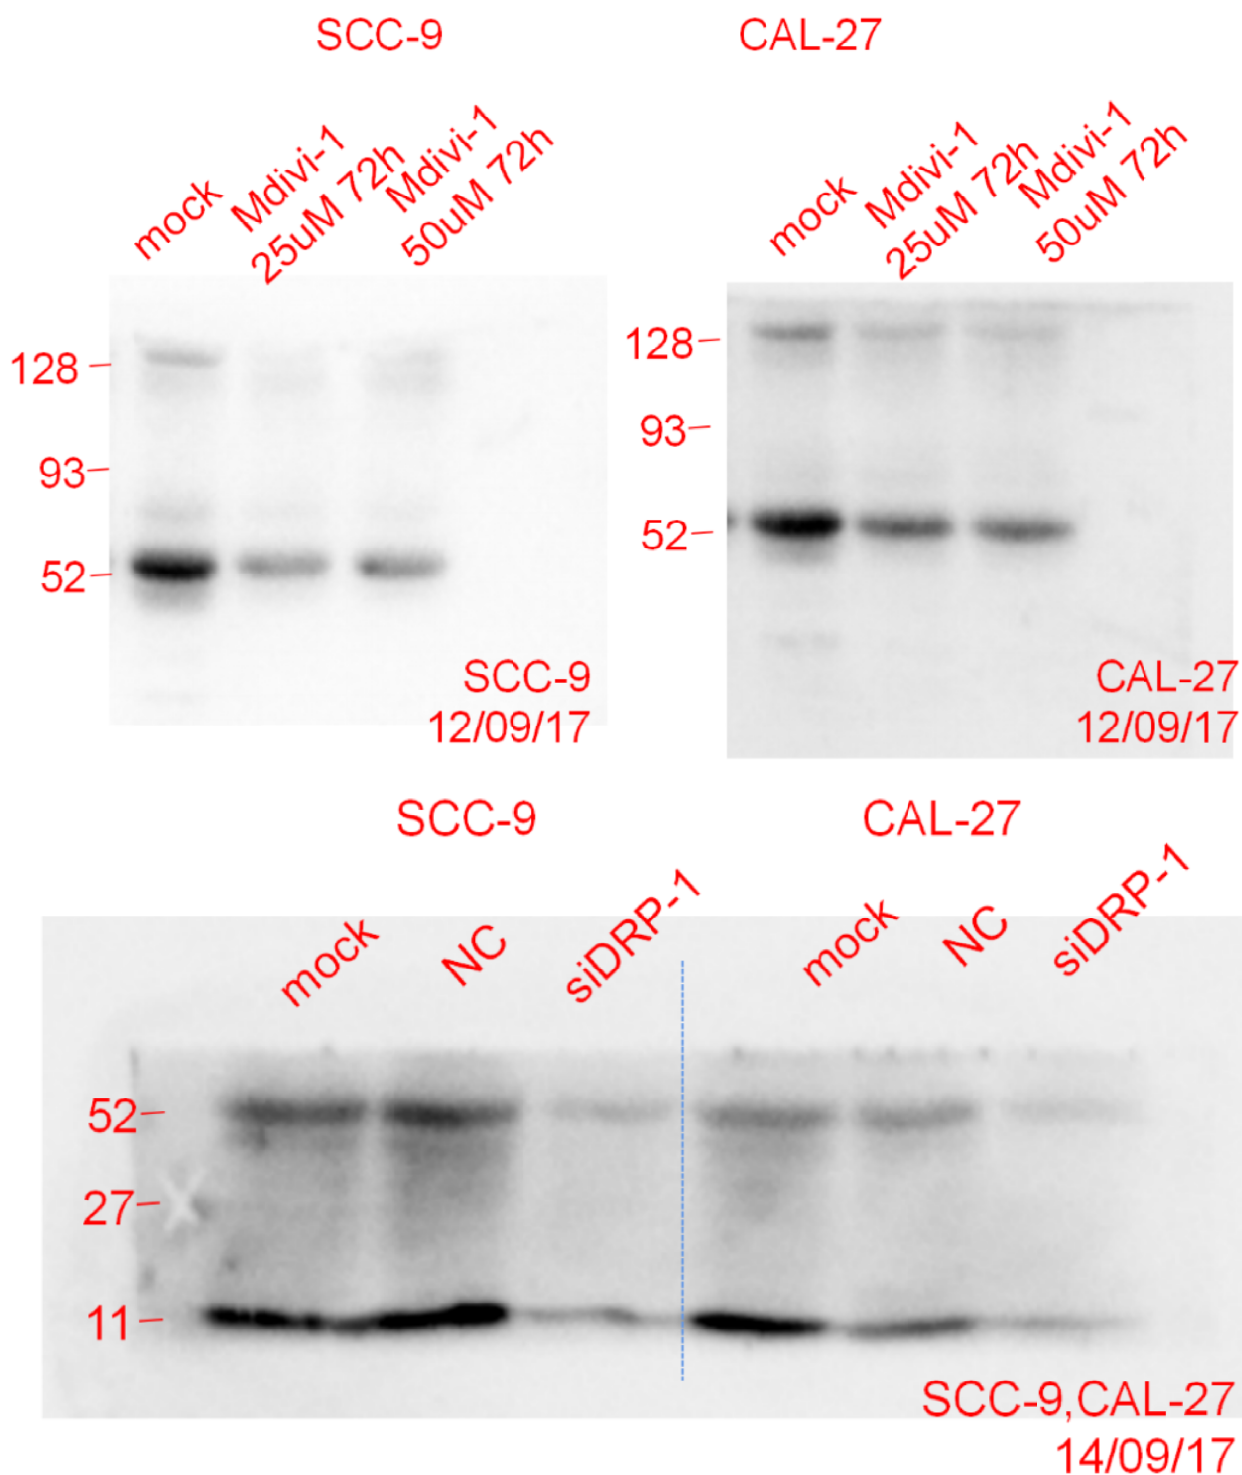

# Raw Data Related to Figure 5E

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-GAPDH

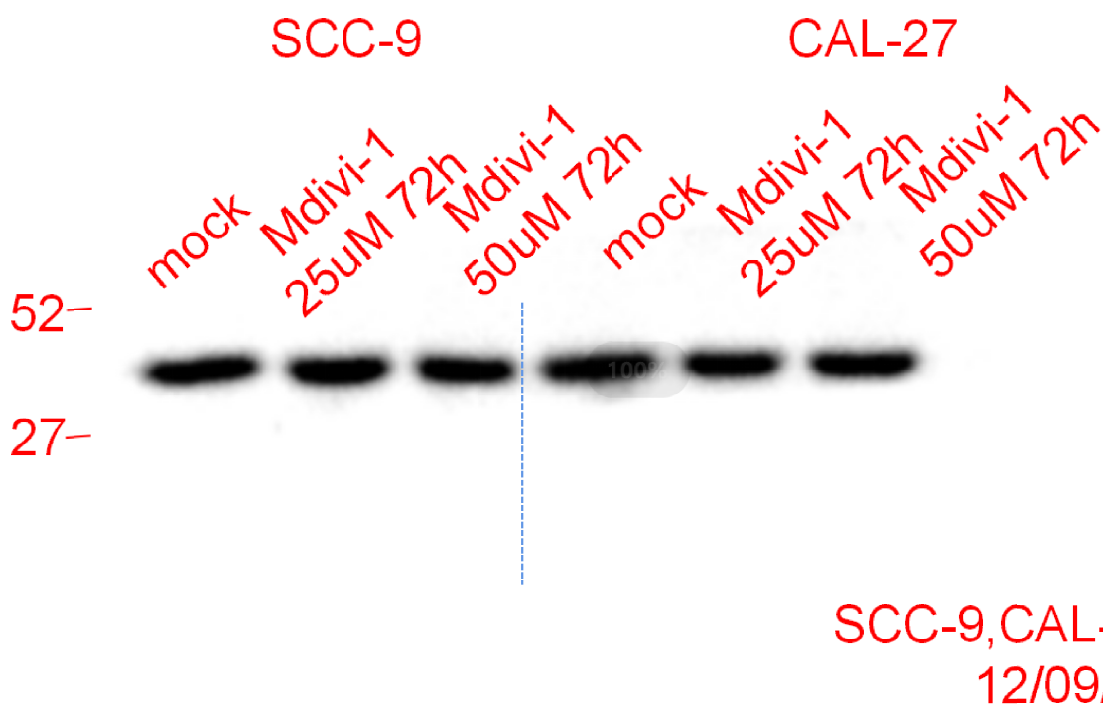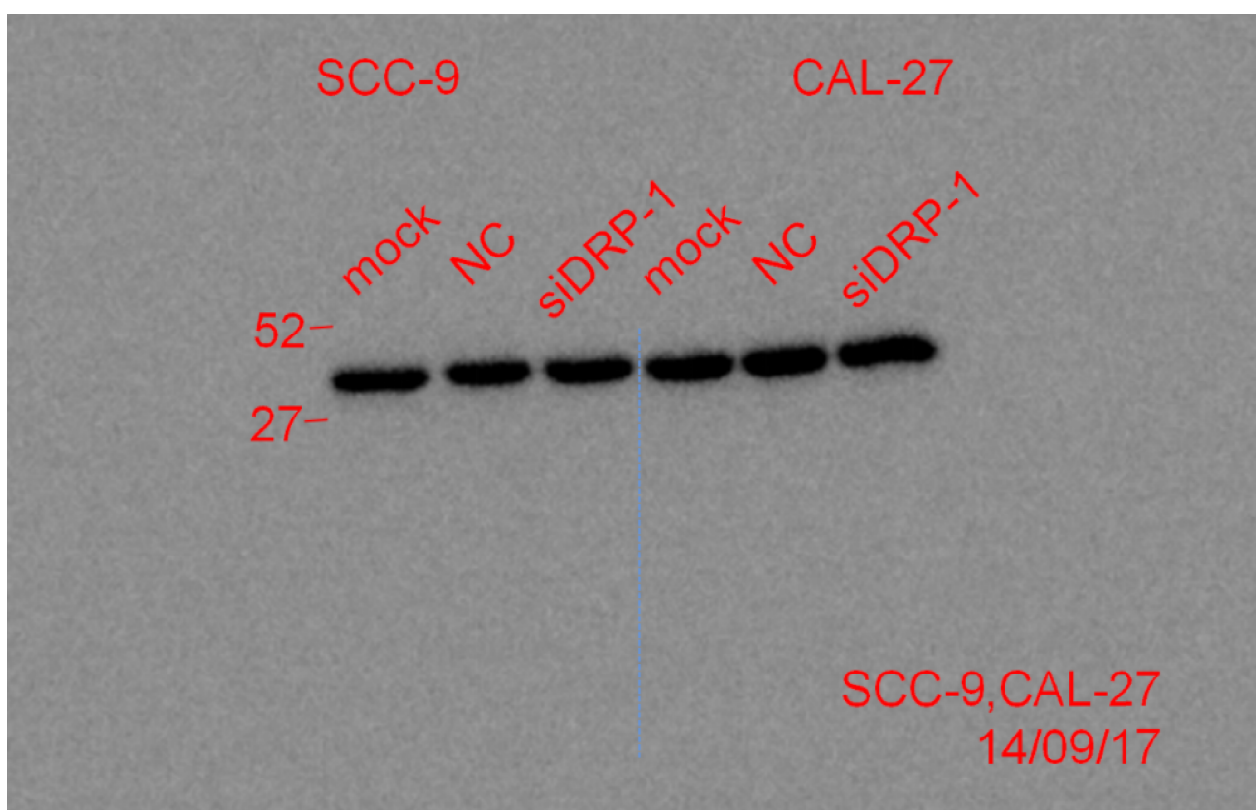

# Raw Data Related to Figure 6N

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-TPP2

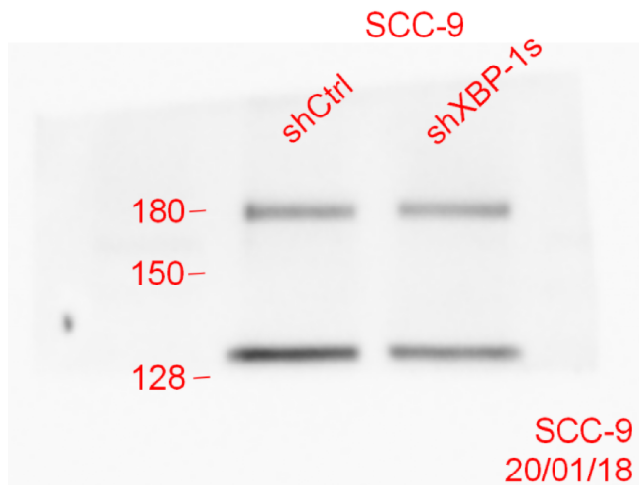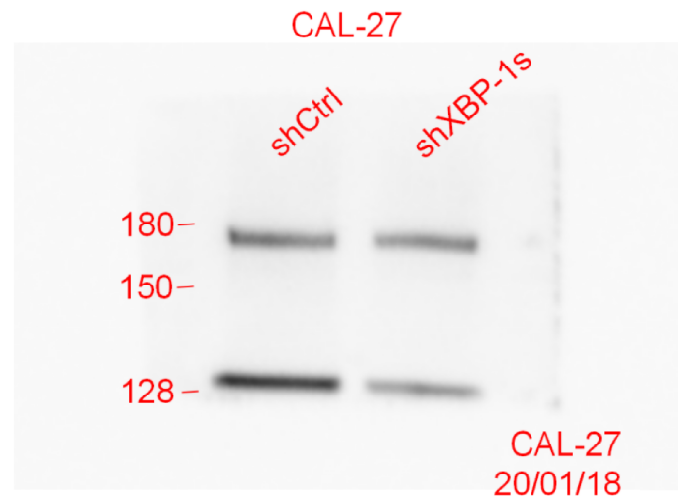

## anti-beta-actin

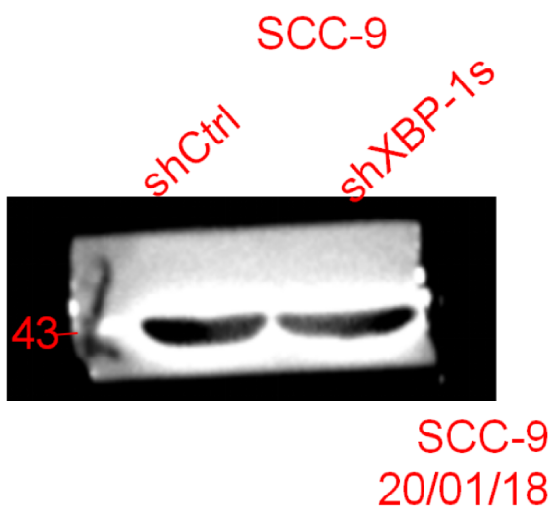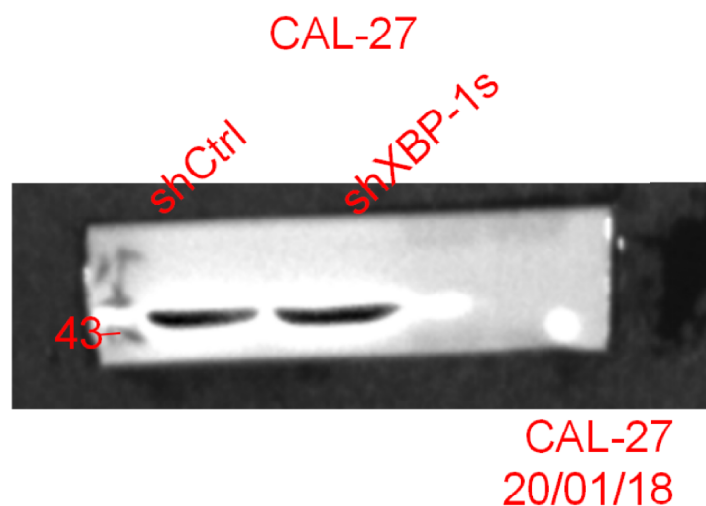

# Raw Data Related to Supplementary Figure 4A

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-MHC-I

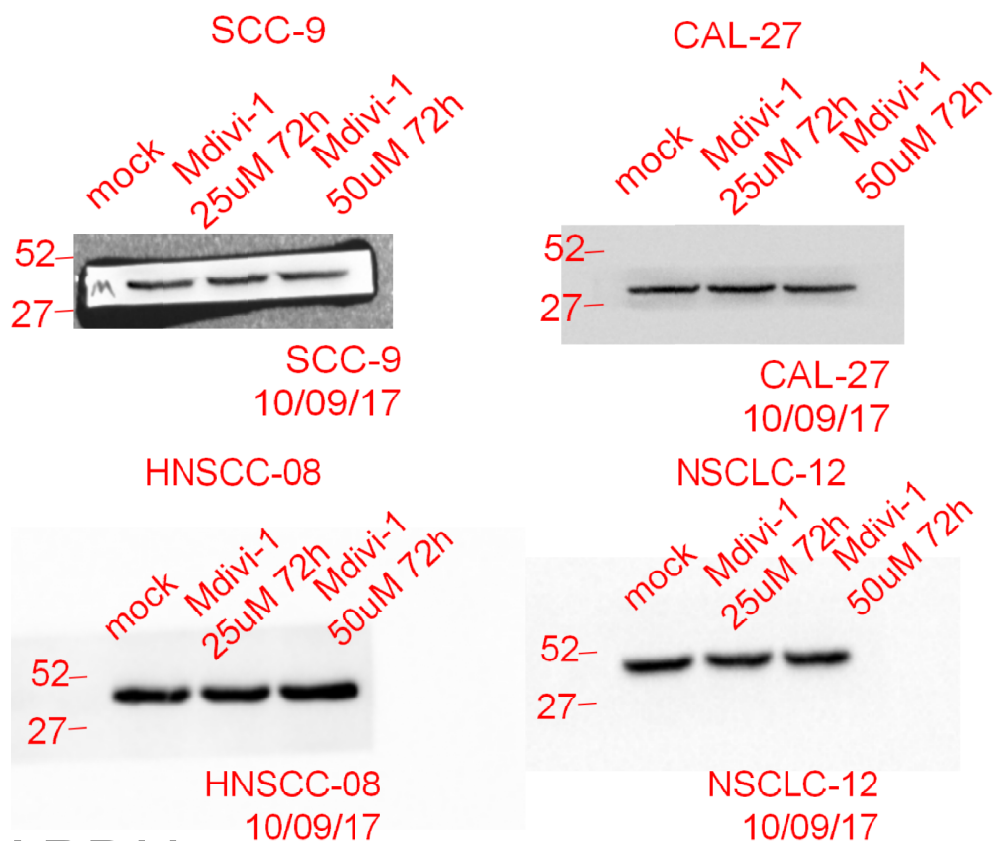

## anti-GAPDH

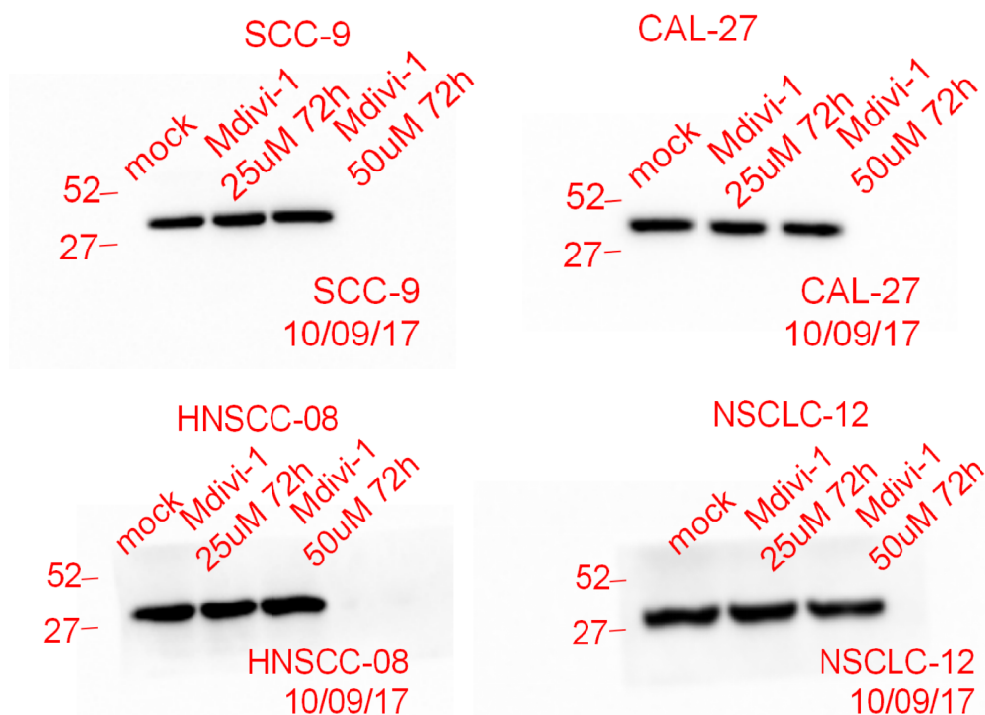

# Raw Data Related to Supplementary Figure 4B

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-MHC-I

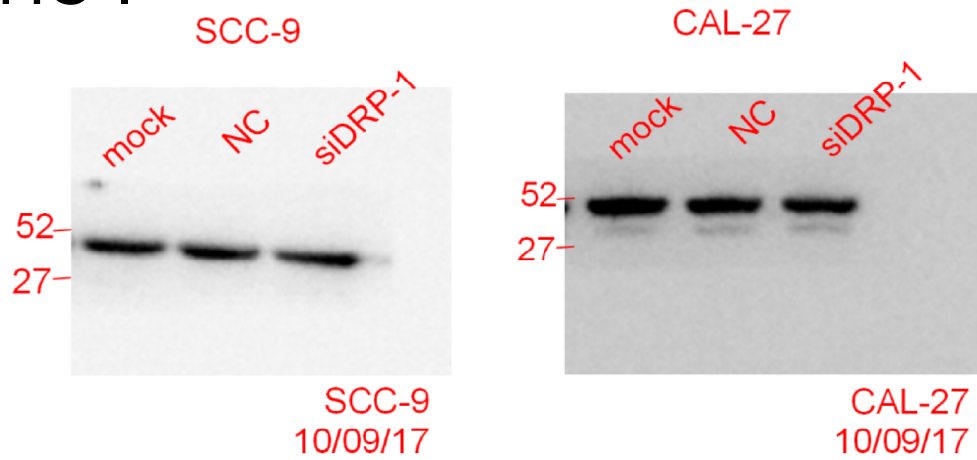

## anti-DRP-1

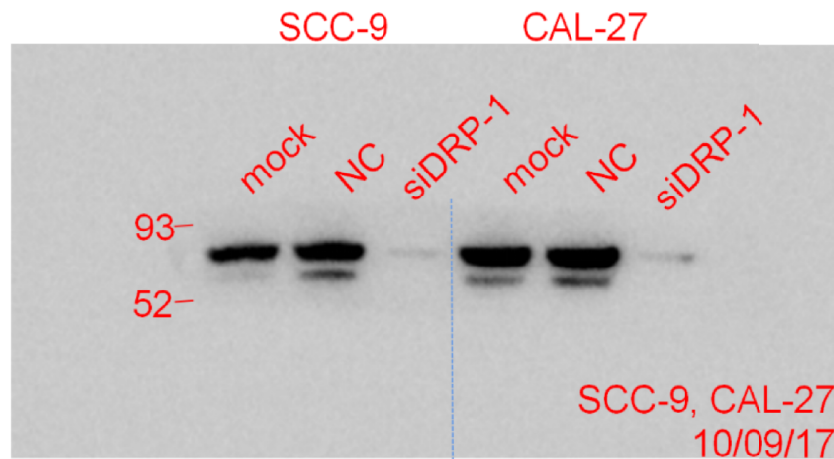

## anti-GAPDH

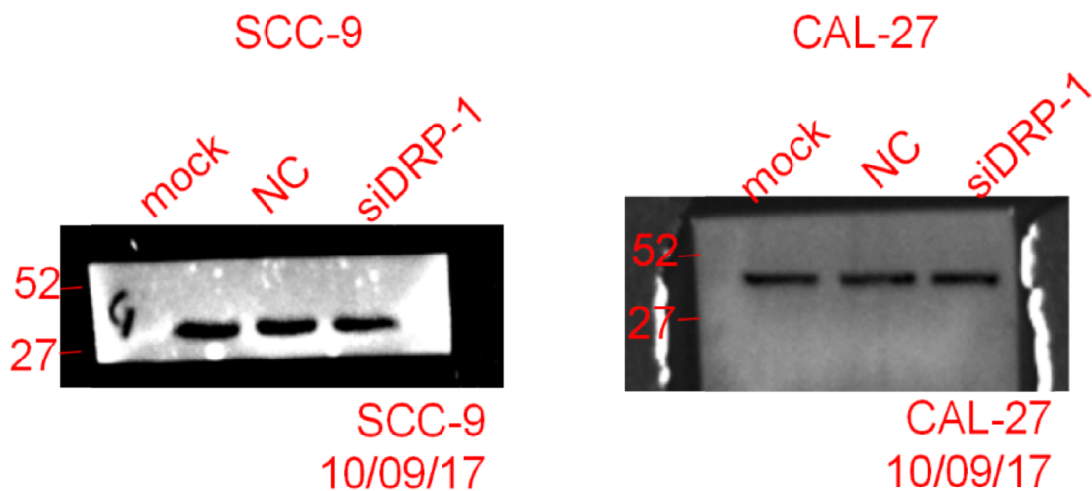

# Raw Data Related to Supplementary Figure 4G

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-MHC-I

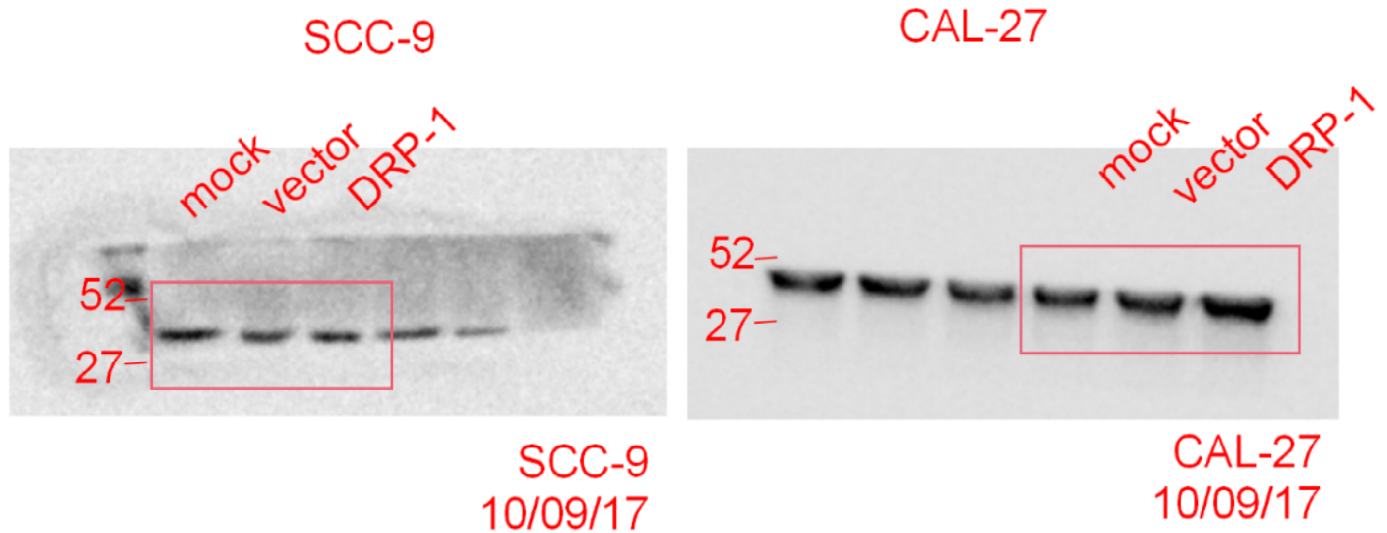

## anti-GAPDH

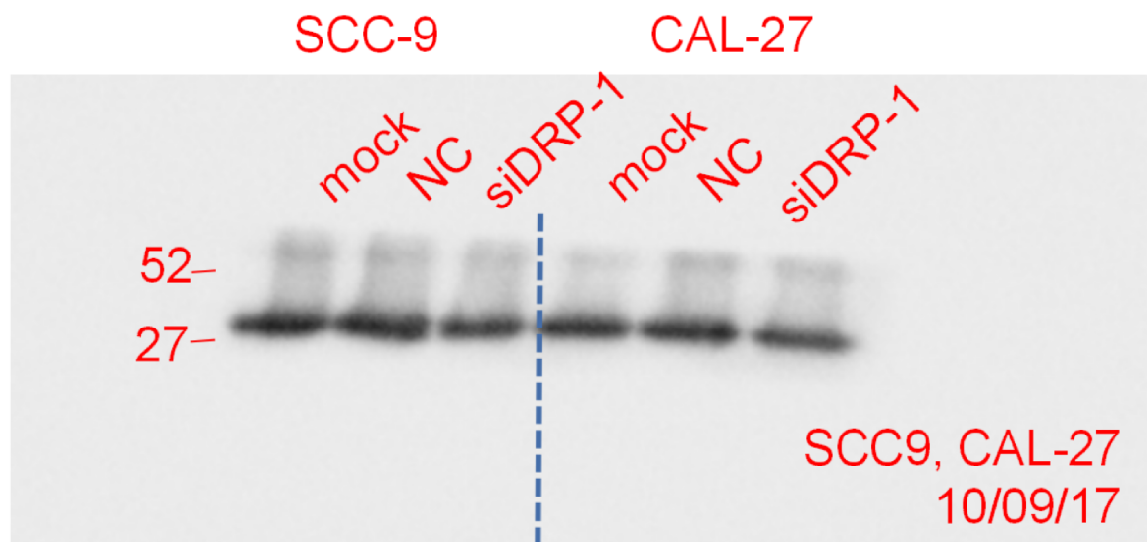

# Raw Data Related to Supplementary Figure 6C

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-GRP78

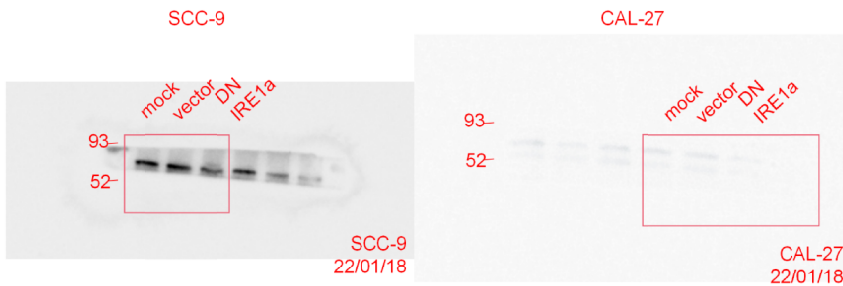

## anti-MHC-I

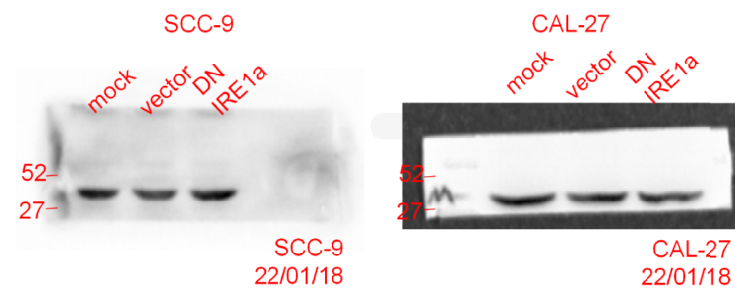

## anti-XBP-1u

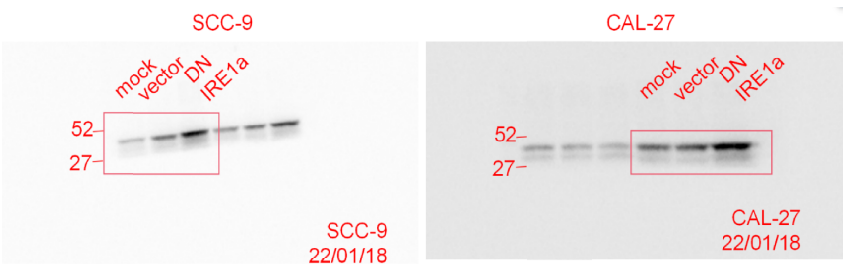

## anti-XBP-1s

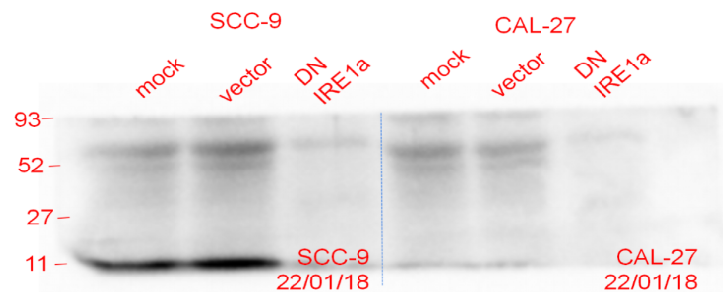

## anti-CHOP

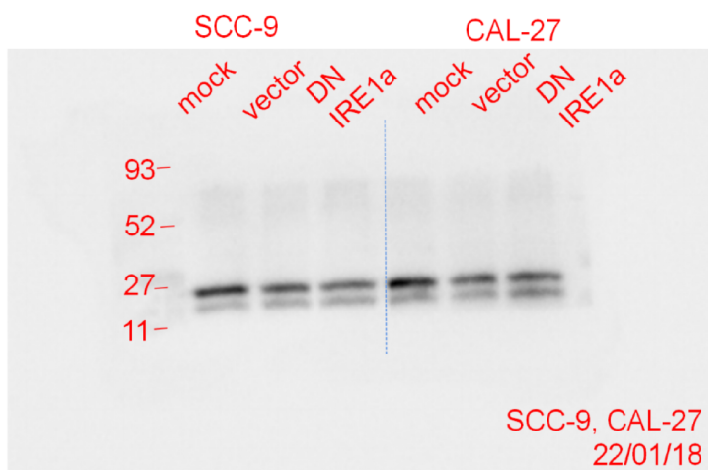

## anti-beta-actin

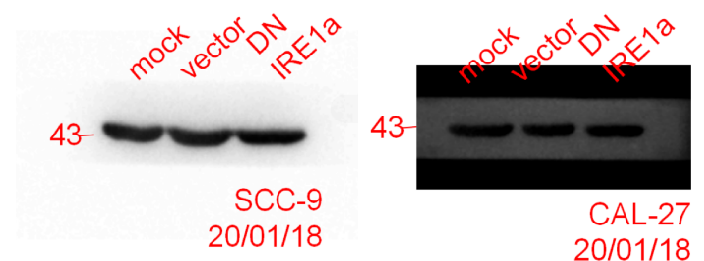

# Raw Data Related to Supplementary Figure 6E

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-GRP78

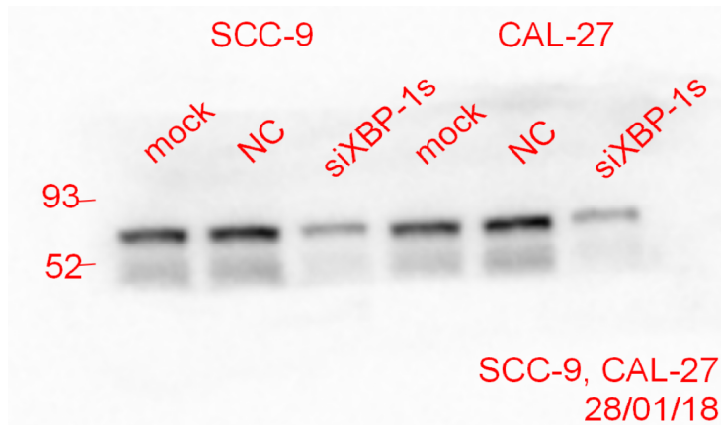

## anti-MHC-I

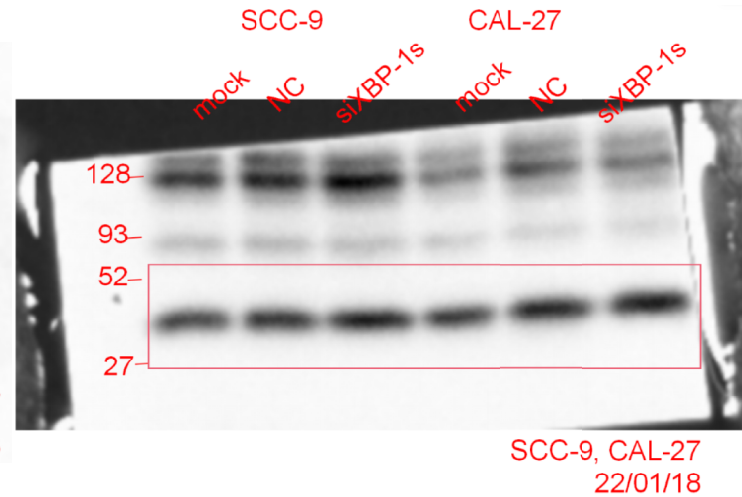

## anti-XBP-1s

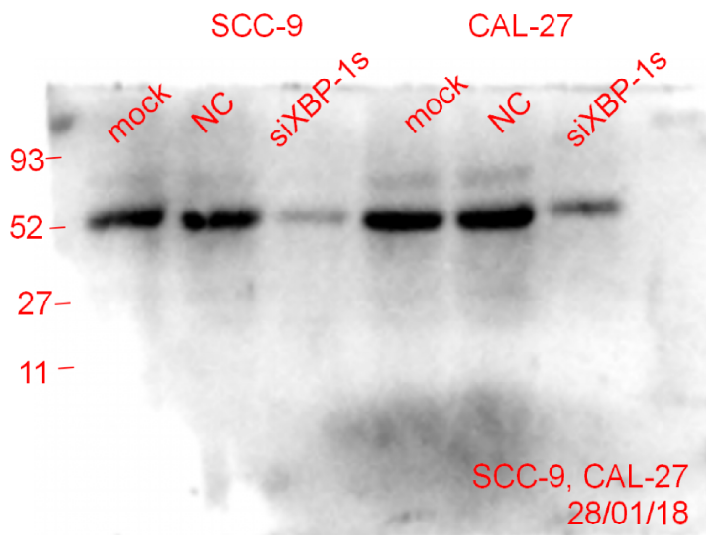

## anti-GAPDH

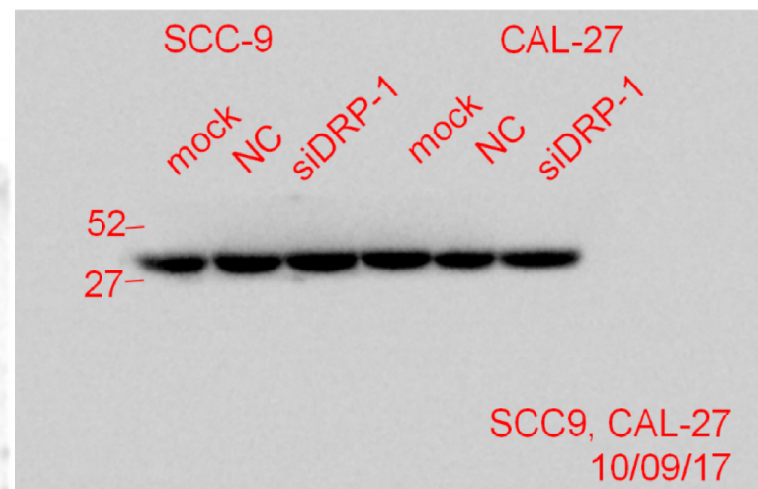

# Raw Data Related to Supplementary Figure 6H

Same membranes are indicated by a black dashed box, and the cropped area is indicated by a red box. Membrane was cut.

## anti-GRP78

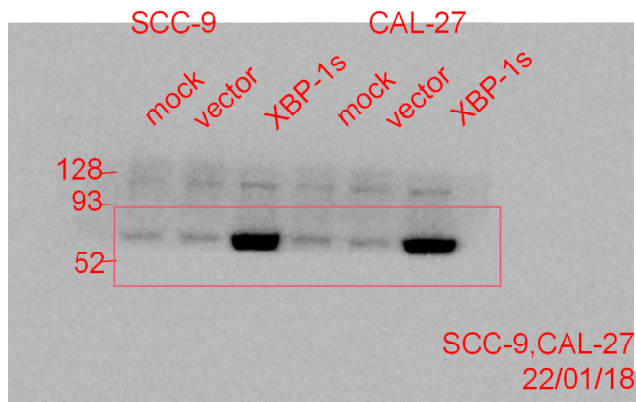

## anti-MHC-I

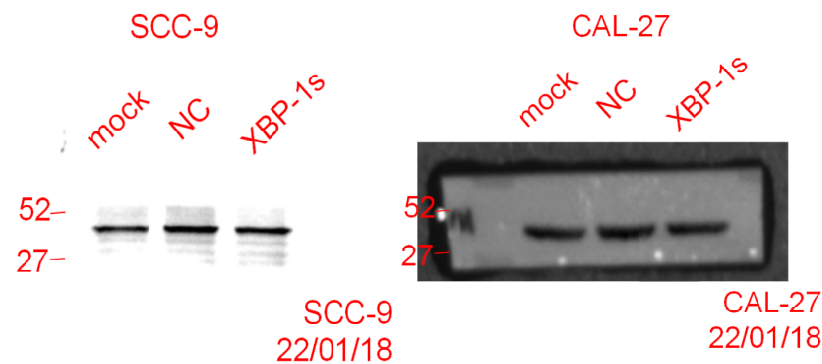

## anti-XBP-1s

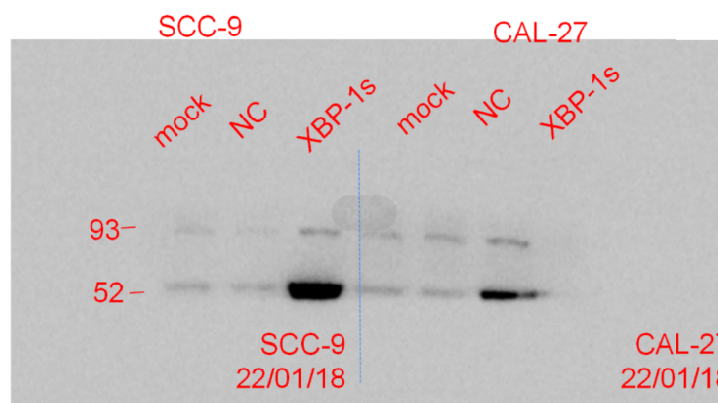

## anti-CHOP

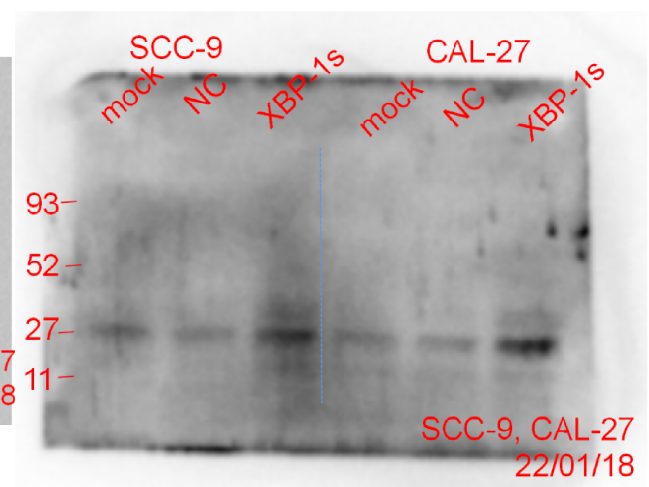

## anti-GAPDH

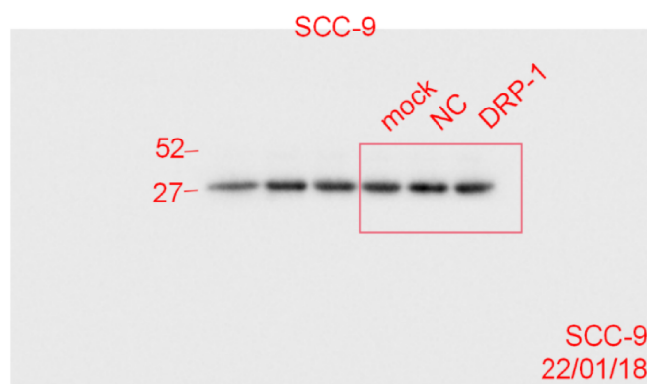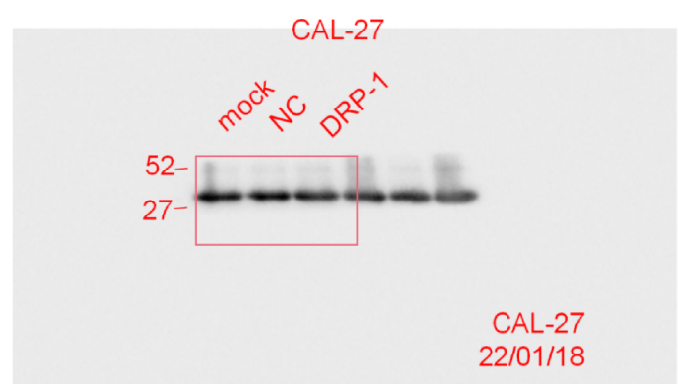

# Gating strategy used for flow cytometry analysis

Gating strategies for flow cytometry analysis of tumours used in this study. Related to Figure 4H, 5C, 5F, 5H and supplementary Figure 2D.

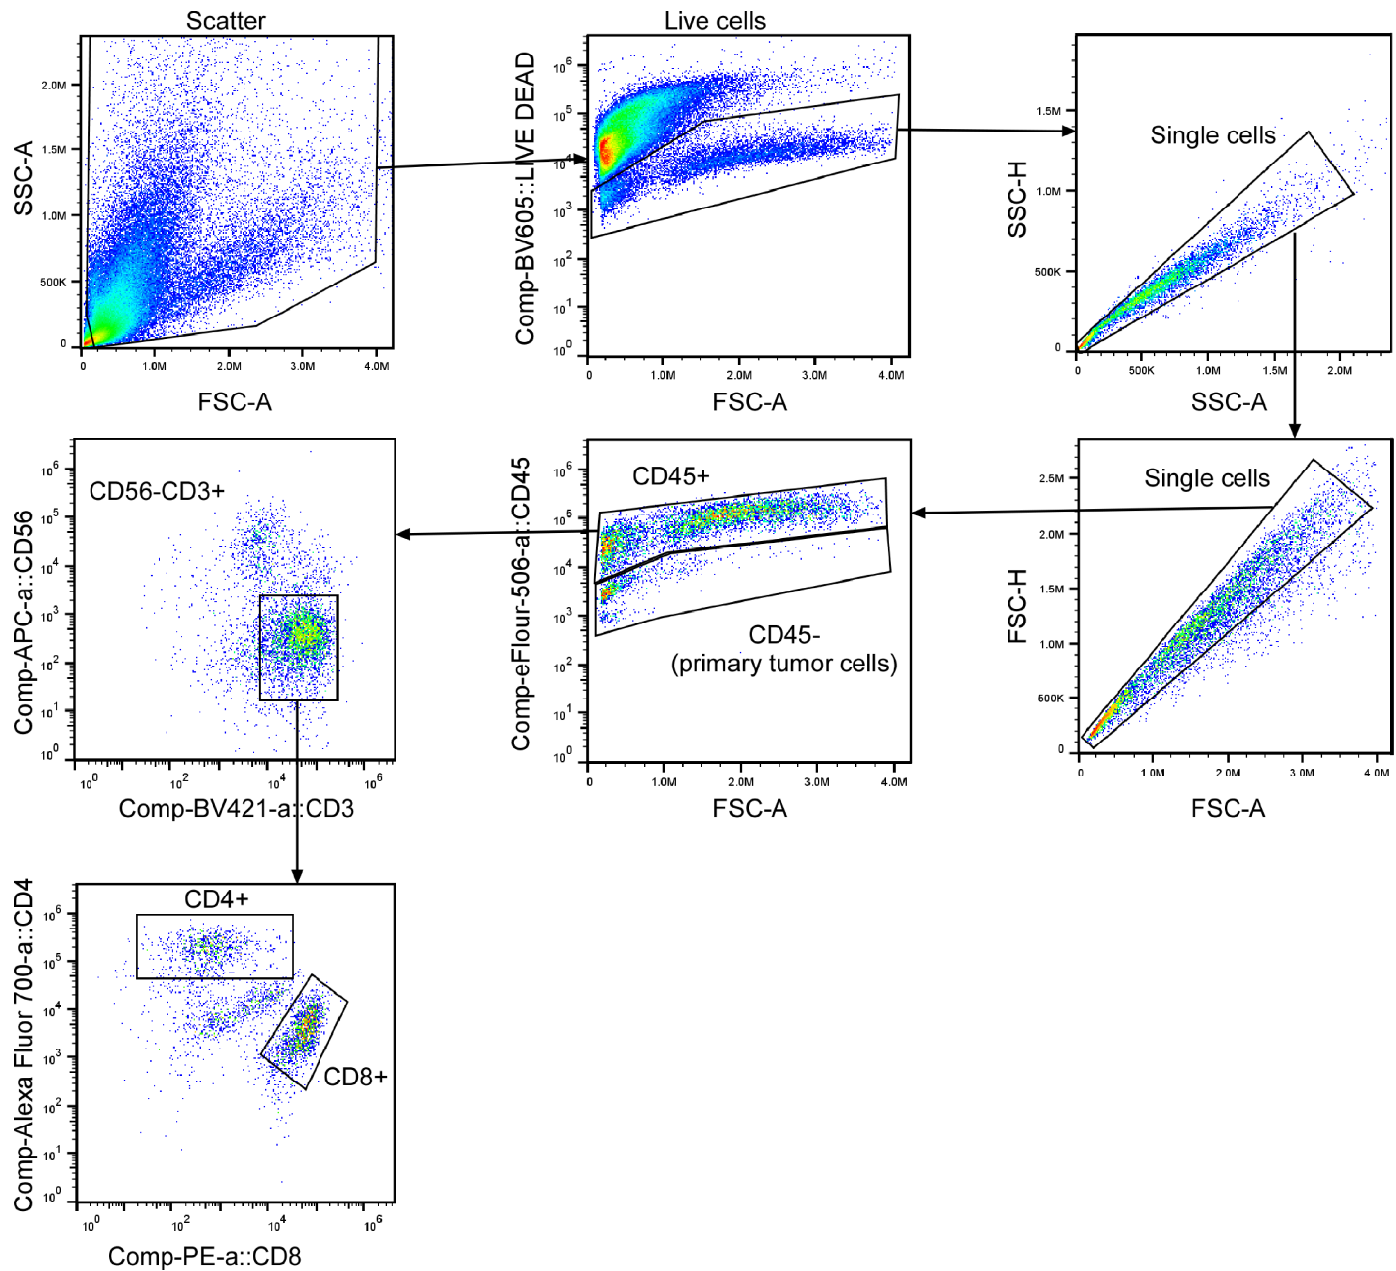

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Mitochondrial fission induces immunoescape in solid tumors through decreasing MHC-I surface expression
**Source:** Nat Commun. 2022 Jul 6;13:3882. doi: 10.1038/s41467-022-31417-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Information for the patients from whom the PDXs used in this study were generated

File Name: Supplementary Data 2

Description: Information for the patients from whom the Co-culture used in this study were generated

# Supplementary material for: Mitochondrial fission induces immunoescape in solid tumors through decreasing MHC-I surface expression
**Source:** Nat Commun. 2022 Jul 6;13:3882. doi: 10.1038/s41467-022-31417-x
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For most experiments, the person who performed the experiments did not know the identity of the specific samples until after data were analyzed. For patients' information, the data were downloaded from the hospital database and analyzed by the person who were blinded to the study design.                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | All data are expressed as the mean $\pm$ standard error of mean (s.e.m.). All statistical analyses were performed in SPSS Windows version 13.0. Spearman correlation analysis were used to assess the relationship between HLA-I and pSer616 DRP-1 expression. Kaplan–Meier survival curves were plotted and log-rank tests were performed. All experiments were performed at least in triplicates and the exact numbers of independent experiments with similar results are indicated in the figure legends. All statistical analyses of experiments were performed with two-tailed Student's T tests unless otherwise stated. <i>p</i> < 0.05 was considered statistically significant. Flow cytometry data were analyzed using FlowJo v10.4.0 software. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data have been deposited in the Gene Expression Omnibus (GEO) DataSets (<https://www.ncbi.nlm.nih.gov/gds>) under the following accession numbers: GSE135380. To predict the potential XBP-1 binding sites at TPP2 promoter region, we used motif-counter (<https://bio.tools/motifcounter>) to scan TPP2 promoter region from both strands with XBP-1 motif obtained from JASPAR database.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size.                                                                                                                                                                                                                                    |
| Data exclusions | No samples were excluded from analysis.                                                                                                                                                                                                                                                          |
| Replication     | Experiments were repeated and our data are based on at least two to three independent experiments with similar results. The precise number of repeats are given in the figure legend.                                                                                                            |
| Randomization   | Mice of similar ages were randomly allocated into different groups using a computer-generated random numbers table.                                                                                                                                                                              |
| Blinding        | The investigator doing the injection was blinded to treatment arm. In addition, the person doing the daily drug treatment were blinded to the experiment design including groups. Tumor staining from ISH and IHC was performed by two blinded person. Data collection and analysis was blinded. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>For ChIP assays, we used anti-XBP-1 antibody (Santa cruz, sc-8015, 200 µg/0.1 ml) and anti-RNA polymerase II antibody (Abcam, ab5131, 2 µg for 25 µg of chromatin) .</p> <p>For Flow cytometry, we used H-2Kb-FITC (Cat. No. MHC2163, JPT), SIINFEKL-H-2Kb-FITC (Cat. No. MA5-17999, Invitrogen), anti-Mouse CD8a-APC (Cat. No. 553035, BD Pharmingen, ), anti-OVA-H-2Kb tetramer-BV421 (Cat. No. TB-5001-4, MBL), HLA-ABC-PE (Cat. No. 560168, BD Pharmingen), Perforin-BV421 (Cat. No. 563393, BD Pharmingen), Granzyme B-FITC (Cat. No. 560211, BD Pharmingen), CD8-PE-CF594 (Cat. No. 562282, BD Pharmingen), EpCAM-BV510 (Cat. No. 563181, BD Pharmingen), ITGB1-PE (Cat. No. 555443, BD Pharmingen), Tfr1-APC (Cat. No. 561940, BD Pharmingen), E-Cadherin-BV421 (Cat. No. 743712, BD Pharmingen), CD80-PE (Cat. No. 561940, BD Pharmingen).</p> |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

560925, BD Pharmingen), CD83-BV421 (Cat. No. 562630, BD Pharmingen) and CD86-FITC (Cat. No. 560958, BD Pharmingen). For detection of apoptosis, cells were collected and fixed in 500 µL of Annexin V binding buffer containing 5 µL Annexin V-APC and 5 µL 7-AAD (Cat. No. 640930, Biolegend).

For Immunoblotting assays, we used MHC-I (Cat. No. sc-32235, Santa Cruz, 1:200, Reacts with Human, Suitable for: WB, IP, IF, FCM), IRE1α (Cat. No. 3294, Cell Signaling Technology, 1:1000, Reacts with: Mouse, Rat, Human, Suitable for: WB, IP), pIRE1α (Cat. No. NB100-2323, Novus Biologicals, 1:1000, Reacts with: Mouse, Rat, Human, Suitable for: WB, ChIP, ELISA, IB, ICC/IF, IHC, IHC-Fr, IHC-P), XBP-1 (Cat. No. ab37151, Abcam, 1:200, Reacts with: Mouse, Rat, Human, Suitable for: ICC/IF, WB), XBP-1s (Cat. No. 619502, Biolegend, 1:500, Reacts with Human, Suitable for: WB, ChIP, ICC/IF), GRP78 (Cat. No. 3177, Cell Signaling Technology, 1:1000, Reacts with: Human, Mouse, Suitable for: WB, IHC(P), FCM), CHOP (Cat. No. 2895, Cell Signaling Technology, 1:1000, Reacts with: Mouse, Rat, Human, Suitable for: WB, IP, IF, F, ChIP), DRP-1 (Cat. No. 14647, Cell Signaling Technology, 1:1000, Reacts with: Mouse, Rat, Human, Monkey, Suitable for: WB), TPP2 (Cat. No. 66017-1-Ig, Proteintech, 1:1000, Reacts with Human, Suitable for: FCM, IF, IHC, WB, ELISA), GAPDH (Cat. No. 60004-1-Ig, Proteintech, 1:20000, Reacts with: Human, Mouse, Rat, Yeast, Plant, Zebrafish, Suitable for: FC, IF, IP, WB, ELISA), β-actin (Cat. No. 20536-1-AP, Proteintech, 1:2000, Reacts with: Human, Mouse, Rat, Monkey, Canine, Suitable for: FCM, IF, IHC, WB, ELISA), then with a peroxidase-conjugated secondary antibody (Cat. No. SA00001-1, SA00001-2, Proteintech, 1:1000).

For Immunofluorescence and immunohistochemistry staining, we used HC-10+HC-A2 (targeting HLA-I, a generous gift from Dr. Koichi Sakakura, Massachusetts General Hospital, Harvard Medical School), pSer616 DRP-1 (Cat. No. bs-12702R-HRP, Bioss, 1:300, Reacts with Mouse, Suitable for: IHC-P, IHC-F), EpCAM (Cat. No. ab213500, Abcam, 1:16000, Reacts with: Mouse, Rat, Human, Suitable for: IHC-P, WB, IP, ICC/IF) and CD4 (Cat. No. 25229s, Cell Signaling Technology, 1:400, Reacts with Mouse Rat, Suitable for: WB, IHC), NK1.1 (Cat. No. WLH4257, Wanleibio, 1:200, Reacts with Mouse, Suitable for: IHC), CD25 (Cat. No. AF7675, Affinity, 1:200, Reacts with: Human, Mouse, Suitable for: WB, IHC, ELISA(peptide)), CD206 (Cat. No. 60143-1-Ig, Proteintech, 1:400, Reacts with: Human, Mouse, Suitable for: FC, IHC, IP, WB, ELISA), CD20 (Cat. No. bs-0080R, BIOSs, 1:100, Reacts with: Mouse, Rat, Human, Suitable for: WB, ELISA, FCM, IHC, IF). For immunofluorescence, specimens were incubated with MHC-I (Cat. No. sc-32235, Santa Cruz, 1:200, Reacts with Human, Suitable for: WB, IP, IF, FCM), pSer616 DRP-1 (Cat. No. 4494, Cell Signaling Technology, 1:3200, Reacts with Mouse, Suitable for: IHC-P, IHC-F), EpCAM (Cat. No. ab213500, Abcam, 1:100, Reacts with: Mouse, Rat, Human, Suitable for: IHC-P, WB, IP, ICC/IF).

#### Validation

The commercial antibodies have been used in the study and the validation reported on supplier's website.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

Human cancer cell lines SCC-9 (TSCC), CAL-27 (TSCC), A549 (NSCLC), Saos-2 (osteosarcoma) and mouse cancer cell line B16F10 (melanoma) were purchased from American Type Culture Collection (ATCC). Human melanoma cell lines Colo38, FO-1 and M21 were provided by Dr. Soldano Ferrone (Massachusetts General Hospital, Harvard Medical School).

#### Authentication

No cell lines were authenticated in these studies, but low passage number cell lines were utilized.

#### Mycoplasma contamination

All eukaryotic cell lines used in this study tested negative by PCR for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cells lines were used in this study.

## Animals and other organisms

### Policy information about studies involving animals; ARRIVE guidelines recommended for reporting animal research

#### Laboratory animals

Female C57BL/6 mice of 5-6 weeks old that purchased from Laboratory Animal Center, Sun Yat-sen University were used as syngeneic models, with 6 mice per experimental group. Male Rag1<sup>-/-</sup> C57BL/6 mice (Cat. No. T004753) of 5-6 weeks were obtained from GemPharmatech, Jiangsu, China. Four-week-old female NOD/SCID mice purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China).

#### Wild animals

This study did not involve the wild animals.

#### Field-collected samples

This study did not involve the field-collected samples.

#### Ethics oversight

All mouse experiments were reviewed and approved by the ethics boards and the Clinical Research Committee of Sun Yat-sen Memorial Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

### Policy information about studies involving human research participants

#### Population characteristics

Each patient has been followed up for at least 60 months. Additionally, tumor samples and peripheral blood samples obtained from 109 patients with HNSCC and 60 patients with NSCLC at Sun Yat-sen Memorial Hospital, Sun Yat-sen University between April 2015 and October 2018 were used for primary cancer cell and T cell isolation and analysis. Peripheral blood (15-20 mL) was obtained from each patient. Primary specimens were collected from patients with HNSCC and NSCLC who underwent tumor resection at Sun Yat-sen Memorial Hospital, Sun Yat-Sen University.

#### Recruitment

Patients diagnosed with HNSCC and NSCLC at Sun Yat-sen Memorial Hospital, Sun Yat-sen University and signed the

consent form.

Ethics oversight

All related procedures were performed with the approval of the Institutional Review Board (IRB) of SYSMH (approved protocol:2016158)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cells were stained with H-2Kb-FITC (Cat. No. MHC2163, JPT), SIINFEKL-H-2Kb-FITC (Cat. No. MA5-17999, Invitrogen), anti-Mouse CD8a-APC (Cat. No. 553035, BD Pharmingen, ), anti-OVA-H-2Kb tetramer-BV421 (Cat. No. TB-5001-4, MBL), HLA-ABC-PE (Cat. No. 560168, BD Pharmingen), Perforin-BV421 (Cat. No. 563393, BD Pharmingen), Granzyme B-FITC (Cat. No. 560211, BD Pharmingen), CD8-PE-CF594 (Cat. No. 562282, BD Pharmingen), EpCAM-BV510 (Cat. No. 563181, BD Pharmingen), ITGB1-PE (Cat. No. 555443, BD Pharmingen), Tfr1-APC (Cat. No. 561940, BD Pharmingen), E-Cadherin-BV421 (Cat. No. 743712, BD Pharmingen), CD80-PE (Cat. No. 560925, BD Pharmingen), CD83-BV421 (Cat. No. 562630, BD Pharmingen) and CD86-FITC (Cat. No. 560958, BD Pharmingen). For detection of apoptosis, cells were collected and fixed in 500  $\mu$ L of Annexin V binding buffer containing 5  $\mu$ L Annexin V-APC and 5  $\mu$ L 7-AAD (Cat. No. 640930, Biolegend). . For intracellular staining, cells were pretreated with the Intracellular Fixation and Permeabilization Kit (Cat. No. 88-8824, eBioscience) according to the manufacturer's instructions.

Instrument

Cells were subsequently analyzed with multicolor flow cytometry (BD, FACSVerse).

Software

Data was collected using the ulticolor flow cytometry (BD, FACSVerse). Analysis of flow cytometry data was done using FlowJo10.4.0 (Treestar) software.

Cell population abundance

the cell population abundance was analysed within FSC-A and SSC-A plots.

Gating strategy

FACS gating strategy, first plot gating for live cells, then second plot for single and then according to different marker to set the gate.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

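Gene expression was measured in CAL-27 cells with an shRNA against XBP-1s (shXBP-1s, n = 3) and with a negative control (shCtrl, n = 3), on 6 1-colour Agilent arrays. Groups and replicate numbers were taken from the sample labels and the legend of Fig. 6A, and all 6 samples were used.

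For each array the authors deposited the output of Agilent Feature Extraction version 11.0.1.1, in which the intensity of a spot is its signal after background subtraction and spatial detrending by that software. They also deposited a table of log2 values, 1 per probe and array, with equal quartiles on the 6 arrays and low values raised to a floor. How that table was made is not described in the paper's methods, and it was used only as an alternative. The methods name the array and, for the whole paper, the statistical tests, but no normalization or threshold for the arrays.

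From the scanner output, the log2 of the background-subtracted signal was taken and the 75th percentile of its array over the non-control spots was subtracted. Spots flagged as non-uniform or as population outliers were left out, between 230 and 377 per array, and the spots of a probe were averaged. A probe was called well above background on an array when more than 50% of its spots were. Of 34127 probes, 19 had no unflagged spot on at least 1 array and were left out. The 27624 probes well above background on all 3 arrays of at least 1 group were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with trend), with Benjamini-Hochberg adjustment over the tested probes, 2-sided. A probe was called at an adjusted p below 0.05 and at least 2-fold. Symbols came from matching the accession of each probe, without version, to the RefSeq transcripts of GRCh38.p14, with 25771 probes matched. The array annotation names hg19, so no coordinates are given.

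A gene was represented by its tested probe with the highest mean signal over the 6 arrays. Lists of XBP1 targets, PERK and ATF4 targets, MHC class I machinery, antigen processing and presentation and interferon-stimulated genes were written from general knowledge. They were tested with camera in limma at an inter-gene correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over the 5 lists. The genes named in the text are XBP1, TPP2, the genes named in the paper's text, Fig. 6, Supplementary Fig. 7A or Supplementary Table 3, HSPA5, DDIT3, DNM1L, TAP1 and TAP2, the 5 largest rises and 5 largest falls among called probes with a symbol that were well above background and not saturated on all 6 arrays, and up to 5 called members of each list with the smallest p. The lists, this rule, the main settings and the alternatives, apart from 4 added later, were set before the data were examined. For a single gene, 3 arrays against 3 allow no exact permutation p below 0.1.

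The test was checked on simulated data for this comparison, with the means and spreads of the 27624 probes and 200 probes changed by a log2 fold change between 1.5 and 3. limma recovered 194 of the 200 (97.0%) with 2 calls among the other probes. In the same simulated data over 16821 genes, camera gave an unadjusted p below 0.05 for 100 of 100 random lists of 50 genes shifted by 0.5 and for 0 of 100 lists left unshifted. The simulated genes were independent, so this says nothing about correlated lists. The largest list shift in the data, relative to all genes, was -0.315, smaller in size than the simulated 0.5. In the data 11516 probes passed an adjusted p below 0.05 in limma, against 200 changed in the simulation. It therefore does not show how often camera would find shifts of the size seen here.

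The alternatives were normexp background correction, quantile normalization, the deposited log2 values, other filters on dim probes, limma without trend, the methods' t-test with and without adjustment, other thresholds, the replicate number or the slide as a block, the mean over the probes of a gene, fry, camera with an estimated correlation, and leaving out each array. Normexp was planned on the mean spot signal but was run on the median spot signal with an offset of 50, since the tables used here have no mean signal column. The gene set enrichment analysis of the paper, its chromatin immunoprecipitation data, the qRT-PCR and all clinical data were not analysed here.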

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

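The tests of the slide and of the normalization in this part, and the 2 normexp alternatives, were chosen only after the result was seen, whereas the slide as a block, quantile normalization and the deposited log2 values were planned as alternatives. The 5 largest rises among called probes well above background on all 6 arrays belong to genes that the paper does not discuss, and each lay above its level in the shCtrl arrays. The log2 fold changes were 5.076 for SERPINB2, 4.726 for CD24, 4.355 for IL24, 4.284 for KRT6A and 4.018 for SPRR2A, with adjusted p-values from limma with Benjamini-Hochberg adjustment between 2.81e-07 and 5.14e-06. All 3 shXBP-1s arrays were above all 3 shCtrl arrays for each gene. IL24 and SPRR2A had 2 tested probes each, both higher, and the other 3 genes had 1.

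A difference between slides as the whole cause is argued against by the comparison within slide 2, which holds 1 shCtrl array. Against that array alone the smallest of the 5 differences was 3.78, in SPRR2A, and the fit with the slide as a block rests on the same array. The normalization is argued against by the scaling and background alternatives, under which all 5 genes were called, with a lowest log2 fold change of 1.55, again in SPRR2A. That criterion replaced an earlier one after its value was seen: by the earlier one, which asked for a ratio above 0.75 to the size reported, the test did not decide, so normalization is excluded as the whole cause of these rises but not as a part of their size. SPRR2A was the dimmest of the 5 in shCtrl, at -5.45 on the log2 scale relative to the 75th percentile. Cross-hybridisation within gene families, an effect of the shRNA on other transcripts and a difference between the transduced cultures that arose during selection were not tested. The knockdown of XBP-1s is the biological difference that the design names. It stays open beside them, since the 2 groups differ in all of these at once.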

How the results depend on the processing

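Of the alternatives, 4 were chosen only after the data were seen: normexp on the median spot signal, the same followed by quantile normalization, the methods' t-test on the deposited log2 values, and the probe with the largest change. XBP1 stayed lower, with log2 fold changes between -2.40 and -2.11, and TPP2 stayed higher, between 0.62 and 0.77, under every alternative run for them, each past an adjusted or, for the unadjusted tests, unadjusted p of 0.05. The tally of qRT-PCR genes ranged from 21 to 25 of 26.

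Of the 1354 called probes (46.7% of them higher), 1306 were called with the same sign under quantile normalization, 1222 on the deposited log2 values and 1078 with the slide as a block. Under normexp 449 of them were, and 351 with quantile normalization after it. Without a minimum fold change, limma with Benjamini-Hochberg adjustment called 11516 probes, 5093 higher and 6423 lower. Under normexp the count was 473, with 159 higher (33.6%) and 314 lower, and 298 of the 1354 probes had the opposite sign. Normexp moved the median log2 fold change of all tested probes to -0.41, and the count with quantile normalization after it, which brought that median to -0.003, was 363, with 186 higher and 177 lower and none of the 1354 probes reversed. The offset raises dim spots toward 1 level by construction and so shrinks their fold changes. Normexp used the median spot signal, and the planned form on the mean spot signal was not run. The methods' t-test called 1291 probes at an unadjusted p below 0.05 and at least 2-fold, 1214 after Benjamini-Hochberg adjustment, and 1221 on the deposited log2 values.

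The Pearson correlation of the group means was 0.9908 without the filter on dim probes and 0.9899 under normexp with quantile normalization, against 0.9866.

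List values are the mean log2 fold change of a list minus that of all genes, except under fry, where they are the mean of the list. The XBP1 target list, not past the threshold, reversed to 0.265 under normexp. The PERK and ATF4 target and MHC class I machinery lists had means above that of all genes there (0.147 and 0.198) although their tests still pointed lower. The antigen processing and presentation list no longer passed under normexp (0.025), where its test still pointed lower although its mean was above that of all genes, on the deposited log2 values (-0.203), with the estimated correlation (-0.223, adjusted p 0.130) and without shCtrl replicate 1 (-0.201, adjusted p 0.0501). The interferon-stimulated list no longer passed with the estimated correlation (-0.315, adjusted p 0.0648). The MHC class I machinery list passed without the filter on dim probes (-0.126, adjusted p 0.0405) and without shXBP-1s replicate 3 (-0.138, adjusted p 0.0433). Under fry the XBP1 target (-0.0891), PERK and ATF4 target (-0.137) and MHC class I machinery (-0.161) lists also passed. The adjusted p-values come from limma with Benjamini-Hochberg adjustment over the 5 lists. Apart from the shrinkage by the offset, the cause was not tested.

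With each array left out in turn, the count of called probes ranged from 1253 to 1695, with 565 to 884 higher and 688 to 811 lower. The highest counts came without shCtrl replicate 1, the only shCtrl array on slide 2. The list values ranged from -0.243 to -0.201 for antigen processing and presentation, -0.138 to -0.111 for the MHC class I machinery and -0.326 to -0.304 for the interferon-stimulated genes. XBP1 ranged from -2.40 to -2.38 and TPP2 from 0.68 to 0.76.

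Samples with the same replicate number did not deviate together, with correlations of -0.016, 0.117 and -0.116 across probes, so the numbers were not taken to pair them. With the replicate block, 1381 probes were called, 653 higher and 728 lower.

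Signal over background limits the dim probes. With well above background on all 6 arrays required, 1093 probes were called, and without a filter 1577.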

Differences from the paper's values

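The positions of labelled genes in Fig. 6C were read by eye, with a tolerance of 0.2. For TPP2 the paper's log2 fold change is about -1.0 in Fig. 6C, read by eye, and the value found here was 0.726 by the only tested probe with that symbol. For THBS2 the paper's value is about 3.3 in Fig. 6C, read by eye, against 1.255 by the brightest probe and 2.09 by the other. For TNFRSF21 the paper's value is about 1.8 in Fig. 6C, read by eye, against 1.180. For NLRP1 it is about 1.6 in Fig. 6C, read by eye, against 0.983. For IL18RAP it is about 1.1 in Fig. 6C, read by eye, against -0.050 by the brightest probe. For 4-1BB (TNFRSF9) it is about 1.0 in Fig. 6C, read by eye, against 2.030. For FGF2 it is about -3.0 in Fig. 6C, read by eye, against -1.504. For each of these 7 genes, the difference remained under all the alternatives set before the data were examined for which a value was computed, and none of them reached the paper's value. For IL18RAP alone, its dimmer probe, chosen after seeing the values, came to 1.09 on the deposited log2 values and to 1.46 on the scanner values. No change of log base brought the series of values together.

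NLRP1 was called with the slide as a block, at 1.150, was at 1.000 on the deposited log2 values, and passed 2-fold without shCtrl replicate 2 (1.022), shCtrl replicate 3 (1.027) or shXBP-1s replicate 3 (1.054). Of the 8 positions read, that of DCN, about 1.3 in Fig. 6C, read by eye, did not differ from the value here, 1.425. It differed with the slide as a block (1.532) and, among the alternatives added after the data were seen, under normexp (-0.321, with the sign reversed) and normexp with quantile normalization (0.432). FGF2 and WNT4 share a symbol colour in that panel, and the position was assigned to FGF2 from its height, so the assignment is uncertain. The value of WNT4 here was -1.15. The heights of the other 7 points, read from the panel after the p-values here were known, were compared with -log10 p of the methods' t-test on the deposited log2 values, an alternative chosen after seeing the values. A tested probe of the gene came within 0.2 for 6 of the 7, against a mean of 2.43 over all reassignments of the heights among the genes, and TPP2 did not, at 4.01. Of the 27 genes that the paper labels in Fig. 6C, 16 were called by their brightest probe and 11 were not, under the settings used for the values reported. Of the 11, IL18RAP, CUL3, VTA1, AKT2, ATG5, ATG7, MDM2 and ERAP1 were called by another probe, chosen after seeing the values, and NLRP1, CDC23 and TPP2 were called by no probe under these settings.

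The paper places TPP2 among the most reduced genes of a negatively enriched set and describes its array results as borne out by qRT-PCR. Over the whole list of 26 genes measured by qRT-PCR, 21 changed in that direction on the arrays by their brightest probe, and 25 by the mean of their probes. TPP2 was not among them under any alternative run, and was higher on each of the 3 shXBP-1s arrays than on each shCtrl array.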

Other observations

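The tests of the called probes against other splits and against the slide, the tests of explanations for the rise of TPP2 and the 2 normexp alternatives were chosen only after the result was seen, whereas the fold change of TPP2, the slide as a block, quantile normalization and the deposited log2 values were planned. The class II genes were set apart after the values of some of them had been seen but before the list was tested without them. Among the 10 splits of the 6 arrays into 3 and 3, only the real one gave as many called probes as 1354 (1 of 10 splits), and the other splits gave 0. With 10 splits, chance is not excluded by this count. For the interferon-stimulated list 1 of 10 splits, the real one, gave so small a camera p, and the smallest value among the others was 0.0021. Each other split keeps a part of the difference between the groups, so these values do not measure the variation within a group. For the antigen processing and presentation list 2 of 10 splits gave a p as small. The other one set shCtrl 1, shCtrl 3 and shXBP-1s 3 against the rest, and its camera test in limma gave 0.0034 against 0.011 for the real split. It does not follow the slides. Since 10 splits give no share under 0.1, chance is not excluded for either list.

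The shXBP-1s arrays and shCtrl replicate 1 were on slide 2, and the other shCtrl arrays on slide 1. Probes were called from 2 of the shXBP-1s arrays against the shCtrl arrays of slide 1, and read on the held-out shXBP-1s array against the shCtrl array of slide 2, so that no array entered both sides. If the slide were the whole cause, the ratio of the second change to the first would be near 0, with 50% of probes of the same sign. With each shXBP-1s array held out in turn, the lowest median ratio was 0.83 and the highest 0.90, and between 89.0% and 95.2% of the probes had the same sign. These values argue against the slide as the whole cause of the called probes, but all 3 were read against the same shCtrl array. Between slides, within the limma fit with both terms and Benjamini-Hochberg adjustment, 98 probes were higher and 116 lower on slide 2. That contrast is shCtrl replicate 1 against shCtrl replicates 2 and 3, so a slide effect and an oddity of that 1 array cannot be told apart.

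TPP2 was higher in shXBP-1s by a log2 fold change of 0.726. Exchanged group labels are argued against by XBP1, at -2.39 in the arrays labelled shXBP-1s. The slide is argued against by the difference of 0.73 from the only shCtrl array on the same slide, which is also what the fit with the slide as a block measures. The normalization is argued against by a lowest value of 0.62 under the scaling and background alternatives. A signal of the probe rather than of the gene stays open, since only 1 tested probe carries the symbol and probes without a symbol were not searched by sequence. Also open are differences between RNA of these cultures and of those measured by qRT-PCR, which were not analysed here.

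On the arrays of replicates 2 and 3, 250 dimmer probes were called while the brightest probe of their gene was not. The median change of these probes, in the direction of the call, was 1.25 on the log2 scale on the arrays used to choose them and 1.07 on the held-out arrays of replicate 1, where 237 of 250 (94.8%) kept the direction. Both held-out arrays were on slide 2. The brightest probes of the same genes changed by a median of 0.12 in that direction. Array noise in the dimmer probe is argued against by the held-out value. Transcript isoforms that only some probes detect, and cross-hybridisation, were not tested. The brightest probe was called in 6 of 14 qRT-PCR genes with several tested probes and a called probe, and in 159 of 359 other genes (44.3%, 2-sided Fisher's exact test p = 1.000), so no difference between these genes and the rest was detected.

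The lower antigen processing and presentation list may rest on its MHC class II genes. Its 12 class II genes (HLA-D genes, CD74 and CIITA) had a mean log2 fold change of -0.745, with 11 of 12 lower and 5 called lower, whereas the other 43 had a mean of -0.125, with 28 lower and 3 called lower. Without the class II genes the 2-sided camera p was 0.23, unadjusted, against 0.0108 for the whole list. For the 12 class II genes alone that p was 1.1e-04, but they were set apart after some of their values were seen. A small shift of the other 43 genes is not excluded, and whether the 2 parts differ from each other was not tested. The paper does not report on MHC class II in these cells. Of the 5 called class II genes, HLA-DRA (-0.981) fell just short of 2-fold without shXBP-1s replicate 2. CIITA, named after its values were seen, had a log2 fold change of -1.41 (adjusted p = 2.03e-05 from limma with Benjamini-Hochberg adjustment), lower on all 3 shXBP-1s arrays. Under normexp with quantile normalization it was -0.44.

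The paper reports HLA-B, HLA-C and B2M mRNA after transient XBP-1s knockdown, in another experiment than these arrays. Here the log2 fold changes of their brightest probes were -0.13 for HLA-B (adjusted p = 0.271), -0.000 for HLA-C (adjusted p = 0.998) and -0.16 for B2M (adjusted p = 0.101), all from limma with Benjamini-Hochberg adjustment. The sign flipped for HLA-B, HLA-C and B2M under at least 1 of 4 scaling and background alternatives. HLA probes are shared between related genes and alleles. TAP2 was lower (-0.68, adjusted p = 7.20e-05, limma with Benjamini-Hochberg adjustment) by its brighter probe and unchanged by the other (0.03), and TAP1 changed by -0.04 (adjusted p = 0.612, limma with Benjamini-Hochberg adjustment), with its sign flipping. HSPA5 (GRP78) was lower by -1.05 on the log2 scale (adjusted p = 2.67e-06 from limma with Benjamini-Hochberg adjustment) and DDIT3 (CHOP) changed by 0.04, with a sign that flipped under normexp but not with quantile normalization after it. DNM1L (DRP-1) changed by -0.17 and -0.40 by its 2 probes. Among other genes that the paper names, WNT4 was called lower (-1.15), GAPDH changed by -0.26 and ATF6 by 0.32 (log2 fold changes), and ERN1 (0.20) and EIF2AK3 (0.002) changed sign under normexp but not with quantile normalization after it.

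The XBP1 target list of 62 genes had a mean log2 fold change of -0.09 and a median of -0.07, with 34 lower and 28 higher. Its camera p was 0.642, adjusted over the 5 lists by Benjamini-Hochberg in limma. Adjusted over the list alone, 24 genes were lower and 18 higher. DNAJB9 (-1.14), HSPA5 and SEC62 (-1.02; -0.966 without shCtrl replicate 1 and -0.930 without shXBP-1s replicate 3, both short of 2-fold) were called lower and DNAJC3 (1.18) higher. The PERK and ATF4 target list of 35 genes had a mean of -0.14 and a median of -0.07, with 21 lower and 14 higher, and the same adjusted p of 0.642 from limma's camera with Benjamini-Hochberg adjustment. Adjusted over the list alone, 14 were lower and 9 higher, and GDF15 (-1.29) and SLC7A11 (-1.20) were called lower.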
